# Polycomb deficiency drives a FOXP2-high aggressive state targetable by epigenetic inhibitors

**DOI:** 10.1038/s41467-023-35784-x

**Published:** 2023-01-20

**Authors:** Fan Chen, Aria L. Byrd, Jinpeng Liu, Robert M. Flight, Tanner J. DuCote, Kassandra J. Naughton, Xiulong Song, Abigail R. Edgin, Alexsandr Lukyanchuk, Danielle T. Dixon, Christian M. Gosser, Dave-Preston Esoe, Rani D. Jayswal, Stuart H. Orkin, Hunter N. B. Moseley, Chi Wang, Christine Fillmore Brainson

**Keywords:** Cancer models, Gene silencing

## Abstract

Inhibitors of the Polycomb Repressive Complex 2 (PRC2) histone methyltransferase EZH2 are approved for certain cancers, but realizing their wider utility relies upon understanding PRC2 biology in each cancer system. Using a genetic model to delete *Ezh2* in KRAS-driven lung adenocarcinomas, we observed that *Ezh2* haplo-insufficient tumors were less lethal and lower grade than *Ezh2* fully-insufficient tumors, which were poorly differentiated and metastatic. Using three-dimensional cultures and in vivo experiments, we determined that EZH2-deficient tumors were vulnerable to H3K27 demethylase or BET inhibitors. PRC2 loss/inhibition led to de-repression of FOXP2, a transcription factor that promotes migration and stemness, and *FOXP2* could be suppressed by BET inhibition. Poorly differentiated human lung cancers were enriched for an H3K27me3-low state, representing a subtype that may benefit from BET inhibition as a single therapy or combined with additional EZH2 inhibition. These data highlight diverse roles of PRC2 in KRAS-driven lung adenocarcinomas, and demonstrate the utility of three-dimensional cultures for exploring epigenetic drug sensitivities for cancer.

## Abstract (web summary)

Delineating the specific role of Polycomb Repressive Complex 2 (PRC2) in various cancer systems is desirable as inhibitors for EZH2 inhibitors are approved for some cancers. Here the authors show haplo- and full-insufficiency of EZH2 drive divergent phenotypes in lung cancer. 3D tumoroids recapitulate transcriptional profiles, including FOXP2 derepression, and drug responses of in vivo tumors.

## Introduction

Enhancer of zeste homolog 2 (EZH2), the enzymatic component of the Polycomb Repressive Complex 2 (PRC2), is best known for tri-methylation of histone H3 at lysine 27 (designated as H3K27me3) to silence chromatin regions^1^. PRC2 plays key roles in embryonic development and maintenance of cell identities, and may act as an oncogene or tumor suppressor in different contexts^2^. Fitting with an oncogenic role, high EZH2 expression in the lung is oncogenic, drives sensitivity to pharmacological inhibition of EZH2^3^ and correlates with worse lung cancer prognosis^4,5^. However, decoupling of EZH2 from H3K27me3 levels has been widely observed^6–9^, suggesting that high EZH2 does not necessarily translate to high levels of PRC2 catalytic function. In line with PRC2 function being anti-tumor, deletion of the PRC2 component *Eed* enhanced malignancy in KRAS+/*Trp53-*null lung cancers, drove aggressive mucinous tumors, and changed the tumor immune microenvironment^10,11^. Likewise, deletion of *Ezh2* in the context of oncogenic KRAS and intact *Trp53* drove aggressive lung cancers and exacerbated immune cell infiltration^12^. These data indicate that PRC2 plays divergent roles in different cancer contexts, each requiring comprehensive characterization.

Recently, tazemetostat (EPZ6438), an inhibitor of the catalytic activity of EZH2, was approved for the treatment of advanced epithelioid sarcoma and follicular lymphoma^13^, and numerous clinical and preclinical trials are focused on combining EZH2 inhibitors with other drugs. One consequence of EZH2 inhibition is a dramatic shift in the immune cell microenvironment, and this is one focus of current drug combinations^11,14,15^. Other efforts focus on determining epigenetic vulnerabilities associated with low PRC2 activity. For example, PRC2-deficient malignant peripheral nerve sheath tumors are sensitive to inhibition of H3K27ac-reader bromodomain and extra-terminal motif (BET) proteins when combined with MAPK/ERK kinase (MEK) inhibition^16^. Similarly, H3K27M mutations in diffuse intrinsic pontine glioma predispose to sensitivity to both EZH2 inhibition and BET inhibition through the drug JQ1^17–19^. Lastly, GSK-J4, which inhibits histone demethylases and stabilizes H3K27me3, inhibits chemo-resistant lung cancer cells and mammosphere-derived breast cancer stem cells, both of which harbor decreased H3K27me3^20–22^. Although these studies suggest possible synergy of PRC2 loss with other epigenetic drugs, this idea has not been tested in lung cancer.

In addition to gene expression control through epigenetic mechanisms, transcription factors are master regulators of important cellular phenotypes, including stemness, proliferation, and migration^23,24^. Forkhead box protein P2 (FOXP2) is a member of the FOX transcription factor family that share conserved forkhead or “winged-helix” DNA-binding domains^25^. In addition to its role in the development of speech, FOXP2 is also known to be expressed in developing embryonic lung and can be used to mark induced pluripotent stem cell-derived alveolar lung progenitors^26,27^. Knockout of *Foxp2* led to defective postnatal lung alveolarization in murine models^28^. In the adult, FOXP2 is expressed in the distal lung epithelium and inhibits lung cell differentiation genes^29,30^. Despite clues suggesting the importance of FOXP2 in maintaining stemness in lung epithelium, the roles it plays in lung adenocarcinoma have yet to be explored.

## Results

### *Ezh2* haplo- and full Insufficiency drive distinct phenotypes in KRAS+/*Trp53*-null lung cancer

We generated the LSL:*Kras*^*G12D/+*^*; Trp53*^*flox/flox*^ (LSL: lox-stop-lox) genetically engineered mouse model with either zero, one, or two floxed alleles of *Ezh2* and induced autochthonous lung tumors by intranasal adeno-Cre (AdCre) virus administration (Fig. 1a). We analyzed the resulting KRAS+/*Trp53*-null lung tumors at a variety of timepoints. Mice with one floxed allele of *Ezh2* (*Ezh2* heterozygous; ∆/+) had significantly lower tumor burden when compared with *Ezh2* wild-type (WT) mice (Fig. 1b, c and Supplementary Fig. 1a). In contrast, mice with two floxed alleles of *Ezh2* (*Ezh2* null, ∆/∆) had significantly higher tumor burden, significantly shorter survival, and significantly higher nuclear grades when compared to mice with *Ezh2* WT or heterozygous tumors (Fig. 1d, e). Strikingly, *Ezh2* null tumor cells had a significantly higher propensity to metastasize to areas including lymph nodes, pleural space, chest wall, diaphragm, and liver than *Ezh2* WT or heterozygous tumor cells (Fig. 1f). Immunohistochemical (IHC) staining showed that *Ezh2* null tumor cells had significantly lower EZH2 expression than *Ezh2* WT, and that *Ezh2* heterozygous cells had intermediate levels of EZH2 expression (Fig. 1g and Supplementary Fig. 1b, c). Confirming that PRC2 activity in *Ezh2* null tumors was deficient, H3K27me3 staining was significantly lower in *Ezh2* null tumors than in the other two genotypes (Supplementary Fig. 1d). Unlike *Eed* null tumors, *Ezh2* null tumors had rare areas of alcian blue (mucin) stain, but did sometimes show more collagen staining, consistent with an epithelial-to-mesenchymal (EMT) phenotype (Supplementary Fig. 1e).

**Fig. 1:**
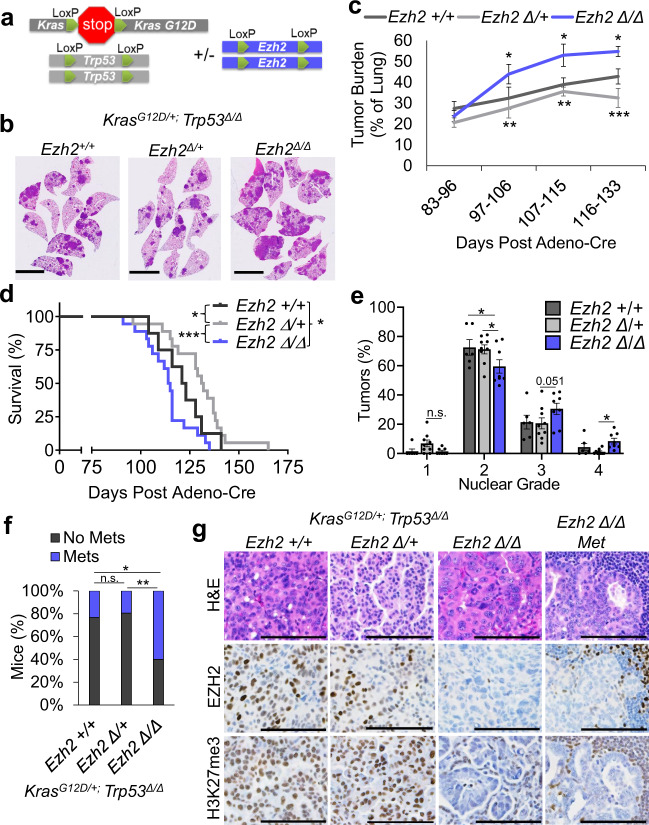
*Ezh2* haplo- and full insufficiency drive distinct phenotypes in KRAS+/*Trp53*-null lung cancer. **a** Schematic for LoxP-mediated deletion of *Ezh2* to generate EZH2 WT, heterozygous, and homozygous null KRAS*/Trp53-null* GEMMs. **b** Representative H&E-stained cross sections from lungs of closely related mice that were induced and sacrificed at the same timepoint, scale bar = 5 mm. **c** Tumor burden relative to the whole lung at the different timepoints post Adeno-Cre graphed as mean values +/− SEM. * indicates *P* = 0.0461 *Ezh2* WT vs. null Bin 2, *P* = 0.028 Bin 3, *P* = 0.0437 Bin 4, ** indicates *P* = 0.005, *** indicates *P* = 0.0001 *Ezh2* heterozygous vs. null by one-way ANOVA with multiple comparisons. Bin 1 *n* = 4, 9, 6, Bin 2 *n* = 10, 10, 9, Bin 3 *n* = 11, 14, 6, Bin 4 *n* = 9, 11, 9 for *Ezh2* WT, heterozygous, null individual mice, respectively. **d** Percentage survival of mice of indicated genotypes. * indicates *P* = 0.0376 *Ezh2* WT vs. *Ezh2* heterozygous, *** indicates *P* = 0.0003 *Ezh2* heterozygous vs. *Ezh2* null, and * indicates *P* = 0.0397 *Ezh2* WT vs. *Ezh2* null by log-rank test. *n* = 8, 18, 18 for *Ezh2* WT, heterozygous, null individual mice, respectively. **e** Nuclear grade was scored on sectioned tissue by a blinded pathologist and graphed as mean values +/− SEM. * indicates *P* < 0.042 by one-way ANOVA with multiple comparisons, *n* = 6, 9, 8 for *Ezh2* WT, heterozygous, null individual mice, respectively. **f** Mice of indicated genotypes were scored as having metastasis (Met) or not by gross examination and histology at days 91–133 post tumor induction and percentage of each are graphed. * indicates *P* = 0.012 and ** indicates *P* = 0.0024 by Fisher’s exact test. *n* = 30, 36, 25 for *Ezh2* WT, heterozygous, null individual mice, respectively. **g** Representative images of tumor sections stained with H&E, EZH2 or H3K27me3, scale bar = 100 µm. *n* = 26 or greater individual mouse tumor sections were stained and data are summarized in Supplementary Fig. 1a, b, d. Genotypes are signified as: WT, +/+; heterozygous, ∆/+; null, ∆/∆. Source Data are provided for this figure.

To further understand the mechanisms at play in the immune microenvironment, we performed RNA-sequencing (RNA-seq) on bulk tumor tissue containing immune cells. We first utilized TIMER2.0^31,32^ and specifically used the CIBERSORT algorithm^33^ to estimate the immune cell populations. *Ezh2* heterozygous tumors contained significantly more tumor-infiltrating CD8+ T cells than the other two *Ezh2* genotypes, and significantly more monocytes than *Ezh2* WT tumors (Supplementary Fig. 1f). Gene set enrichment analysis (GSEA)^34^ demonstrated that *Ezh2* heterozygous tumors were significantly less enriched for cold tumor gene signatures, but had enrichment for lymphocyte signatures, indicating an anti-tumor immune microenvironment (Supplementary Fig. 1g and Supplementary Table 1). We next used HALO® artificial intelligence software to analyze the immune cell infiltration (Supplementary Fig. 1h). Analysis showed that *Ezh2* heterozygous tumors had significantly more tumor-associated lymphocytes/monocytes when compared with *Ezh2* null tumors (Supplementary Fig. 1i). We confirmed by IHC that *Ezh2* heterozygous tumors had significantly higher infiltration of CD3+ T cells when compared with the other two genotypes (Supplementary Fig. 1j, k). Collectively, these data suggest that full and partial insufficiency for *Ezh2* drive distinct phenotypic outcomes in KRAS+/*Trp53*-null lung adenocarcinomas, with full insufficiency driving more aggressive and metastatic tumors, while partial deficiency generates an anti-tumor immune microenvironment.

### Model systems differ in cell cycle and gene expression

Next, we aimed to understand the epigenetic and transcriptional differences that underlie the in vivo tumor phenotypes, but prior to doing this, we characterized four model systems that can be used for this purpose: (1) tumor-derived 2D cell lines that are easy to grow and manipulate; (2) 3D tumoroids in Matrigel transwells that can be expanded, but less easily than 2D cells; (3) freshly sorted tumor cells that represent tumor cells in vivo, but are difficult to obtain in large numbers (Supplementary Fig. 2a); and (4) total (bulk) tumors that have the caveat of containing numerous stromal cell types. Consistent with previous reports^10^, 2D *Ezh2* null cultures exhibited more elongated mesenchymal-like cells than 2D *Ezh2* WT cultures, whereas in cross sections of 3D tumoroids and in vivo tumors, the mesenchymal phenotype was less obvious (Fig. 2a). To confirm a functional EMT in 2D *Ezh2* null cells, we performed transwell migration assays, and observed significantly more migration of *Ezh2* null cells than *Ezh2* WT cells (Supplementary Fig. 2b). As expected, we observed that in both 2D and 3D states, *Ezh2* null cells expressed lower levels of *Ezh2* than the other two genotypes (Supplementary Fig. 2c). To confirm excision of the *Ezh2* gene, we used endpoint PCR of the *Ezh2* genomic DNA to verify the WT, floxed intact and floxed excised *Ezh2* alleles in the tumoroids with the corresponding genotypes (Supplementary Fig. 2d).

**Fig. 2:**
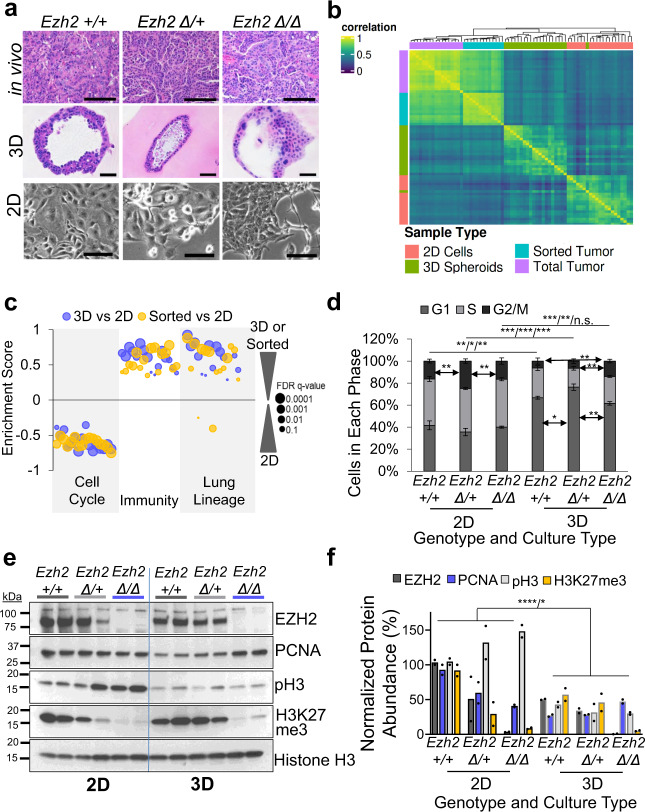
Model systems differ in cell cycle and gene expression. **a** Representative images of in vivo tumor histology, in vitro 3D tumor spheroid histology and 2D cell cultures of the indicated *Ezh2* genotypes, scale bar = 100 µm. *n* = 3 or greater individual mouse tumor-derived cultures were examined for each genotype and culture system. **b** Heatmap of sample-to-sample correlations using highest loading genes from PC3 analysis, where the Pearson correlations are weighted by sample-sample information and sample-sample consistency (see “Methods”). The 1 − correlation value was then used as a pseudo distance for hierarchical clustering and ordered using default argument of dendsort. *n* = 17, 13, 20, 21 for total tumor, sorted tumor, 2D cell cultures, 3D tumoroid individual mouse tumor-derived samples, respectively. **c** Rank-ordered gene lists were queried against the MSigDB databases and enrichment scores of selected gene signatures for 2D, 3D, or in vivo sorted tumors were plotted. Dot size reflect FDR estimates. Data are shown in Supplementary Table 3. **d** Percentages of cells in each cell cycle phase were measured by 7AAD cell cycle flow cytometry in 2D cells and 3D tumoroids of the indicated *Ezh2* genotypes plotted as mean values +/− SEM. * indicates *P* < 0.035, ** indicates *P* < 0.009, *** indicates *P* < 0.0009 by one-way ANOVA with multiple comparisons and Holm–Šídák’s post hoc test for comparing genotypes within culture system, and by two-tailed *t* test for comparing the same genotype in the two culture systems. 2D: *n* = 4, 3, 4; 3D: *n* = 3, 4, 3 for *Ezh2* WT, heterozygous, null individual mouse tumor-derived cultures, respectively. **e** 2D cells and 3D tumoroids were examined for expression of the indicated proteins by immunoblot. **f** Normalized protein abundance of the indicated proteins in 2D cells and 3D cultures by immunoblot. **** indicates *P* = 0.0000086 for pH3 in 2D vs. 3D and *P = 0.024 for PCNA in 2D vs. 3D for all *Ezh2* genotypes combined by two-tailed *t* test. *n* = 2 individual mouse tumor-derived cultures per genotype/culture system. Genotypes are signified as: WT, +/+; heterozygous, ∆/+; null, ∆/∆. Source Data are provided for this figure.

To understand the transcriptional landscapes in each model systems, we compared the four models (independent of *Ezh2* genotype) by RNA-sequencing. Unsupervised hierarchical clustering of samples using distances derived from weighted correlations showed that 2D cell lines form their own cluster that is distinct from all other samples, while in vivo samples clustered closely together and tumoroids were clustered between in vivo and 2D samples, regardless of *Ezh2* phenotype (Fig. 2b). Principal component (PC) analysis performed on all samples determined that PC3 showed a stratification of the 2D samples away from the other three groups (Supplementary Fig. 2e). This PC is enriched for genes associated with epithelial cell proliferation, lung development, wound healing, cell–cell interactions, and immune response (Supplementary Table 2). Similarly, GSEA showed that when compared with 2D cultures, tumoroids and sorted tumor cells had enrichment for transcriptional signatures related to immunity and lung lineage determination, while 2D cells were enriched for cell cycle gene signatures (Fig. 2c and Supplementary Table 3).

To functionally verify differences in cell cycle, we next compared the cell cycle profiles of 2D cell lines and 3D tumoroids and found that they were dramatically different. 2D cultures showed much higher percentages of cells in S-phase and much lower percentages of cells in G0/G1 than 3D tumoroids for every *Ezh2* genotype (Fig. 2d). Intriguingly, *Ezh2* heterozygous tumoroids had increased G0/G1, while *Ezh2* null tumoroids had more G2/M when compared to both *Ezh2* WT and *Ezh2* heterozygous, and less G0/G1 compared with mono-allelic deletion. These results may partially explain the opposing phenotypes driven by *Ezh2* heterozygous and homozygous deletion in vivo. Consistent with the cell cycle results, 2D cultures had significantly higher levels of proliferating cell nuclear antigen (PCNA) and phospho-H3 than tumoroids (Fig. 2e, f). Intriguingly, *Ezh2* null tumoroids expressed significantly higher levels of PCNA than *Ezh2* WT and heterozygous tumoroids, while all 2D cells expressed comparable levels of PCNA. These data demonstrate critical differences in transcriptional states and growth patterns among culture systems, which should be considered when designing and testing novel therapeutic strategies.

### *Ezh2* deficiency leads to decreased PRC2-chromatin occupancy and diverse gene expression in different models

To further study the molecular consequences of *Ezh2* deletion in vitro and in vivo, we used RNA-sequencing to investigate gene expression differences between the *Ezh2* genotypes in each model system (Supplementary Fig. 2f). GSEA comparing *Ezh2* null to *Ezh2* WT cells, or *Ezh2* null to *Ezh2* heterozygous cells demonstrates the level of complexity of PRC2-mediated gene regulation in the different systems (Fig. 3a and Supplementary Table 4). When comparing *Ezh2* null to *Ezh2* WT cells, Polycomb targets genes, *HOX* genes, EMT, and immunity-related signatures were all enriched in *Ezh2* null 2D cultures. In contrast, many of these same signatures were enriched in *Ezh2* WT (depleted in *Ezh2* null) in both sorted cells and tumoroids. These results suggest that compared to 2D cells, the tumoroids more faithfully recapitulate gene expression patterns of in vivo samples. Interestingly, Polycomb targets genes were more uniformly enriched (expressed) in both the *Ezh2* null and *Ezh2* WT cells when compared to *Ezh2* heterozygous cells, including in the sorted cells and tumoroids (Supplementary Fig. 3a). This result suggests that *Ezh2* heterozygous tumors may have stabilization of canonical PRC2 activity rather than a partial loss, and this is consistent with the observation that genes involved in histone methylation, including Polycomb complex genes, are more highly enriched in *Ezh2* heterozygous cells when compared with the other two genotypes. Lastly, relative to *Ezh2* null tumoroids, *Ezh2* heterozygous tumoroids had enrichment of immunity gene signatures, predominately involving type-I interferon response pathways, suggesting that *Ezh2* heterozygous cells may have hyperactivation of the damage-associated molecular pattern (DAMPs) and STING signaling^35^.

**Fig. 3:**
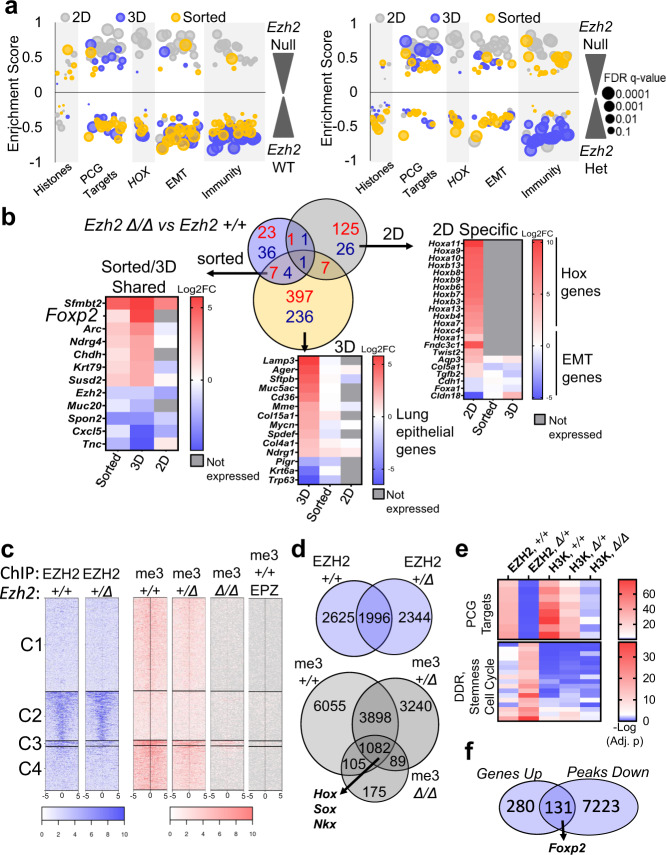
*Ezh2* deficiency leads to diverse gene expression in different models. **a** Rank-ordered gene lists were queried against the MSigDB databases and enrichment scores of selected gene signatures enriched in the *Ezh2* null or *Ezh2* heterozygous compared to *Ezh2* WT for the indicated models were plotted. Dots size estimates FDR. Data are summarized in Supplementary Table 4. **b** Venn diagram and heatmaps depict significant differentially expressed genes in *Ezh2* null vs. WT cells for the indicated culture systems, with log-fold change LFC > 0.5 or LFC < −0.5, FDR < 0.05. Genes higher in *Ezh2* null are in red, genes lower in *Ezh2* null are in blue. Heatmaps depict LFC of selected genes identified by the indicated contrasts. **c** Heatmap representation of EZH2 and H3K27me3-bound chromatin peaks centered across a ± 5-kb window that showed decreased occupancy of *Ezh2* heterozygous, *Ezh2* null, and EPZ6438-treated *Ezh2* WT mouse tumor spheroids compared to *Ezh2* WT. **d** Venn diagram showing EZH2 and H3K27me3 peaks significantly called by SICER at FDR < E-10 for genes in the indicated *Ezh2* genotypes or EZH2 inhibitor-treated organoids. **e** GREAT analysis heatmaps depicting the H3K27me3 peaks of mouse 3D organoid ChIP-seq samples enriched in the indicated gene sets. Data are summarized in Supplementary Table 6. **f** Venn diagram showing overlap of shared DEGs from (**b**) with H3K27me3 ChIP peaks found in *Ezh2* WT tumoroids that were decreased by more than twofold or absent in *Ezh2* null tumoroids, with *Foxp2* indicated as a shared gene. Genotypes are signified as: WT, +/+; heterozygous, ∆/+; null, ∆/∆. Source Data are provided for this figure.

We next queried significantly differentially expressed genes (DEGs) between the *Ezh2* null and *Ezh2* WT cells in the different systems (Fig. 3b). Consistent with the GSEA, *Hox* genes were upregulated in *Ezh2* null 2D cells, but *Hox* genes were not expressed in tumoroids and sorted tumors. In tumoroids, genes relating to lung cell differentiation such as *Spdef*, *Muc5ac*, *Lamp3*, and *Trp63* were differentially regulated in *Ezh2* null cells, whereas many of these same genes were too lowly expressed to assess in 2D cell lines. We closely examined the seven genes that were significantly upregulated in both tumoroids and sorted tumor *Ezh2* null cells. Of these genes, Forkhead Box Protein 2 (*Foxp2*) encodes for a transcription factor vital in embryonic lung development and was significantly higher in *Ezh2* null tumoroids and in vivo sorted tumors than in *Ezh2* WT counterparts.

In order to understand the chromatin occupancy in PRC2-deficient cells, we performed chromatin immunoprecipitation and sequencing (ChIP-seq) for EZH2 in *Ezh2* WT and heterozygous tumoroids, and for H3K27me3 in *Ezh2* WT, heterozygous, null, and EPZ6438-treated WT tumoroids. 

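PRC2 silences genes by methylating histone H3, and EZH2 is one of its catalytic subunits. ChIP for EZH2 locates the enzyme on chromatin and ChIP for H3K27me3 locates its product. EPZ6438 (tazemetostat) blocks the methyltransferase activity of EZH2 and leaves the protein in place. A total of 6 ChIP libraries from mouse lung tumoroids were examined, 1 per condition, and each library pooled equal numbers of cells from 3 tumoroid cultures of the genotype. EZH2 was precipitated from *Ezh2* WT and heterozygous tumoroids. H3K27me3 was precipitated from *Ezh2* WT, heterozygous, null and EPZ6438-treated WT tumoroids, with the inhibitor at 5 µM for 12 days and DMSO in the other libraries. The paper's reported numbers of uniquely aligned reads were 24241086 and 25145726 for EZH2 in WT and heterozygous tumoroids. For H3K27me3 the paper's reported numbers were 23847254 in WT, 29970820 in heterozygous, 18083074 in null and 11155556 in EPZ6438-treated tumoroids. The authors aligned 75-bp reads to mm10 with BWA, removed reads with more than 2 mismatches, multimapping reads and PCR duplicates, and sampled both EZH2 libraries down to the smaller one. The H3K27me3 libraries were sampled down to equal numbers of *Drosophila* spike-in reads, and the totals left after this step are not given in the paper's text or reporting summary. Peaks were called by the authors with SICER 1.1 at a window of 200 bp and a gap of 600 bp, and the deposited lists give the position and the number of reads of each peak. EZH2 peaks in WT tumoroids had a median width of 5000 bp and a median of 143 reads, against 4600 bp and 134 reads in heterozygous tumoroids. H3K27me3 peaks had a median width of 6200 bp in WT, 6000 bp in heterozygous, 7400 bp in null and 5200 bp in EPZ6438-treated tumoroids. The median number of reads per H3K27me3 peak was 143 in WT, 98 in heterozygous, 55 in null and 34 in EPZ6438-treated tumoroids. Peaks were compared by overlap of at least 1 bp, and overlapping peaks were merged across genotypes into regions as in the paper's methods. Promoters were taken as the 3 kb on either side of an annotated transcription start site (TSS). With 1 pooled library per condition there is no replicate, so conditions were not tested against each other, and the 95% intervals given (exact, Clopper-Pearson for shares) cover counting error only.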

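*Ezh2* heterozygous tumoroids carry 1 intact *Ezh2* allele and still make the enzyme. The extent of chromatin bound by EZH2 and of chromatin that carries H3K27me3 can be set side by side in the same tumoroids. In *Ezh2* WT tumoroids 4587 EZH2 peaks covered 29.9 Mb, and in heterozygous tumoroids 4776 EZH2 peaks covered 27.9 Mb. The number of EZH2 peaks in heterozygous tumoroids was 104% of that in WT (95% interval 99.96% to 108%), while the length covered was 93.3% and the reads within peaks were 94.97% of WT. Reads per kb of EZH2 peak were 29.3 in WT and 29.8 in heterozygous tumoroids. Promoters of 3837 of 21728 protein-coding genes had an EZH2 peak in WT, and promoters of 4273 genes had one in heterozygous tumoroids. For H3K27me3, 11941 peaks covered 95.6 Mb in WT and 9319 peaks covered 69.4 Mb in heterozygous tumoroids. The number of H3K27me3 peaks in heterozygous tumoroids was 78.0% of WT (75.9% to 80.2%), and the length covered was 72.6% of WT. Reads within H3K27me3 peaks fell further, from 2474849 to 1311553, which is 53.0% of WT, and reads per kb of peak fell from 25.9 to 18.9. H3K27me3 lay at the promoters of 3830 genes in WT and of 3053 genes in heterozygous tumoroids.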

Analysis of chromatin peaks showed EZH2 occupancy was comparable between the *Ezh2* heterozygous and *Ezh2* WT tumoroids, while the H3K27me3 occupancy on the *Ezh2* heterozygous tumoroids was 75% of that in the *Ezh2* WT tumoroids (Fig. 3c and Supplementary Fig. 3b–d). 

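Loss of both *Ezh2* alleles removes the main PRC2 methyltransferase of these tumoroids. The paralog EZH1 can also place H3K27me3, and its activity was not measured here. Chemical inhibition acts on the same mark in cells that keep the EZH2 protein. *Ezh2* null tumoroids had 1533 H3K27me3 peaks, 12.8% of the WT number (95% interval 12.2% to 13.5%). These peaks covered 14.5 Mb, 15.2% of the length covered in WT, and held 155063 reads, 6.27% of the WT reads. EPZ6438-treated WT tumoroids had 417 H3K27me3 peaks, 3.49% of the untreated WT number (3.16% to 3.85%). Their peaks covered 2.61 Mb, 2.73% of the WT length, and held 24968 reads, 1.01% of the WT reads. Reads per kb of peak were 10.7 in null and 9.56 in EPZ6438-treated tumoroids. The least dense WT peak held 12.2 reads per kb, above the median peak in null (7.92) and EPZ6438-treated tumoroids (7.4). Peak numbers therefore do not rest on a common density threshold. With a minimum fold enrichment and a less strict FDR, the paper's reporting summary counts more H3K27me3 peaks in the other libraries than in WT. Of the 417 peaks left after EPZ6438, 412 overlapped an untreated WT H3K27me3 peak (98.8%, 97.2% to 99.6%) and 360 overlapped a peak of the *Ezh2* null tumoroids (86.3%, 82.7% to 89.5%). Placing the WT or the null peaks at random 1000 times on the same chromosomes, without keeping their preference for promoters, gave at most 13.7% and 3.60%. The peak with the most reads after EPZ6438 lay over *Uncx* on chromosome 5, from 139534001 to 139554800, with 504 reads, against 4065 reads in the WT peaks that it overlaps. *Pax7* on chromosome 4 had 420 reads, against 1246 in WT, and *Lhx5* on chromosome 5 had 410 reads, against 1521 in WT. Peaks over *Sox1*, *Lbx1*, *Lmx1b*, *Foxf1*, *Olig2*, *Sox14* and *Skor1* followed, with 397 to 281 reads, and all 10 encode transcription regulators. H3K27me3 peaks lay at the promoters of 1367 genes in null and 383 genes in EPZ6438-treated tumoroids.

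**Figure D1:**
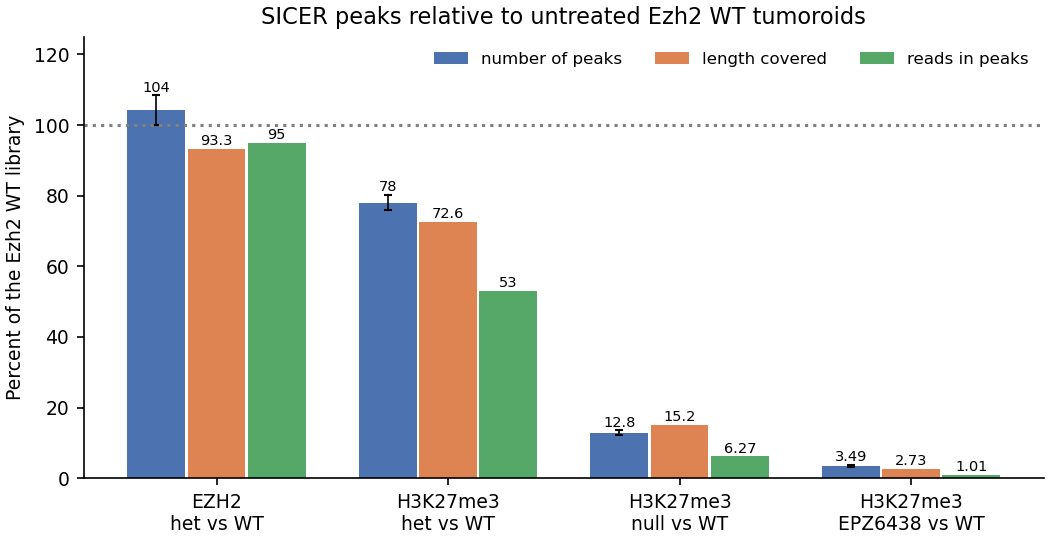
H3K27me3 and EZH2 peaks of each library as a percent of the untreated *Ezh2* WT library of the same antibody. Bars give the number of peaks (with 95% counting intervals), the length they cover and the reads within them; the H3K27me3 number falls to 78.0% in heterozygous, 12.8% in null and 3.49% in EPZ6438-treated tumoroids.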

In *Ezh2* null tumoroids, H3K27me3 peaks were 13% of the Ezh2 WT sample and nearly completely depleted in EPZ6438-treated *Ezh2* WT tumoroids. Interestingly, despite similar numbers of EZH2 peaks in *Ezh2* WT and heterozygous cells, only 45% of the peaks were shared between the genotypes (Fig. 3d). Similarly, there were a large number of H3K27me3 peaks that were unique to either *Ezh2* WT and *Ezh2* heterozygous cells. However, the majority of H3K27me3 peaks retained in *Ezh2* null cells were also found in the other two genotypes and corresponded to genes encoding master transcriptional factor gene families, including the *Hox*, *Sox* and *Nkx* families (Supplementary Table 5 and Supplementary Fig. 3e). 

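A similar number of binding sites can come from the same sites or from different ones. Regions were therefore matched between the genotypes, with each region counted a single time. Of the EZH2 regions, 2503 were found in *Ezh2* WT tumoroids only, 2654 in heterozygous tumoroids only and 2026 in both. The shared regions were 44.7% of WT regions (95% interval 43.3% to 46.2%) and 43.3% of heterozygous regions (41.9% to 44.7%). Random placement of the heterozygous peaks, without keeping their preference for promoters, made them overlap a median of 2.46% of the WT peaks. In 1000 placements the highest share was 3.18%. At promoters, 2134 genes had EZH2 in both genotypes, where independent lists would share 755. The shared WT peak with the most reads lay on chromosome 6 from 52200001 to 52269200, over *Hoxa5* to *Hoxa13* and a TSS of *Hoxa3*, with 3754 reads in WT and 1165 in heterozygous tumoroids. *Sdc4* followed with 3245 and 2544 reads, *Baiap2* with 2362 and 2176 reads, and *Anxa1* with 1585 and 1483 reads, and none of these 3 genes had H3K27me3 in either genotype. Regions of WT only with the most reads lay at *Cxcl5*, *Ppbp* and *Pf4* (1074 reads) and *Smad3* (1059 reads), and also at *Foxc2* and *Foxl1* (783 reads) and *Hoxd8* to *Hoxd10* (731 reads), which carried H3K27me3. Regions of heterozygous tumoroids only with the most reads lay at *Krt12* and *Krt20* (1103 reads), *Sinhcaf* (991 reads), *Krt80* (906 reads) and *Nr4a1* (675 reads), none with H3K27me3. Among autosomes, heterozygous tumoroids had more than 1.25 times the WT number of EZH2 peaks on chromosomes 3, 10, 11, 12, 15, 16, 18 and 19. They had less than 0.8 times the WT number on chromosomes 2, 4, 5, 7, 9 and 14. Chromosome X, with a ratio of 0.478, was not grouped. Chosen by this ratio, the 8 chromosomes held 64.6% of the heterozygous-only regions and 18.6% of the WT-only regions with 33.7% of the genome length, and the 6 held 16.7% and 57.3% with 33.6% of the length.

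**Figure D2:**
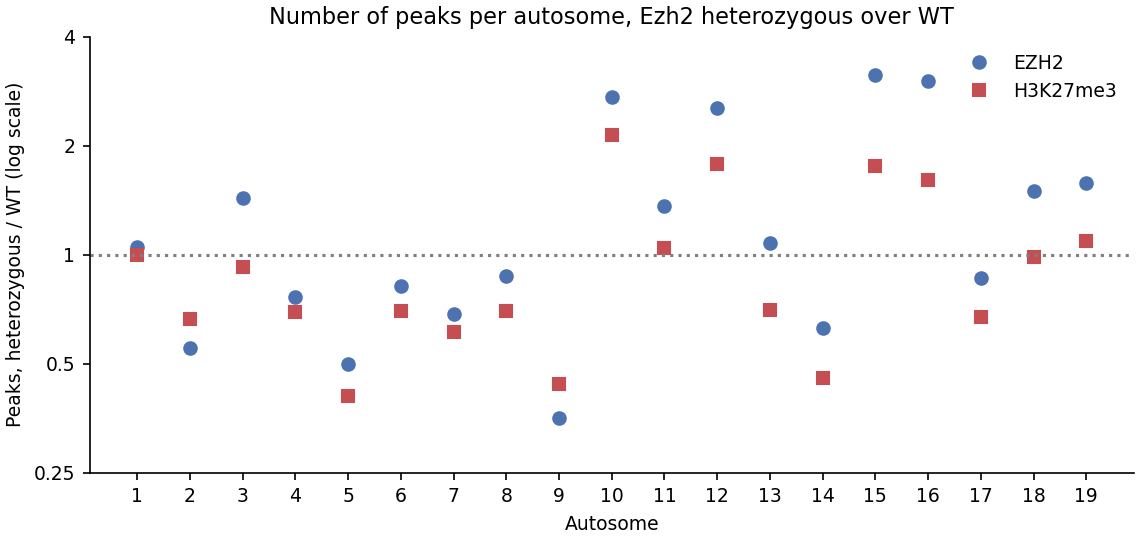
Number of EZH2 peaks (circles) and H3K27me3 peaks (squares) in *Ezh2* heterozygous tumoroids divided by the number in WT, for each autosome, on a log scale. For EZH2 the ratio runs from 0.355 on chromosome 9 to 3.14 on chromosome 15, and the H3K27me3 ratio moves with it.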

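H3K27me3 forms broad domains over silent genes, and a domain can be present in one genotype and missing in the other. Merged regions of the 3 genotypes separate the domains that are unique from those held in common. H3K27me3 regions found in *Ezh2* WT tumoroids only numbered 6063, 54.3% of WT regions (95% interval 53.4% to 55.3%), and 35.6% of them touched a promoter. Regions found in heterozygous tumoroids only numbered 3250, 39.0% of heterozygous regions (38.0% to 40.1%), and 30.9% of them touched a promoter. A further 3907 regions were found in WT and heterozygous tumoroids and not in null, with 53.5% at promoters. Regions of 2 genotypes join at least 2 peaks, which widens them, so their promoter share is not compared with that of unique regions. At promoters, 2486 genes had H3K27me3 in both genotypes, where independent lists would share 538. *Spdef*, a regulator of goblet cell fate, had a WT peak of 256 reads on chromosome 17 from 27713001 to 27726600. It had no peak within 10 kb in heterozygous or null tumoroids, where the nearest lay 21.8 and 25.4 kb away. The paper's Supplementary Table 5 lists *Spdef* with peaks of all 3 genotypes, by an assignment without this limit. *Muc5ac*, a mucin gene of the same lineage, had a WT peak of 227 reads upstream of its TSS and none in the other genotypes. *Lamp3* and *Trp63* had no H3K27me3 peak within 10 kb in any library. The WT peak of 2960 reads over *Gm4791* on chromosome 9 overlapped heterozygous peaks of 328 reads, and that of 1657 reads over *Tbx3* overlapped heterozygous peaks of 107 reads. The number of all H3K27me3 peaks also differed by chromosome. On chromosomes 3, 10, 11, 12, 15, 16, 18 and 19 together heterozygous tumoroids had 132% of the WT number of H3K27me3 peaks, although on chromosomes 3 and 18 the ratio was 0.928 and 0.986, and on chromosomes 2, 4, 5, 7, 9 and 14 they had 53.4%.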

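Master transcription factor genes are the classical targets of PRC2, and many lie in clusters, such as the *Hox* genes, that one domain can cover. The regions left without EZH2 were assigned to genes by their promoters. Merging gave 1452 regions in *Ezh2* null tumoroids, of which 1082 were also found in both WT and heterozygous tumoroids (74.5%, 95% interval 72.2% to 76.7%). A further 105 were shared with WT alone, 89 with heterozygous tumoroids alone, and 176 were found in null only (12.1%, 10.5% to 13.9%). Seen from WT, 1187 of 11157 regions were also found in null (10.6%, 10.1% to 11.2%). In null tumoroids 37 of 39 *Hox* genes, 14 of 19 *Sox* genes and 12 of 14 *Nkx* genes had H3K27me3 at the promoter, and 37, 11 and 12 of them had it in all 3 genotypes. None of 10000 random lists of as many protein-coding genes reached these numbers in any family, with or without matching on promoter CpG content. The medians of the unmatched lists were 2, 1 and 1 genes. Random lists draw genes singly, while a null peak can cover several *Hox* genes. The *Hox* count is therefore not a count of separate domains. Among other families, 16 of 19 *Wnt* ligands, 8 of 9 *Pax* genes and 7 of 8 *Lhx* genes had a null peak. So did 22 of 44 *Fox*, 6 of 13 *Tbx* and 2 of 6 *Gata* genes. In the same order 14, 6, 7, 16, 6 and 2 had a peak in all 3 genotypes. In WT 10 *Tbx* genes had a peak. Among merged regions found in all 3 genotypes, the one with the most null reads covered *Hoxa1* to *Hoxa13* on chromosome 6, from 52145401 to 52279000, with 3604 reads in null and 8314 in WT. The *Hoxc* cluster on chromosome 15 followed with 2133 and 6522 reads, and the region of *Hoxb1* to *Hoxb9* on chromosome 11 with 2000 and 4705 reads, without a null peak at the promoter of *Hoxb1*. *Lhx2* had 1385 null reads, *Cbx8* 1192, *Evx2* with the *Hoxd* cluster 1075, *Nkx2-3* 946, *Gata4* 896 and *Pax3* 867. Peaks of the *Hox* clusters span several genes, so no share of WT reads is given per *Hox* gene. The 12 *Nkx* genes with a WT peak all had a null peak, with 12.5% to 38.7% of the WT reads. The promoter of the lung lineage factor *Nkx2-1* had peaks of 831 reads in WT and 179 in null, that of *Sox9* 252 and 44 reads and that of *Sox2* 92 and 55 reads.

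**Figure D3:**
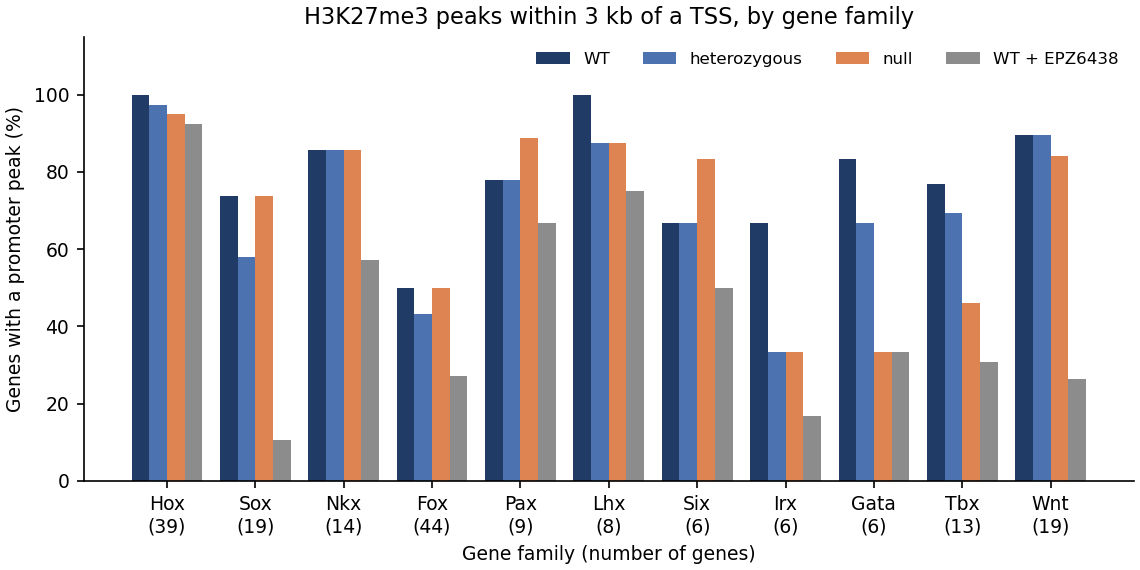
Percent of the genes of each family with an H3K27me3 peak within 3 kb of a TSS in *Ezh2* WT, heterozygous, null and EPZ6438-treated WT tumoroids, with the number of genes per family in brackets. In null tumoroids *Hox* genes reach 94.9%, *Nkx* genes 85.7% and *Sox* genes 73.7%.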

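PRC2 is recruited to CpG-rich promoters, and H3K27me3 spreads from them over genes and intergenic DNA. When little of the mark is left, its place relative to TSSs can be set against that in WT. Of the H3K27me3 peaks in *Ezh2* WT tumoroids, 46.3% (95% interval 45.4% to 47.2%) lay within 3 kb of a TSS, against 46.7% (45.7% to 47.7%) in heterozygous, 87.2% (85.4% to 88.8%) in null and 95.4% (93.0% to 97.2%) in EPZ6438-treated tumoroids. Windows of this size cover 15.2% of the chromosomes. Among WT peaks, 1175 of 5530 at promoters overlapped a null peak (21.2%, 20.2% to 22.3%), against 125 of 6411 elsewhere (1.95%, 1.63% to 2.32%). EPZ6438 left 349 of the promoter peaks (6.31%, 5.68% to 6.98%) and 8 of the others (0.125%, 0.0539% to 0.246%). The 1300 WT peaks kept in null were also stronger in WT, with a median of 358 reads and 10.4 kb, than the 10641 lost ones, with 133 reads and 6.0 kb. Promoter and other peaks were therefore compared within deciles of WT reads, which gave an odds ratio of being kept of 8.04 (Mantel-Haenszel, 95% bootstrap interval 6.72 to 9.85). In the decile with the fewest reads 21 of 328 promoter peaks were kept and 7 of 867 others. Within deciles of reads per kb the odds ratio was 5.36 (4.42 to 6.72). In the decile with the fewest reads per kb 3 of 344 promoter peaks were kept and 5 of 851 others. WT peaks that also carried EZH2 were kept in 900 of 1386 cases (64.9%, 62.4% to 67.4%), and those without EZH2 in 400 of 10555 cases (3.79%, 3.43% to 4.17%). Without a called EZH2 peak, 7.46% of promoter peaks and 1.32% of other peaks were kept. Lost WT peaks with the most reads included broad domains with no protein-coding TSS within 3 kb, such as those of 2860 reads on chromosome 6 from 100045201 to 100141000 and of 2010 reads on chromosome 5 from 35299401 to 35372200. They also included promoters, such as *Nfatc1* with 1831 reads and *Rasal1* and *Dtx1* with 2150 reads. From the location of the peaks that were kept, the paper proposes a preference of the remaining H3K27me3 for promoters, which it ties to the control of gene expression.

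**Figure D4:**
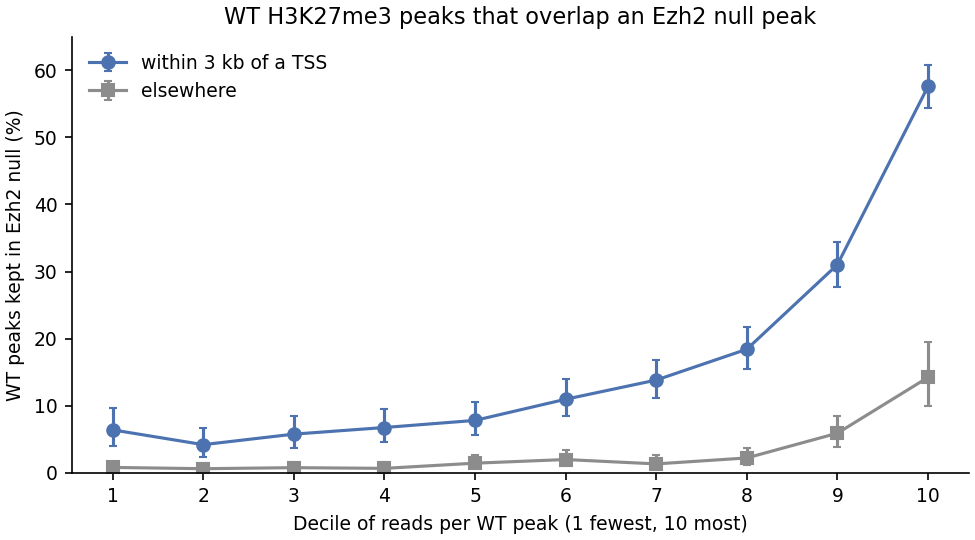
Percent of WT H3K27me3 peaks that overlap a peak of *Ezh2* null tumoroids, by decile of reads per WT peak, for peaks within 3 kb of a TSS (circles) and elsewhere (squares), with exact 95% intervals. Promoter peaks lie above the others in each decile, overall 21.2% against 1.95%.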

Further analysis of H3K27me3-bound regions showed that the majority of peaks retained in the *Ezh2* null and EZH2 inhibitor-treated tumoroids were in gene promoter regions, while peaks in other genomic locations were lost, suggesting that the small amount of H3K27me3 remaining in cells is preferentially retained at promoter regions to best control gene expression (Supplementary Fig. 3f). 

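Polycomb target genes are mostly developmental regulators that carry both the enzyme and its mark. A lower gene dose can change enzyme and mark at these genes to different degrees. GREAT and the MSigDB gene sets were not at hand, so gene families were taken by symbol and scored by their promoters. EZH2 was found at 37 of 39 *Hox* promoters in *Ezh2* WT and at 25 in heterozygous tumoroids. The 12 with EZH2 in WT alone included *Hoxd4* and *Hoxd8* to *Hoxd13*, neighbors on chromosome 2, and *Hoxb2* to *Hoxb4*. On all of chromosome 2, EZH2 had 0.551 times as many peaks in heterozygous as in WT tumoroids. It was found at 12 and 6 of 19 *Sox*, 12 and 6 of 14 *Nkx*, 10 and 4 of 13 *Tbx*, 12 and 9 of 19 *Wnt*, 5 and 3 of 6 *Gata* and 8 and 7 of 8 *Lhx* promoters, and at 21 of 44 *Fox* promoters in each genotype (13 of them in both) and 6 of 9 *Pax* promoters in each (5 in both). The 6 *Nkx* genes with EZH2 in WT alone lay on chromosomes 2, 5, 7 and 14, where heterozygous tumoroids had less than 0.8 times the WT number of EZH2 peaks. On chromosomes 2 and 5, *Nkx2-2*, *Nkx3-2* and *Nkx6-1* had EZH2 in both genotypes. The 6 *Sox* genes with EZH2 in WT alone lay on chromosomes 2 and 9, and on chromosomes 1, 8 and 17, where the ratio was within 1.25-fold. Heterozygous H3K27me3 lay at 38 *Hox*, 11 *Sox*, 12 *Nkx*, 9 *Tbx*, 17 *Wnt*, 4 *Gata*, 7 *Lhx*, 19 *Fox* and 7 *Pax* promoters. In WT these numbers were 39, 14, 12, 10, 17, 5, 8, 22 and 7. Among genes with a WT peak, median heterozygous reads were 41.6% of WT for *Sox*, 41.1% for *Nkx*, 31.3% for *Fox* and 20.4% for *Gata*. They were 43.7% for *Tbx*, 45.7% for *Pax*, 64.6% for *Lhx* and 81.9% for *Wnt* genes. Genes without a heterozygous peak are counted in these medians. The peaks that overlap the 21.2 kb EPZ6438 peak at *Sox1* held 1334 H3K27me3 reads in WT and 522 in heterozygous tumoroids, and 706 EZH2 reads in WT with no heterozygous EZH2 peak. Across the genome, 1520 of 4587 EZH2 peaks overlapped H3K27me3 in WT (33.1%, 95% interval 31.8% to 34.5%), and 725 of 4776 did so in heterozygous tumoroids (15.2%, 14.2% to 16.2%). Random placements gave medians of 8.35% and 5.80%, but they do not keep the preference of peaks for promoters, which alone raises overlap. Promoters of 1360 genes in WT and 738 genes in heterozygous tumoroids had both EZH2 and H3K27me3, where independent lists would share 676 and 600. Of the H3K27me3 peaks, 11.6% carried EZH2 in WT and 7.11% in heterozygous tumoroids.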

GREAT analysis revealed that although *Ezh2* heterozygous cells had lower enrichment of EZH2 at Polycomb targets genes, they retained H3K27me3 at Polycomb targets (Fig. 3e and Supplementary Table 6). 

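Genes of DNA repair and the cell cycle are active in dividing cells and are not classical Polycomb targets. Binding of EZH2 at their promoters is therefore followed separately from binding at silent developmental genes. Of 70 genes of DNA damage repair, 8 had EZH2 at the promoter in *Ezh2* WT and 17 in heterozygous tumoroids. These numbers lay at percentiles of 8.11 and 83.4 among 10000 random lists of protein-coding genes, and of 0.31 and 21.6 among lists matched on promoter CpG content. EZH2 was found in heterozygous and not WT tumoroids at 14 of these genes, in WT and not heterozygous tumoroids at 5, and in both at 3. Random lists had a median of 7 genes with EZH2 in heterozygous tumoroids alone, which puts the 14 genes at a percentile of 99.5, or 91.3 with matching. *Ddb1* (404 reads), which recognizes UV damage, was among the 14, *Ung* (365 reads in WT), a uracil glycosylase, was among the 5, and *Mdc1* had 878 reads in WT and 857 in heterozygous tumoroids in a peak that also covers its neighbor *Tubb5*. The 8 autosomes with an excess of heterozygous EZH2 peaks held 15 of the 70 genes and 5 of the 14. The 6 autosomes with an excess of WT peaks held 33 of the 70 and all of the 5. Of all protein-coding genes the 8 chromosomes held 6978 of 21728, and 1323 of the 2139 with EZH2 in heterozygous tumoroids alone. Of 74 cell cycle genes, 17 had EZH2 in WT and 21 in heterozygous tumoroids, at percentiles of 88.4 and 96.7, or 29.3 and 39.6 with matching, and 10 of them had it in heterozygous tumoroids alone (percentile 85.4, or 37.4 with matching) and 6 in WT alone (55.7, or 22.5 with matching). Of 30 stemness genes, 17 had EZH2 in WT and 13 in heterozygous tumoroids, at percentiles of 100 and 99.9, with 3 genes in heterozygous tumoroids alone and 7 in WT alone. The 6 autosomes with an excess of WT peaks held 13 of the 30 stemness genes and 6 of these 7. The 8 autosomes with an excess of heterozygous peaks held 11 of the 30 and 1 of the 3. The Notch effector *Hes1* had 215 EZH2 reads in WT and 699 in heterozygous tumoroids, and *Id1* had 432 and 568, while *Tbx3* (406 reads) and *Kit* (227 reads) had EZH2 in WT alone. Of the cell cycle genes, the cyclin gene *Ccnd2* had 506 and 435 reads and *Mcm7* had 406 and 213, and *Tk1* (429 reads) had EZH2 in WT alone. H3K27me3 was rare at the promoters of the first 2 lists. It was found at 1 DNA repair gene in WT and 0 in heterozygous tumoroids, and at 2 and 4 cell cycle genes. Stemness genes had H3K27me3 at 11 promoters in WT and 9 in heterozygous tumoroids. For comparison, EZH2 lay at 38 of 80 ubiquitously expressed genes in WT and 42 in heterozygous tumoroids, a percentile of 100 in both, while H3K27me3 lay at 4 and 2 of them.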

Relative to *Ezh2* WT, *Ezh2* heterozygous tumoroids showed increased enrichment of EZH2 at genes associated with DNA damage repair, stemness and cell cycle, although these same gene signatures had only modest increases in H3K27me3 enrichment. 

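A gene released from PRC2 should lose H3K27me3 when its expression rises. *Foxp2*, *Sfmbt2*, *Arc*, *Ndrg4*, *Chdh*, *Krt79* and *Susd2* are the genes higher in both *Ezh2* null tumoroids and sorted null tumor cells (Fig. 3b). The list of differentially expressed genes was not at hand, so the WT peaks and these 7 genes were examined. Of 11941 WT H3K27me3 peaks, 10641 had no overlapping peak in *Ezh2* null tumoroids (89.1%, 95% interval 88.5% to 89.7%) and 1156 overlapped null peaks with at least 2-fold fewer reads (9.68%, 9.16% to 10.2%). A further 88 fell by less than 2-fold, and 56 had at least as many reads in null. Where a peak remained, the median null signal was 19.0% of the WT reads. *Sfmbt2*, a Polycomb group gene on chromosome 2, had a WT peak of 627 reads from 10361401 to 10378600 and a null peak of 78 reads, 12.4% of WT (9.70% to 15.8%). *Ndrg4* on chromosome 8 had a WT peak of 1469 reads over 48.0 kb, from 95658401 to 95706400, and a null peak of 54 reads over 14.0 kb, 3.68% of WT (2.75% to 4.82%). *Chdh* on chromosome 14 had a WT peak of 248 reads from 30003001 to 30012600 and no null peak within 1498 kb. These 3 genes also had EZH2 peaks in WT, of 201, 106 and 97 reads, and none in heterozygous tumoroids. *Arc* and *Krt79* on chromosome 15 and *Susd2* on chromosome 10 had no WT H3K27me3 peak within 10 kb, with the nearest at 96.9, 50.3 and 43.9 kb. *Susd2* had a heterozygous H3K27me3 peak of 39 reads. *Arc* had EZH2 peaks of 134 reads in WT and 375 in heterozygous tumoroids, and *Krt79* had 3 heterozygous EZH2 peaks, on a chromosome with 3.14 times as many EZH2 peaks in heterozygous as in WT tumoroids. With *Foxp2* on chromosome 6, 4 of the 7 genes had a WT peak in the gene or within 10 kb that was lost or reduced at least 2-fold. With domains extended toward the neighboring genes, a setting chosen after seeing the values, *Susd2* was added with 1 WT peak. The paper assigns peaks by the nearest TSS and by GREAT domains, so its rule differs from this 10 kb limit. By the 2-fold rule 98.8% of all WT peaks were lost or reduced, so the count of 4 mainly tells which genes had a WT peak. A WT peak lay at the promoters of 4 of the 7 genes and of 3830 of all 21728 protein-coding genes.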

Lastly, we examined H3K27me3 peaks in the *Ezh2* WT and null tumoroids and discovered that 32% of the DEGs we previously identified had peaks that were reduced by at least twofold in *Ezh2* null cells, including all seven of the DEGs shared between sorted and 3D cells, and notably, *Foxp2* (Fig. 3f and Supplementary Fig. 3g).

### Loss of PRC2 activity drives increased FOXP2 expression in normal and malignant lung cells

Given its critical roles in embryonic lung stem cells^26,27^, we next sought to characterize FOXP2 expression in the murine samples. First, we confirmed the expression of FOXP2 in 2D and 3D cells at the mRNA and protein levels. *Foxp2* was elevated in *Ezh2* null cells relative to *Ezh2* WT cells in both 2D and 3D cultures (Fig. 4a). Furthermore, *Foxp2* mRNA levels were significantly higher in *Ezh2* null 3D tumoroids than in *Ezh2* null 2D cells. FOXP2 protein expression in *Ezh2* null tumoroids was also much higher than *Ezh2* WT and heterozygous tumoroids and all the 2D cells (Fig. 4b). To confirm the correct band for FOXP2 using this antibody, we used small interfering RNAs to inhibit the transcription of *Foxp2*, and observed a decrease only in the band between 75 and 100 kDa (Supplementary Fig. 4a, b). To test whether EZH2/PRC2 regulates FOXP2 expression through its enzymatic activity, we re-expressed EZH2 WT and enzymatic-incompetent F667I mutant EZH2 in the *Ezh2* null mouse tumor cells. We observed a significant reduction in FOXP2 protein expression only in EZH2 WT re-expression cells, but not in the F667I-mutant EZH2 re-expression cells (Fig. 4c, d). To support these in vitro findings, we verified that the FOXP2 expression in the mouse autochthonous tumors was significantly higher in the *Ezh2* null tumors than in the other two genotypes by immunostaining (Fig. 4e). 

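*Foxp2* is a long gene with several promoters, and silencing at its first TSS can keep the transcripts that start there off. On GRCm38 it lies on chromosome 6 from 14901349 to 15441977, on the forward strand. *Ezh2* WT tumoroids had 1 H3K27me3 peak at *Foxp2*, from 14899801 to 14903200, with 116 reads over 3.4 kb. It covers the first base of the gene. *Ezh2* null tumoroids had 1 peak over the same site, from 14897201 to 14904200, with 51 reads over 7.0 kb, 44.0% of the WT reads (95% interval 31.0% to 61.6%). WT reads were 2.27-fold those in null, and WT reads per kb, at 34.1 against 7.29, were 4.68-fold those in null. The second ratio is larger because the null peak was wider. The interval of the share includes a fall of less than 2-fold. Among all WT peaks that overlapped a null peak, the median share of WT reads left was lower, at 19.0%. EPZ6438-treated tumoroids had no H3K27me3 peak in the gene, and the nearest lay 7803 kb away. No H3K27me3 peak was called at *Foxp2* in heterozygous tumoroids either, where the nearest lay 1582 kb away. At the threshold of the deposited lists no EZH2 peak was called at *Foxp2* in WT or heterozygous tumoroids, with the nearest 1776 kb and 278 kb from the gene, and Supplementary Fig. 4c gives the WT peak at a less strict threshold. *Ezh2* itself, further along chromosome 6, had no H3K27me3 peak within 10 kb in any library. The paper's primers for the *Foxp2* 5' TSS match positions 14901242 to 14901442, inside both the WT and the null peak. The regulatory site, the 3' TSS and the translation start match positions from 15184291 to 15197070, and lie 281, 282 and 294 kb from the WT peak with no peak of any library over them. Counts of this size limit the precision of the *Foxp2* ratio, and lists of called peaks show neither signal below the threshold nor its absence.

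**Figure D5:**
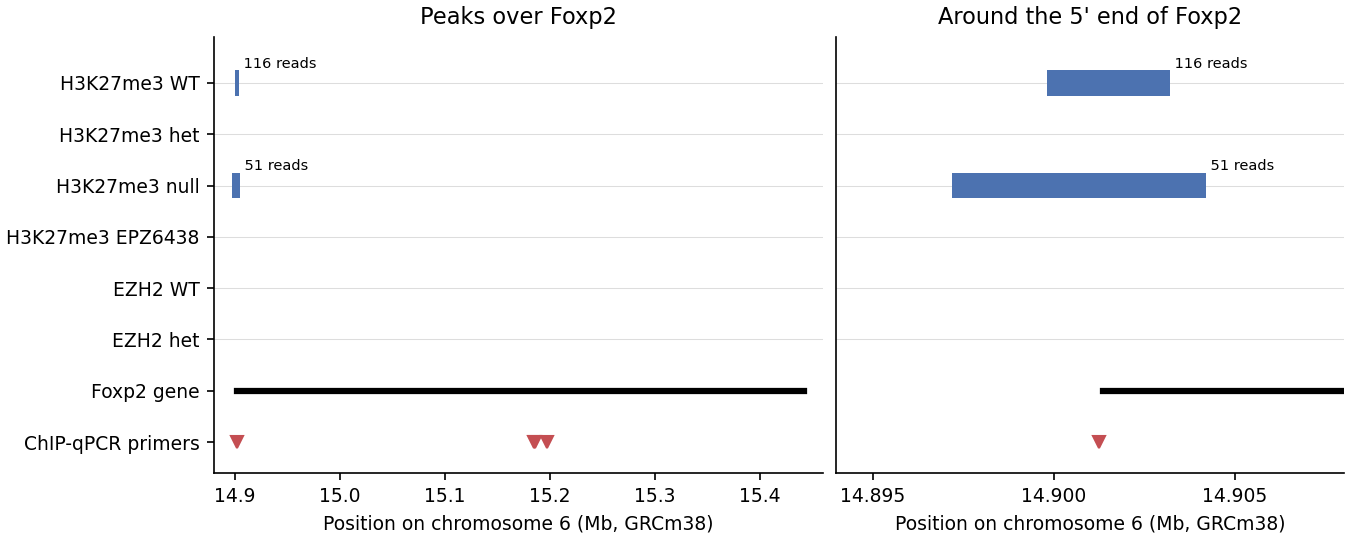
Map of *Foxp2* on chromosome 6 (GRCm38, Mb) with the peaks called in each library (blue bars, with reads) and the start of each primer pair of the paper's ChIP-qPCR (red triangles); the right panel enlarges the 5' end. The H3K27me3 peaks of WT (116 reads) and null (51 reads) overlap at the first TSS, and the other 4 libraries have none.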

ChIP-seq showed that H3K27me3 and EZH2 were both enriched at the 5’ TSS of *Foxp2* in the *Ezh2* WT cells, but these peaks were substantially reduced in the *Ezh2* null and EPZ6438-treated tumoroids (Fig. 4f and Supplementary Fig. 4c). ChIP-qPCR also showed reductions in H3K27me3 enrichment at the *Foxp2* 5’ transcription start site (TSS), regulatory element, and 3’ TSS, and significantly reduced enrichment at the sequence corresponding to the *Foxp2* translation start site (ATG) in *Ezh2* null cells compared with *Ezh2* WT (Supplementary Fig. 4d).

**Fig. 4:**
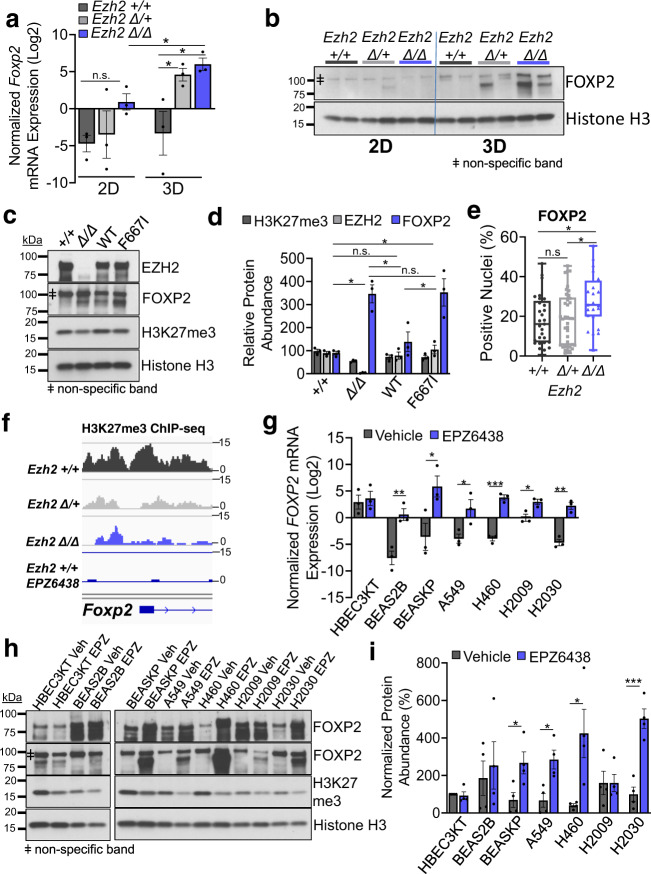
Loss of PRC2 activity drives increased *FOXP2* expression in normal and malignant lung cells. **a** Relative expression of *Foxp2* mRNA in mouse primary 2D tumor cells and 3D tumor spheroids with the indicated *Ezh2* genotypes graphed as mean values +/− SEM. * indicates *P* < 0.043 by one-way ANOVA with multiple comparisons and Holm–Šídák’s post hoc test between genotypes and two-tailed *t* test between conditions. *n* = 3 individual mouse tumor-derived cultures per genotype/culture system. **b** FOXP2 protein expression in 2D cells and 3D tumoroids of the indicated *Ezh2* genotypes was examined by immunoblot. Total histone H3 is the same as Fig. 2e. ǂ indicates the non-specific band seen with FOXP2 antibody from Cell Signaling Technologies. **c** Immunoblot and **d** the normalized abundance of the indicated proteins in *Ezh2* WT, *Ezh2* null, *Ezh2* null with WT *Ezh2* re-expression (WT), and *Ezh2* null with F667I-mutant *Ezh2* re-expression (F6771). Quantification data are plotted as mean values +/− SEM. * indicates *P* < 0.0261 by one-way ANOVA with multiple comparisons and Holm–Šídák’s post hoc test. *n* = 3 individual blotting experiments from two cell cultures. **e** Percentages of positively stained tumor nuclei for FOXP2 in the tumors of the indicated genotypes plotted as box-and-whisker plots, error bars are min–max, box bounds are 25th and 75th percentiles and center line is median. * indicates *P* = 0.0233 by one-way ANOVA with multiple comparisons and Holm–Šídák’s post hoc test for both comparisons. *n* = 29, 38, 23 for *Ezh2* WT, heterozygous, null individual mice, respectively. **f** Visualization of H3K27me3 ChIP-seq peaks enriched in the enhancer and promoter regions of *Foxp2* in the indicated 3D tumor spheroid samples. **g** Expression of *FOXP2* mRNA in human lines HBEC3KT, BEAS2B, BEAS-KP, H460, H2030, A549, and H2009 with or without 5 µM EPZ6438 treatment for 10 days plotted as mean values +/− SEM. * indicates *P* < 0.043, ** indicates *P* < 0.009, *** indicates *P* = 0.0003 by two-tailed *t* test. *n* = 3 individual cell cultures per cell line/condition. **h** Immunoblot and **i** the normalized abundance of the indicated proteins in human lines HBEC3KT, BEAS2B, BEAS-KP, H460, H2030, A549, and H2009 with or without 5 µM EPZ6438 treatment for 10 days. Top FOXP2 panel is SIGMA antibody, bottom FOXP2 panel is Cell Signaling Technologies antibody. Quantification data are plotted as mean values +/− SEM. * indicates *P* < 0.032, *** indicates *P* = 0.000778 with two-tailed *t* test. *n* = 4 with two individual blotting experiments derived from one cell culture per cell line/condition each probed with two distinct FOXP2 antibodies. Genotypes are signified as: WT, +/+; heterozygous, ∆/+; null, ∆/∆. Source Data are provided for this figure.

Next, to test if EZH2 inhibition leads to derepression of *FOXP2* in human samples, we measured FOXP2 expression in human cell lines treated with EPZ6438. Inhibition of EZH2 significantly elevated *FOXP2* mRNA expression in human cancer lines H460, H2030, A549, and H2009, and immortalized pulmonary epithelial cells BEAS2B and BEAS2B with additional *KRAS*^*G12V*^ and *TP53*^R175H^ mutations (BEAS-KP) (Fig. 4g). EZH2 inhibition also upregulated the protein expression of FOXP2 in human cancer lines H460, H2030, A549, and BEAS-KP, but not in immortalized epithelial cell lines HBEC3KT and BEAS2B (Fig. 4h, i). ChIP-qPCR showed a loss of H3K27me3 enrichment at a putative regulatory site 5’ of the FOXP2 gene in H460 and BEAS-KP cells treated with EPZ6438 (Supplementary Fig. 4e, f). To understand if the 2D vs. 3D expression differences observed in the murine cells could also be observed in human cells, H460 and H2030 were grown in both conditions and treated with EPZ6438. While EPZ6438 was able to drive increased FOXP2 expression in both systems, 3D human cells exhibited much higher *FOXP2* mRNA levels than their 2D counterparts (Supplementary Fig. 4g). Together, these data suggest that EZH2/PRC2 directly regulates FOXP2 expression mainly through its EZH2 enzymatic activity, and that loss or inhibition of EZH2 increases FOXP2 expression in malignant lung cells of both mouse and human origin.

### FOXP2 dictates stemness and migratory capacity of lung epithelial cells

Having established FOXP2 as a direct target of PRC2 in lung epithelial cells, we sought to understand if FOXP2 could drive the phenotypic differences observed in *Ezh2* null tumor cells. We overexpressed FOXP2 in two immortalized pulmonary epithelial lines: HBEC3KT and BEAS2B, and two KRAS-driven lines: H460 and H2030 (Fig. 5a and Supplementary Fig. 5a). When grown in Matrigel cultures, FOXP2 overexpressing BEAS2B cultures yielded more, and significantly larger, organoids than the control cultures (Fig. 5b). Given the increased metastatic potential of *Ezh2* null tumor cells, we tested if FOXP2 overexpression changed migratory capability by transwell migration assays. We observed that FOXP2 overexpressing cultures had significantly increased migratory capacity when compared to control cultures for all the cell lines tested (Fig. 5c, d). Furthermore, FOXP2 overexpression conferred BEAS2B culture’s resistance to etoposide and carboplatin (Supplementary Fig. 5b, c), consistent with the theory that cells in more stem-like states are relatively resistant to chemotherapy^36^.

**Fig. 5:**
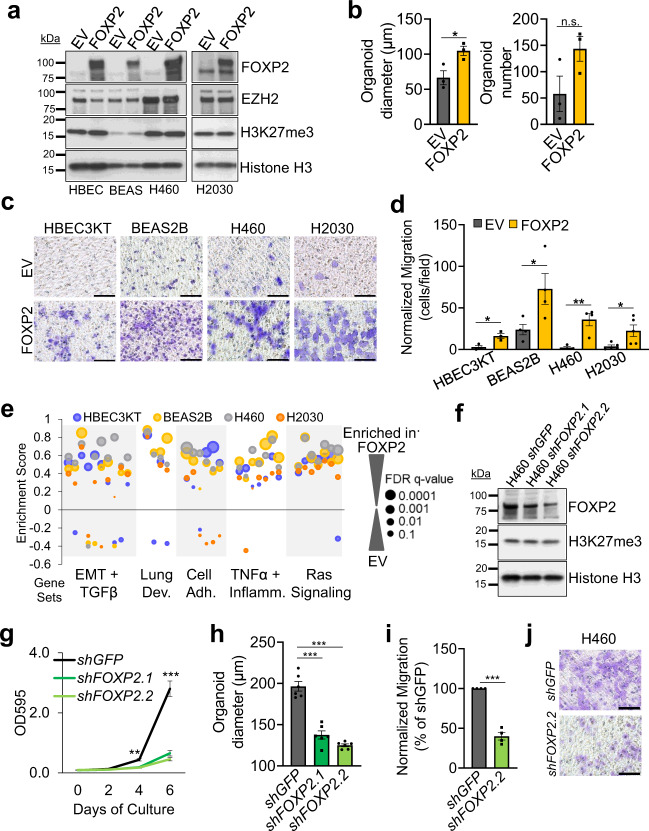
FOXP2 drives stemness and migration in lung epithelial cells. **a** FOXP2 protein expression in HBEC3KT, BEAS2B, H460, and H2030 cells transduced with FOXP2 lentivirus was examined by immunoblot. EV is the empty vector control line. **b** Average diameters and organoid counts of BEAS2B 3D organoids with or without FOXP2 overexpression plotted as mean values +/− SEM. * indicates *P* = 0.034 by two-tailed *t* test. *n* = 3 individual cell cultures per group. **c** Representative images, scale bar = 100 µm, and **d** average numbers of migrated cells normalized to growth rates in HBEC3KT, BEAS2B, H460, and H2030 cells with or without FOXP2 overexpression plotted as mean +/− SEM. * indicates *P* < 0.047, ** indicates *P* = 0.0041 by two-tailed *t* test. *n* = 3, 4, 5, 5 for HBEC3KT, BEAS2B, H460, H2030 individual cell cultures per group, respectively. **e** Rank-ordered gene lists were queried against the MSigDB databases and enrichment scores of selected gene signatures enriched in FOXP2 overexpressing cell lines relative to EV lines were plotted. Dot size estimates FDR. Data are summarized in Supplementary Table 7. **f** FOXP2 protein expression in 2D H460 cells transduced with the indicated small hairpins was examined by immunoblot and representative of *n* = 4 blotting experiments from one cell culture per group. *shGFP* is the control cell line. **g** Crystal violet growth assays were performed on 2D H460 cells with or without FOXP2 knockdown at the indicated days of culture and mean values +/− SEM were graphed. ** indicates *P* < 0.0024, *** indicates *P* < 0.001 *shFOXP2* compared to *shGFP* by two-tailed *t* test. *n* = 6 individual cell cultures per group. **h** Average diameters of 3D H460 spheroids with or without FOXP2 knockdown plotted as mean values +/− SEM. *** indicates *P* = 0.000017 *shGFP* vs *shFOXP2.1* and *P* = 0.00000038 *shGFP* vs*. shFOXP2.2* tumoroids by two-tailed *t* test. *n* = 6 individual cell cultures per group. **i** Average percentages of migrated cells normalized to *shGFP* and relative cell growth rates graphed as mean values +/− SEM. *** indicates *P* = 0.000014 compared to *shGFP* cells by two-tailed *t* test. *n* = 4 individual cell cultures per group. **j** Representative images of migrated cells in H460 with or without FOXP2 knockdown. Source Data are provided for this figure.

To discover the transcriptional programs changed by FOXP2 overexpression, we performed RNA-sequencing on FOXP2 overexpressing and control cultures. GSEA revealed that FOXP2 overexpression drove transcriptional amplification of many genes associated with EMT, cell adhesion, TNFα, RAS signaling, and lung development (Fig. 5e and Supplementary Table 7). The finding of RAS signaling enrichment was not unique to the H460 and H2030 KRAS mutated lines, but also observed in the HBEC3KT and BEAS2B lines. Lastly, to link FOXP2 overexpression in human cell lines to gene expression changes seen in *Ezh2* null spheroids, we examined *NDRG4* and *MYCN* in FOXP2 overexpressing or EZH2 inhibited H460 and H2030 tumoroids (Supplementary Fig. 5d, e). These two genes were highly upregulated in *Ezh2* null tumoroids, and are potential PRC2/FOXP2 downstream genes based on ENCODE data^37^. In these cultures, the combination of FOXP2 overexpression and EZH2 inhibition led to significant increases in *NDRG4* and *MYCN* compared to control cultures, confirming that these genes may be regulated by both EZH2 and FOXP2. Next, we tested whether the reduction of FOXP2 could reduce aggressive phenotypes of lung cancers. Knocking down FOXP2 with two different short hairpins in the human cell lines H460, A549, and H2009 remarkably impeded cell growth in 2D cultures (Fig. 5f, g and Supplementary Fig. 5f–i). FOXP2 knockdown also led to significantly smaller 3D tumoroids compared with the control *shGFP* in H460 cultures (Fig. 5h). Moreover, the H460 cells with FOXP2 knockdown migrated significantly less than the control, indicating a key role of FOXP2 in cell migration (Fig. 5i, j). Altogether, these discoveries identify a previously un-appreciated role for FOXP2 in the stemness and migration of normal and malignant adult lung epithelial cells.

### Polycomb deficiency drives BET and histone demethylase inhibitor sensitivity

We next aimed to identify epigenetic therapeutic vulnerabilities of PRC2-deficient KRAS+/*Trp53*-null lung adenocarcinomas. We hypothesized that because *Ezh2* null tumors were the most aggressive, methods to stabilize H3K27me3 or prevent the reading of H3K27ac could re-normalize the aberrant epigenetic state and reverse the aggressive phenotypes. Therefore, we focused our efforts on testing the histone demethylase inhibitor GSK-J4, and the BET inhibitor JQ1 (Fig. 6a). In 2D cultures, there were no differences in half-maximal inhibitory (IC_50_) values among the *Ezh2* WT, heterozygous, and null cultures treated with GSK-J4 or JQ1 (Fig. 6b). However, *Ezh2* null tumoroids were significantly more susceptible to GSK-J4 or JQ1 when compared with *Ezh2* WT tumoroids (Fig. 6c and Supplementary Fig. 6a). *Ezh2* heterozygous tumoroids were similarly sensitive to JQ1 as *Ezh2* null, but only modestly sensitive to GSK-J4. The lack of consensus between 2D and 3D cultures prompted us to investigate drug vulnerabilities in vivo. Tumoroids were grafted subcutaneously onto immunocompromised mice. Intriguingly, consistent with the 3D culture system, the growth of *Ezh2* null grafts was inhibited by GSK-J4, and significantly inhibited by JQ1 treatments, when compared to *Ezh2* WT grafts, while the therapeutic effect of JQ1 on *Ezh2* heterozygous grafts was between the other two genotypes (Fig. 6d and Supplementary Fig. 6b).

**Fig. 6:**
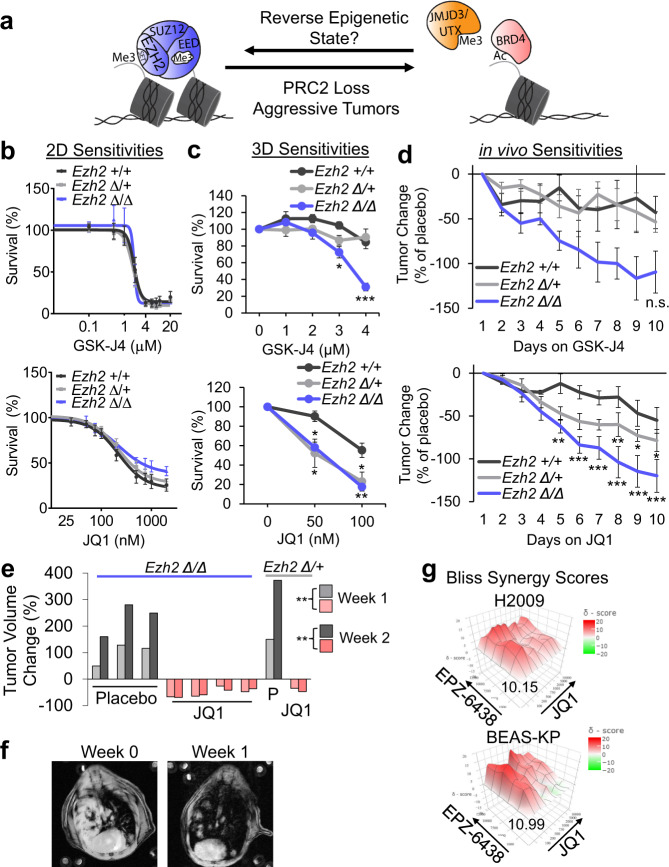
Polycomb deficiency drives BET and JMJD3/UTX inhibitor sensitivity. **a** Schematic depicting the mechanisms to restore epigenetic states lost in PRC2-deficient tumors. **b**, **c** GSK-J4 (upper) and JQ1 (lower) percentage survival of (**b**) 2D cultures after 4 days culture with drugs plotted as mean values +/− SEM. GSK-J4: *n* = 7, 7, 7; JQ1; *n* = 5, 6, 5 for *Ezh2* WT, heterozygous, null individual mouse tumor-derived cultures, respectively. **c** 3D tumoroids after 12–14 days culture with drugs plotted as mean values +/− SEM. GSK-J4: * indicates *P* = 0.0158 *Ezh2* WT vs. *Ezh2* null, ***P = 0.0006 *Ezh2* WT or heterozygous vs. *Ezh2* null; JQ1: * indicates *P* < 0.039 and **P = 0.0084 for *Ezh2* WT vs. *Ezh2* null (lower) or *Ezh2* WT vs. heterozygous (upper) by one-way ANOVA with multiple comparisons and Holm-Šídák’s post hoc. For both drugs, *n* = 7, 5, 5 for *Ezh2* WT, heterozygous, null individual mouse tumor-derived cultures, respectively. **d** Changes in volumes of grafts in mice treated with GSK-J4 and JQ1 relative to changes in placebo-treated mice plotted over time as mean values +/− SEM. *** indicates *P* < 0.0008, **P < 0.0091, *P < 0.0472 for *Ezh2* WT vs. *Ezh2* null (lower) or *Ezh2* heterozygous vs. *Ezh2* null by one-way ANOVA with repeated measures and multiple comparisons. GSK-J4: *n* = 5, 5, 4; JQ1: *n* = 5, 5, 6 for *Ezh2* WT, heterozygous, null individual mouse tumor-derived grafts, respectively. **e** Quantification of relative tumor volume change after 1 week and 2 weeks of placebo or JQ1 treatment of *Ezh2* null or *Ezh2* heterozygous tumor-bearing mice, ** indicates *P* = 0.0021 for week 1, *P* = 0.0003 for weak 2 by two-sided *t* test on log2-transformed values. **f** Representative magnetic resonance images of mouse lungs at baseline (week 0) and week 1 of JQ1 treatment for an *Ezh2* null mouse. **g** Heatmap of Bliss synergy scores for EPZ6438 combined with JQ1 in H2009 and BEAS-KP cultures. The most synergistic areas had Bliss scores of 10.15 (H2009) and 10.99 (BEAS-KP), indicating synergy. *n* = 3, 4 for H2009 and BEAS-KP individual cell cultures, respectively. Genotypes are signified as: WT, +/+; heterozygous, ∆/+; null, ∆/∆. Source Data are provided for this figure.

To test if JQ1 could target tumors growing in the native lung microenvironment, we treated autochthonous tumor-bearing mice with JQ1 and measured changes in tumor volume by magnetic resonance imaging (MRI). Seven days of JQ1 treatment reduced the volumes of lung tumor nodules in *Ezh2* null and heterozygous GEMMs, while tumors continued to grow in the placebo group (Fig. 6e, f and Supplementary Fig. 6c). An additional seven days of JQ1 administration was sufficient to maintain tumors in their regressed state, though no additional tumor burden reduction was observed. To further explore the clinical significance of the drug vulnerability discoveries from murine tumors, we investigated several *KRAS* mutated human non-small cell lung cancer lines. EZH2 knockdown sensitized the human line H2030 to JQ1 (Supplementary Fig. 6d, e), and such sensitization was more observable in 3D spheroid culture than 2D culture in H460 (Supplementary Fig. 6f). Additionally, drug matrix experiments demonstrated synergy when combining JQ1 with EPZ6438 in H2009 and BEAS-KP cells (Fig. 6g).

The differential response to BET inhibitor inspired us to interrogate whether FOXP2 was involved in this therapeutic effect in EZH2-deficient cells. First, we performed RNA-sequencing on the 3D tumoroids and subcutaneous grafts treated with JQ1, which revealed that BET inhibition led to significantly decreased *Foxp2* expression in *Ezh2* null cells (Supplementary Fig. 6g). *c-Myc*, a gene often changed by JQ1 treatment^38^, was also significantly decreased in expression in the JQ1-treated graft, confirming the drug’s efficacy. RT-qPCR on mouse 3D tumoroids showed that *Foxp2* was significantly inhibited by 100 nM JQ1 in *Ezh2* heterozygous and null tumoroids, but not in *Ezh2* WT tumoroids (Supplementary Fig. 6h), which may explain the difference in drug sensitivity among the genotypes. In the JQ1-treated H2030 cultures, *FOXP2* levels were significantly decreased in the *shEZH2* lines, but not in the *shGFP* line, again suggesting that regulation of *FOXP2* correlated to the increased sensitivity of cells to JQ1 (Supplementary Fig. 6i). Similarly, in EZH2 WT rescued *Ezh2* null tumoroids, which we demonstrated had lowered FOXP2 levels, JQ1 was significantly less effective than in *Ezh2* null tumoroids re-constituted with the F677I EZH2 mutant that retain high levels of FOXP2 (Supplementary Fig. 6j). Lastly, we observed H460 overexpressing FOXP2 were more sensitive to JQ1 than the control cells, and again the increase in sensitivity was more apparent in 3D cultures than in 2D (Supplementary Fig. 6k, l). Taken together, these data indicate reduction in PRC2 activity confers sensitivity to BET inhibition and demethylase inhibition in lung adenocarcinoma, and FOXP2 could be a promising target of BET inhibition.

### Decoupling of EZH2 from PRC2 activity may explain co-expression of EZH2 and FOXP2 in patient samples

To extend our findings to human lung cancer patient samples, we performed immunohistochemical staining for EZH2, H3K27me3, and FOXP2 on lung cancer tissue microarray. Consistent with previous research^6,9^, the H3K27me3 stain was significantly higher in ADC than SCC, while EZH2 had the opposite pattern (Fig. 7a). FOXP2 expression was variable in ADC samples, but found to be significantly higher in poorly differentiated tumors than in the other three groups. Because the mouse model we used was adenocarcinoma, and became more poorly differentiated when *Ezh2* was deleted, we next focused only on ADCs and poorly differentiated lung tumors. In this cohort, we observed that both well and moderately differentiated tumors had significantly lower EZH2, and significantly higher H3K27me3 marks, than poorly differentiated tumors, which had lower H3K27me3, but paradoxically had higher EZH2 levels (Fig. 7b, c). Intriguingly, EZH2 expression showed a strong positive correlation to FOXP2 expression (Fig. 7d). In tumors that were FOXP2 positive (>10% of nuclei) that mirror the high expression found in some *Ezh2* heterozygous and most *Ezh2* null tumors, there was a significant inverse relationship between EZH2 and H3K27me3 (Supplementary Fig. 7a). To study the correlation of EZH2/FOXP2 expression with patient prognosis, we queried published RNA-sequencing data from The Cancer Genome Atlas using KM-Plotter^39^ on 366 lung adenocarcinoma samples. Consistent with previous reports, higher *EZH2* expression correlated with significantly worse relapse-free survival in lung adenocarcinoma (Supplementary Fig. 7b). In our tissue microarray, EZH2 expression also correlated with a worse overall survival, but it is important to note that in our dataset, SCC patients had a significantly shorter overall survival than did lung ADC patients, which coincides with the fact that SCC tumors usually have higher EZH2 expression (Supplementary Fig. 7c, d). Importantly, higher *FOXP2* expression correlated with significantly shorter relapse-free survival up to 250 months post diagnosis (Fig. 7e).

**Fig. 7:**
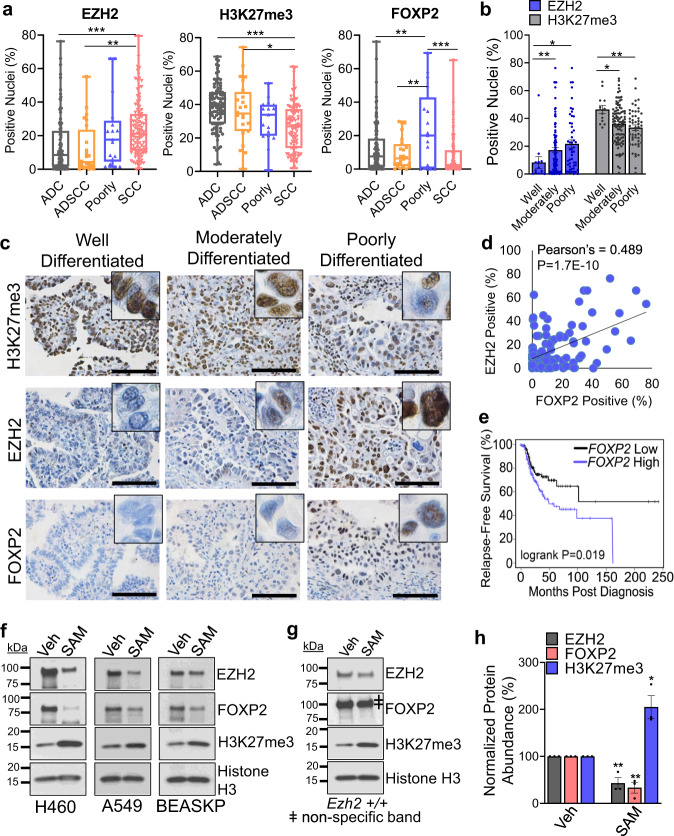
Decoupling of EZH2 from PRC2 activity may explain co-expression of EZH2 and FOXP2 in patient samples. **a** Positively stained tumor nuclei in ADC, ADSCC, poorly differentiated tumor and SCC specimens for the markers EZH2, H3K27me3 and FOXP2 plotted as box-and-whisker plots, error bars are min–max, box bounds are 25th and 75th percentiles and center line is median. * indicates *P* = 0.0164, ** indicates *P* < 0.0084, *** indicates *P* < 0.0006 by one-way ANOVA with multiple comparisons and Holm–Šídák’s post hoc test. *n* = 92, 24, 17, 104 for ADC, ADSCC, poorly differentiated and SCC individual tumors, respectively. **b** The percentage of EZH2 and H3K27me3 positive nuclei in lung adenocarcinoma and poorly differentiated cancer specimens. * indicates *P* < 0.0425, ** indicates *P* < 0.0086 by one-way ANOVA with multiple comparisons and Holm–Šídák’s post hoc test. *n* = 13, 51, 97 for well, moderately, poorly differentiated individual tumors, respectively. **c** Representative images of lung adenocarcinoma specimens defined as well, moderately, and poorly differentiated stained for the indicated markers, scale bar = 100 µm. The number of tumors stained are summarized in (**b**). **d** Correlation between EZH2 and FOXP2 based on the percentage of positively stained tumor nuclei in primary lung cancer specimens. Pearson’s correlation coefficients and p values are shown. *n* = 161 individual tumors. **e** Kaplan–Meier relapse-free survival curves for *FOXP2*-high and *FOXP2*-low tumors as measured by RNA-sequencing 250 months post diagnosis; positive and negative groups were determined by best cut-off. The *P* value was calculated by log-rank test. *n* = 366 individual tumors. **f**, **g** Immunoblot in 2D (**f**) H460, A549, BEAS-KP, and **g** *Ezh2* WT UK803 cells treated with or without 500 μM SAM for 6 days. **h** Normalized protein abundance in H460, A549, and BEAS-KP cells treated with or without 500 μM SAM for 6 days plotted as mean values +/− SEM. * indicates *P* = 0.012, ** indicates *P* = 0.009 for EZH2 and *P* = 0.0045 for FOXP2 by two-tailed *t* test. *n* = 3 different cell lines. Genotypes are signified as: WT, +/+; heterozygous, ∆/+; null, ∆/∆. SAM, S-adenosyl methionine. Source Data are provided for this figure.

Given that EZH2 is rarely mutated in NSCLC, one possible reason for observing decoupling in tumors is that in highly proliferative tumors EZH2 is upregulated, but there may be a limited availability of the methyl donor, S-adenosyl methionine (SAM)^10^. To examine the hypothesis that SAM levels influence PRC2 stability and activity, 500 μM SAM was added to the culture media of human lines H460, A549, and BEAS-KP for 6 days. As expected, these human lines treated with SAM had higher H3K27me3, and interestingly had significantly lower EZH2 and FOXP2 compared to the controls (Fig. 7f, h). Treating an *Ezh2* WT murine 2D culture with SAM led to a similar decoupling of EZH2 and the H3K27me3 mark (Fig. 7g and Supplementary Fig. 7e). In summary, EZH2 expression decouples from PRC2 activity, and a pattern of high EZH2, low H3K27me3 and high FOXP2 is enriched in poorly differentiated advanced lung cancers.

## Discussion

Here, we uncovered un-appreciated roles for EZH2 heterozygosity and full deficiency in regulating tumor status, whereby *Ezh2* heterozygous tumors had lower tumor burden, lower nuclear grade and were less lethal than *Ezh2* null tumors. Although the *Ezh2* heterozygous tumoroids had a 25% reduction in H3K27me3 marks, they had the strongest suppression of canonical PRC2 target genes, suggesting that increased canonical PRC2 activity, rather than partial loss, drives *Ezh2* heterozygous phenotypes. These cells also had changes in cell cycle, increased type-I interferon response pathways, and in vivo had an enrichment for T cell infiltration, and these mechanisms may explain the lower tumor burden in *Ezh2* heterozygous mice. In contrast, *Ezh2* null tumors were more metastatic and higher grade. Despite the fact that EZH2 inhibitors may drive more aggressive phenotypes in cancer, there still may be clinical utility for EZH2 inhibitors due to effects on the tumor microenvironment, and the ability to drive additional therapeutic vulnerabilities of tumor cells. Our data suggest that in KRAS-driven lung cancers, a PRC2-deficient state, either occurring naturally or through EZH2 inhibition, may be vulnerable to BET inhibition. We observed that *Ezh2* null tumoroids, subcutaneous grafts and autochthonous lung tumors were sensitive to the BET inhibitor JQ1. Mechanistically, we determined that FOXP2, which was previously identified as a key regulator of embryonic lung progenitor cells^28^, was downregulated in several cases where BET inhibition was effective, and in the H460 cell line, overexpression of FOXP2 conferred increased sensitivity to JQ1. We confirmed that FOXP2 was a direct target of PRC2-mediated gene silencing in malignant lung epithelial cells, and that enforced expression of FOXP2 increased stemness and migration of lung epithelial cells.

It is notable that our drug response findings and the identification of FOXP2 were discovered in vitro only due to the use of 3D tumoroid cultures. We found that murine 2D cultures had extremely high levels of S-phase and down-regulation of genes involved in lung lineage determination when compared to 3D tumoroids, which showed retention of lung specification transcriptional programs. This finding is consistent with the belief that 3D cultures are able to retain more characteristics of the native tissue from which they were derived^40^, and demonstrates the vast differences between the same cells cultured in 2D versus in 3D. The outcomes of loss of PRC2 activity in 3D and 2D cells were also divergent. In the *Ezh2* null genotype, 2D cell lines had marked derepression of *Hox* genes, but in 3D tumor spheroids, *Ezh2* null cells were able to continue to repress *Hox* genes and instead showed derepression of *Foxp2*. Together, these findings underscore the power of using 3D systems for genetic, epigenetic and drug validation experimentation in cancer research.

Finally, while the co-expression of FOXP2 and EZH2 in patient samples may seem contradictory to the results from our mouse model, we believe these results support each other. Several papers, including our own, have shown an inverse correlation between EZH2 and its catalytic mark, H3K27me3 in vivo^6–9,41–43^. This abundant EZH2 may be part of PRC2-independent complexes^44–46^, or unable to complete histone methylation for a variety of reasons (one reason postulated is lack of SAM). Therefore, high EZH2 can indicate lower PRC2 function, and our mouse model and in vitro data show that one result of lowering PRC2 function in KRAS-driven adenocarcinomas is to de-repress FOXP2. In this way, the mouse model, with EZH2 deletion to drive PRC2 dysfunction, and the human samples, with high EZH2 indicating PRC2 dysfunction, do match. Furthermore, retrospective analysis of patient sample RNA-sequencing data showed that high *FOXP2* expression predicted significantly shorter relapse-free survival. Our data suggest that when SAM is abundant, which may be the case in more well-differentiated tumors and normal tissues, PRC2 activity is high and EZH2 is downregulated. However, in aggressive tumors that often have low levels of H3K27me3^7,47^, EZH2 may be upregulated, but unable to perform its catalytic function due to lack of available SAM. Future research focuses on understanding the physiological or pathophysiological metabolic mechanisms by which the SAM cellular pool are regulated, especially in vivo, and whether this process can be reversed for therapeutic intervention.

## Methods

### Cell lines

Cell culture experiments were done in accordance with Institutional biosafety regulations. All human cell lines except HBEC3KT were maintained in RPMI 1640 media (Gibco, #11875-093) with 8–9% fetal bovine serum (VWR), glutaMAX (Gibco, #35050-079) and penicillin/streptomycin (Gibco #15140-122) at 37 °C, 5% CO_2_. A549, H460, H2030, and H2009 cells were obtained from the laboratory of Dr. Carla Kim at Boston Children’s Hospital, BEAS2B cells were a kind gift from Dr. Chengfeng Yang at University of Kentucky, and HBEC3KT cells^48^ were a kind gift from Dr. David Orren at University of Kentucky. HBEC3KT cells were seeded onto gelatin pre-coated plate and maintained in PneumaCult-Ex Basal media (StemCell Tech, #05009) with PneumaCult-Ex Supplement (StemCell Tech, #05019), hydrocortisone (Sigma, #H0888) and penicillin/streptomycin at 37 °C, 5% CO_2_. All human lines were verified by STR genotyping at IDEXX laboratories and no mycoplasma was detected in cultures by MycoAlert Mycoplasma Detection Kit (Lonza). Plasmocin (InvivoGen, #ant-mpt) was added into cultures regularly. Mouse primary 2D cells were obtained by plating freshly dissociated mouse tumors on tissue culture plates and passaging cells that adhered and grew. These cultures were maintained in DMEM F-12 media (Gibco, #11330-032) with 8–9% fetal bovine serum, 0.9% insulin–transferrin–selenium (Corning or Gibco), 4 mM l-glutamine, penicillin/streptomycin and plasmocin at 37 °C, 5% CO_2_. For three-dimensional Matrigel culture of primary cells, see below “3D tumoroid culture”.

### Animals

All care and treatment of experimental animals were in accordance with Boston Children’s Hospital and University of Kentucky institutional animal care and use committee (IACUC) approved protocols. Cohorts of LSL:*Kras*^*G12D/+*^*; Trp53*^*flox/flox*^; *Ezh2*^*flox/flox*^ (LSL: lox-stop-lox) genetically modified mouse models^49,50^ were maintained in virus-free conditions on a mixed C57BL/6x129SVj background. Mice were bred predominately as *Ezh2*^*fl/+*^ so that littermates and close relatives of the three *Ezh2* genotypes could be analyzed for differential survival, metastasis, and tumor burden studies. For survival, mice that had healthy body characteristics at time of sacrifice were excluded from analysis. Both male and female mice were used for all experiments and no sex differences were noted. Adult mice received 2.5–2.9 × 10^7^ PFU adeno-Cre by intranasal instillation. Mice were evaluated by Magnetic resonance imaging (MRI) 12 weeks after adeno-Cre infection for baseline scans. For *Kras/Trp53/Ezh2* mouse models, JQ1 in aqueous suspension were made by diluting DMSO stock dropwise with 1:1 w/w Captisol in sterile saline while vortexing and was i.p. injected at 50 mg/kg q.d. for 2 weeks. For Nude mouse allograft experiment, *Kras/Trp53/Ezh2* mouse tumor spheroids were dissociated into single cells, counted, and resuspended at 1 × 10^5^ cells per 200 μL of 1:1 media/Matrigel (Corning, #356231). Female Athymic Nude *Foxn1*^*Nu/Nu*^ mice (Envigo) were injected subcutaneously with 1 × 10^5^ cells in 2–4 spots on flanks. Tumors were allowed to grow for 21 days to a mean size of 60 mm^3^. Mice were then randomized into groups that received GSK-J4, JQ1 or vehicle. 100 mg/kg GSK-J4 or 50 mg/kg JQ1 dissolved with 100% DMSO were administered by i.p. injection q.d. for 10 consecutive days. Tumors were measured by electronic caliper and tumor diameters were used to calculate tumor volumes (tumor volume = (length × width^2^)/2).

### Patients samples

Patient slides were provided by the Markey Cancer Center Biospecimen Procurement & Translational Pathology Shared Resource Facility (BPTP SRF) of University of Kentucky. Leftover clinical specimens were obtained by BPTP with patient informed consent or waiver under a protocol approved by the University of Kentucky Institutional Review Board (IRB), and when transferred to our group, the samples had been de-identified and therefore exempt from further Institution Review Board approval. The tissue microarray included 83 lung adenocarcinomas (ADCs), 14 lung adenosquamous carcinomas (ADSCCs), 102 lung squamous cell carcinomas (SCCs), and 17 poorly differentiated tumors including one sarcomatoid tumor, one giant cell carcinoma, two large cell neuroendocrine and one pleomorphic carcinoma. For these cases, three core biopsies were removed from a larger tumor piece and arrayed on slides. All of the cases were confirmed for cancer subtype and differentiation state by a board-certified pathologist. To increase sample size, we also used whole-tumor slides from an additional 9 ADCs, 10 ADSCCs, and 2 SCCs.

### Flow cytometry analysis and sorting

Tumors were dissected from the lungs of primary mice and tumor tissue was finely chopped with surgical scissors. Tumor chunks were incubated with 1 mL 1× PBS with 60 µL Collagenase/Dispase (Sigma, #10269638001) in a rotator at 37 °C for 30 min. After washing with 1× PBS, chunks were resuspended in 100 µL 0.25% Trypsin-EDTA (Gibco) for 2 min, then neutralized with 900 µL PBS containing 10% FBS (PF10). The digested tissue was passed through a 100-µm filter (VWR), then a 40-µm filter (VWR) into a 50cc conical tube. Cell pellets were resuspended in 100 µL Red Cell Lysis buffer (0.15 M NH4Cl, 10 mM KHCO3, 0.1 mM EDTA, in 1 L distilled H_2_O; filtered with 0.45-µm filter and stored at RT) for 2 min at RT and neutralized by 800 µL PF10. Single-cell suspensions were stained using rat-anti-mouse antibodies for: anti-mouse-EpCAM-PECy7 (BioLegend, 1:100); anti-mouse-CD31-APC (BioLegend; 1:100); and anti-mouse-CD45-APC (BioLegend; 1:100). Live cells were gated by the exclusion of 4’,6-diamidino-2-phenylindole (DAPI) positive cells (Sigma, #D9542l 4 µg/mL). All antibodies were incubated for 10–15 min. Cell sorting was performed with a Sony iCyt with a 100-µm nozzle.

### 7AAD cell cycle flow cytometry analysis

Cells propagated in 2-dimensional dishes or 3-dimensional transwells were separated into single cells by 0.25% Trypsin. In all, 1–10 × 10^5^ cells were spun down in a 1.5 mL microtube and resuspended in cold 300 µL PF10. The resuspended cells were added dropwise to 700 µL cold 70% ethanol with slow vortexing and were incubated at 4 °C for least 1 h. Cells were pelleted by pulse spin and resuspended in 250 µL/tube of 1 mg/mL RNase A (Thermo Fisher, #EN0531) diluted in PBS for 30 min at room temperature. Cells were washed by 1 mL PBS, pelleted and resuspended in 250 µL/tube of 4 μg/mL 7-aminoactinomycin D (Invitrogen, #A1310). 30,000 events/sample were collected on the BD LSRII and analyzed with the ModFit LT software and results were averaged for three or four biological replicates.

### MRI of genetically engineered mouse models

A Brucker ClinScan system that has 12 cm actively shielded gradients with a maximum strength of 630 mT/m and slew rate of 6300 T/m/s was used. The tumor-bearing mice were anesthetized by isoflurane inhalation, kept warm by a heating pad and imaged on the 7 T system with a 2 × 2 array coil with a 2D gradient echoT1-weighted sequences with parameters: 18 slices, TR = 170 ms, TE = 2.4 ms, α = 38°, Navg = 3, FOV 26 × 26 mm^2^, 1 mm thickness, matrix size 256 × 256, for a voxel size of 0.102 × 0.102 × 1.0 mm. Images were gated to the animal’s respiratory cycle using a pneumatic respiratory monitor (SA Instruments) to remove breathing motion artifacts. The cardiac cycle and temperature were monitored using SA instruments hardware and software. The tumor burden volume and quantification were reconstructed on 3D Slicer software (http://www.slicer.org).

### 3D tumoroid culture

Mechanically and enzymatically dissociated tumor cells were resuspended in DMEM/F-12 media containing penicillin/streptomycin, glutaMAX, 8–9% fetal bovine serum, 10 µg/mL Insulin (SIGMA, #I-6634), 0.9× Insulin/transferrin/selenium mixture (Corning), 12.5 µg/mL bovine pituitary extract (Invitrogen, #13028-014), 0.1 µg/mL cholera toxin (SIGMA, #C8052), 25 ng/mL mEGF (Invitrogen, #53003-018) and 25 ng/mL rmFGF2 (R + D Systems, #3139-FB/CF), mixed 1:1 with growth factor-reduced Matrigel (Corning), and pipetted into a 24-well 0.4-µm Transwell insert (Corning, #CLS3470). A 3D air–liquid interface Matrigel culture was created by placing tumor chunks or roughly 5000 tumor cells into each well. MTEC/Plus (described above) medium (500 µL) was added to the lower chamber and refreshed every other day. Tumoroids usually form in 10–14 days. Upon second and third passage, more homogeneous tumoroids arose with little residual debris remaining. To passage tumoroids, media in the lower chamber was aspirated, 100–150 µL of Dispase (Corning, #42613-33-2) was added over the top of the well, and the Matrigel was dislodged to float. After incubation at 37 °C for 1–2 h, the Matrigel was liquefied and the spheroids were pipetted into a tube, trypsinized to passage, or used for assays including CellTiter-Glo readings, RNA isolation or ChIP. Large differentiated tumoroids with dense squamous-like structures were removed. EPZ6438 (MCE, #HY-13803), GSK-J4 (MCE, #HY-15648B) and JQ1 (MCE, #HY-13030) were stocked as 10 mM solution in DMSO and were diluted according to the designated concentration into tissue culture media for use.

### Cell viability assay

For the treatment of 2D cultures, cell lines were dissociated, counted, and plated as 50 µL media with 2000 cells (for human cells) or 5000 cells (for mouse cells) per well in 96-well plates. Edge wells were filled with 135 µL PBS for hydration. In all, 50 µL media with different concentrations of drugs EPZ6438, GSK-J4, JQ1 or carboplatin (Sigma, #C2538) were added after 24 h. After 96 h, 50 µL CellTiter-Glo (Promega, #G7573) was added into each well and the chemical luminescence was measured using a BioTek Cytation5. Values were normalized to vehicle for each experiment to yield percent survival, and drug doses were converted to log scale for graphing as log(inhibitor) vs. response-variable slope (four parameters). Vehicle wells were set to 1E-10. Results from independent experiments were entered into the GraphPad Prism software to extrapolate IC_50_ and *P* values. For synergy assays, combinations of different doses of EPZ6438 with JQ1 were added into 96-well plates as a synergy matrix and measured by CellTiter-Glo. The percent survival for each well compared to the control well from three to four independent experiments were uploaded to https://synergyfinder.fimm.fi/ (version 2.0) to calculate Bliss synergy score (readout: viability; baseline correction: yes) and display 3D synergy heatmap (>10 means synergism). For 3D cultures, organoids were seeded as described in “3D tumoroid culture”, and into the lower media drugs were added. Organoids were cultures for 9–14 days, at which point Matrigel was dissolved with dispase, solution with cells was moved to 96-well-opaque plates, incubated with CellTiter-Glo, and luminescence was read on the Cytation5. Relative luminescence was calculated based on each experiment’s vehicle control cultures. For Supplementary Fig. S6j, in order to query more JQ1 doses, cells were seeded in 20 µl of 50% Matrigel into 384-well Corning Spheroid microplates at 500–1000 cells/well. An additional 10 µl of medium was applied to the top of Matrigel after it solidified. Three days later, 20 µl of drug solutions were added to the wells. After treatment for 3 days, cell viability was measured by adding 25 µl of CellTiter-Glo 3D (Promega), shaking for 5 min, incubating at room temperate for 25 min, and reading luminescence on the Cytation5. For Supplementary Fig. S6I, we followed the protocol as for Fig. 6j but with JQ1 treatment starting the day after seeding cells and lasting for 4 days. Values were normalized to vehicle for each experiment (six replicate wells) to yield percent survival, and drug doses were converted to log scale for graphing as log(inhibitor) vs. response-variable slope (four parameters). Vehicle wells were set to 1E-10 and tops were constrained to 100% while bottoms were constrained to zero.

### Crystal violet growth assay

Cell lines were dissociated, counted, and 1 mL media with 1000 cells per well was seeded into four 12-well plates per sample. The four plates were marked as day 0, day 2, day 4, and day 6. Then, 6–8 h after seeding, media was aspirated and cells in the day 0 plate were fixed with 10% neutral-buffered formalin for 30 min RT. After removal of formalin, the plates were washed with water 2–3 times, air-dried and inverted. The same procedures were followed on day 2, day 4 and day 6 plates. After day 6, all the four plates were stained with 400 µL crystal violet solution (1 g crystal violet (0.5%, VWR #97061-850), 150 mL ddH_2_0, 50 mL methanol) for at least 30 min. Then the crystal violet solution was removed, and the plates were washed with water three times, dried and inverted. The stained crystal violet was then released into solution with 400 µL 10% glacial acetic acid (in water, Sigma #A-6283). In total, 100 µL of the dissolved crystal violet solution was aliquoted into a 96-well plate and OD_595_ absorbance was obtained with a Cytation5 (Biotek).

### Quantitative RT PCR and RNA-sequencing

RNA from treated cell lines was extracted using Absolutely RNA kits (Agilent) and cDNA was generated using the SuperScript III kit (Invitrogen). Relative gene expression was assessed with Taqman probes (Thermo Fisher, #4318157) on the Quant Studio 3™ Real-Time PCR System (Applied Biosystems). Relative expression was calculated by Gene of Interest (Ct_reference_ – Ct_exprimental_)-House-keeping gene(Ct_reference_ – Ct_experimental_) and graphed on the log_2_ scale. Housekeeping genes were either *GAPDH/Gapdh* or *ACTB/Actb* (B-actin) (Applied Biosystems). Statistics were performed on log_2_ data. For all experiments except Supplementary Fig. S6A, the reference Ct value was the average of Ct values from each culture and treatment for a given experiment, which allowed plotting of relative mRNA levels among cultures. For Supplementary Fig. 6e, the reference Ct values were the average of Ct values from the EV control cells for each cell line. For RNA-sequencing, small bulk tumor pieces, 10,000–50,000 freshly sorted tumor cells, or 0.5–1 million of 2D or 3D cultured cells were suspended in lysis buffer for RNA extraction (Agilent columns). RNA was extracted by Agilent Nanoprep (3D and sorted tumors, Agilent #400753) or Microprep (2D cells, Agilent #400805) kit. Library preparation and sequencing were sent to and performed by the University of Kentucky Oncogenomics Shared Resource Facility or by Beijing Genomics Institute (BGI Group). For sorted tumor cells, the Smart-SeqII low-input protocol was used. A total of *n* = 17 total tumor, *n* = 13 sorted tumor, *n* = 20 2D and *n* = 21 3D samples were used for clustering and further analysis. Several samples were run twice to test for any batch variations and to sequence more well-established cultures, and the later samples were retained for analysis. One *Ezh2* null tumoroid that was an outlier in both in vitro and in vivo drug treatment experiments was excluded from genotype comparison analyses, and the data are available upon request. Sequencing reads were trimmed and filtered using Trimmomatic (V0.39)^51^ to remove adapters and low quality reads. Reads from human and mouse samples were mapped to Ensembl GRCh38 and GRCm38 transcripts annotation (release 82), respectively, using RSEM^52^. Gene expression data normalization and differential expression analysis were performed using the R package edgeR^53^. The “filterByExpr” function in edgeR package was used to keep genes with count-per-million (CPM) > = 10 in at least n samples, where n is the smallest group sample size. Significantly up/downregulated genes were determined as |LFC| >0.5, FDR < 0.05.

### Principal component analysis (PCA)

For PCA, the transcripts per million (TPM) read counts of each transcript were log-transformed using log of TPM + 1 (using the log1p function in R for numerical stability), and then PCA decomposition was performed using the prcomp R function^54^. Each sample was designated as either being from 2-dimensional cultures (2D) or not (other). For each principal component (PC), the sample scores between 2D and other were compared using ANOVA. To find transcripts with statistically significant loadings on a PC, each transcript’s loadings in that PC were tested. All other transcript’s loadings in all the other PCs were used to create a null distribution of loadings, and then the number of loadings greater than the tested transcript’s loading value and in the same direction (positive or negative) counted, and divided by the number of null loadings in that direction. This fraction is the reported *P* value for that transcript’s loading in that PC. Transcript loadings values were considered significant if they had a *P* value < = 0.05. The log-transformed TPM values of transcripts with significant loadings in PC3 were used to calculate an information-theoretically weighted correlation, where the raw Pearson correlation value is weighted by the information content between the two samples based on their Jaccard metric, and the fraction of entries that are consistently present (nonzero TPM) and missing (zero TPM) between the two samples. The weighted correlation was then used as a pseudo distance (1 − correlation) for hierarchical clustering and ordering using the dendsort package^55^. Heatmaps of the correlation were generated using ComplexHeatmap^56^.

### Gene ontology enrichment

Gene ontology (GO) enrichments of the PC3-associated genes were done using a custom version of categoryCompare^57^. GO terms from all three of biological process, molecular function, and cellular component were tested simultaneously. GO annotations to genes are based on mapping the Entrez Gene IDs to GO terms in the Bioconductor packages org.Mm.eg.db and GO.db version 3.11.4. The false discovery rate correction was generated using the Benjamini–Hochberg method. Only those GO terms with an FDR < = 0.05 and annotated to two or more genes are reported. The top 40 GO terms by *P* value are listed in Supplementary Table 1.

### Gene set enrichment analysis

GSEA was performed with GSEA version 4.0.3 (Broad Institute) with rank-ordered gene lists generated using all log-fold change values. Mouse_ENSEMBL_Gene_ID_to_Human_Orthologs_MSIGDB.v7.1.chip was used to map mouse genes to human orthologs. Databases queried included Hallmarks (h.all.v7.1), Curated (c2.all.v7.1), BioCarta (c2.cp.biocarta.v7.1), KEGG (c2.cp.kegg.v7.1), Reactome (c2.cp.reactome.v7.1), GO (c5.all.v7.1), Oncogenic Signatures (c6.all.v7.1), and Immunologic Signatures (c7.all.v7.1). Gene signatures that converged on common themes were selected for further analysis and graphing of enrichment scores and FDRs for specific contrasts. Signatures are listed in Supplementary Tables 2–5 and 7.

### Chromatin immunoprecipitation and qPCR (ChIP-qPCR)

Tumor cells were resuspended in Buffer A from Covaris kit (Covaris, #520154). Then cells were cross-linked with 1% formaldehyde for 5 min at RT, quenched by Quenching buffer E, washed in cold PBS and pulse spun. Pellets were resuspended in Lysis buffer B and rotated for 10 min at 4 °C. Lysed nuclei were washed with Wash buffer C, resuspended in Sonication buffer D3 and sonicated with the Covaris M220 Focused-ultrasonicator to obtain chromatin fragment lengths of 200–1500 bp judged by a Bioanalyzer DNA High sensitivity kit (Agilent #5067-4626). Fragmented chromatin was diluted in Sonication buffer D3 and incubated overnight at 4 °C with antibodies including anti-GFP (Thermo Fisher MS-1288-P0, 5 µL per 300 µL chromatin), isotype IgG (Cell Signaling #3900 S, 5 µL per 300 µL chromatin), H3K27ac (Abcam, #ab4729, 5 µL per 300 µL chromatin) or H3K27me3 (Millipore, #07-449 for mouse, 5 µL per 300 µL chromatin, Cell Signaling #9733 s for human, 10 µL per 300 µL chromatin). Then 40 µL Protein A/G 1:1 mixed magnetic Dynabeads (Invitrogen) were added and rotated at 4 °C for 2 h. Immunoprecipitates were washed with cold ChIP buffer (1% Triton X-100, 0.1% deoxycholate, 50 mM Tris-HCl pH 8.1, 150 mM NaCl, 5 mM EDTA), High salt buffer (1% Triton X-100, 0.1% deoxycholate, 50 mM Tris-HCl pH 8.1, 500 mM NaCl, 5 mM EDTA), LiCl buffer (250 mM LiCl, 0.5% IGEPAL, 0.5% deoxycholate, 10 mM Tris-HCl pH 8.1, 1 mM EDTA) and finally TE buffer (10 mM Tris-HCl and 1 mM EDTA). Immunoprecipitated (or no IP input) DNA was incubated with 50 µL Elution buffer (1% SDS and 0.1 M NaHCO_3_) in a 55 °C water bath overnight. The eluted DNA was treated with RNase A and Proteinase K, and the column was purified with DNA clean and concentrator kit (Zymo Research, #D4014). ChIP-qPCR was run with the Power SYBR reagents (Thermo Fisher, #100029284) on the Quant Studio 3™ Real-Time PCR System for the mouse *Foxp2*/human *FOXP2* TSS, ATG, and enhancer regions. Primers are listed in Supplementary Table 8.

### ChIP sequencing

For chromatin immunoprecipitation (ChIP) analysis, three biological replicates of tumoroids of each *Ezh2* genotype were expanded. The *Ezh2* WT tumoroids were treated with 5 µM EPZ6438 or the same amount of DMSO for 12 days, and the *Ezh2* heterozygous and null tumoroids were treated with DMSO for 12 days. Tumoroids were collected, briefly dissociated and counted to mix equal numbers of cells from each biological replicate with 5 × 10E6 cells for each ChIP. The protocol from Active Motif was followed for preparation of the cells. Briefly, the tumoroids were fixed by adding freshly prepared 11% formaldehyde (with 1 mM EDTA and 50 mM HEPES) to the cells in media with shaking at room temperature for 15 min. 1/20 volume of 2.2 M glycine was added to stop the fixation and incubated at room temperature for 5 min. Cells were pelleted at 800×*g* for 10 min and washed with in 10 mL cold PBS- IGEPAL® CA-630 (0.5%). Cells were again pelleted and washed in 10 mL cold PBS-IGEPAL® CA-630 (0.5%) and 100 µL PMSF (100 mM in ethanol). Finally, cells were pelleted and snap-froze on dry ice and sent to Active Motif for ChIP sequencing using the antibodies EZH2 (Active Motif 39901, 8 µL antibody per 40 µg chromatin) and H3K27me3 (Active Motif 39155, 4 µL antibody per 40 µg chromatin). The quality control and read alignment was performed by Active Motif. Briefly, the 75-bp single-end sequence reads were mapped to the mouse reference genome mm10 using the bwa samse with default settings. Reads that had >2 mismatches and multimapping reads were removed, followed by PCR deduplication. The resulting bam files were normalized to account for the differences in the sequencing depth. The EZH2 samples were reduced by random sampling to the number of unique alignments present in the smallest sample. Spike-in normalization method was performed for the H3K27me3 samples by down-sampling to result in the same number of spike-in *Drosophila* reads for each sample. Since the 5’-ends of the aligned reads represent the end of ChIP/IP-fragments, the tags were extended in silico using Active Motif software at their 3’-ends to a length of 200 bp. To identify the density of fragments along the genome, the genome was divided into 32-nt bins and the number of fragments in each bin was determined. The SICER version 1.1 peak finding algorithm was used to identify regions of ChIP-seq enrichment over the background, with window size 200 bp, fragment size 200 bp, gap size 600 bp, and FDR value threshold of enrichment 1E-10 for all datasets. Genomic regions known to have low sequencing confidence were removed using blacklisted regions defined by the ENCODE project. The selected peak intervals were annotated to the nearest transcription start sites (TSS) using the KnownGene mm10 TSS annotation. To compare peak metrics, overlapping intervals were grouped into merged regions, defined by the start coordinate of the most upstream interval and the end coordinate of the most downstream interval. In locations where only one sample has an interval, this interval defines the merged region. Peak distribution patterns were obtained using seqplots across all merged intervals from −5 kb to +5 kb to include distal promoters and regulatory regions. The heatmaps are used for visualization of tag distributions which are mapped across target regions and were clustered into 4 groups based on the tag densities using k-means algorithm. The average values for all target regions in heatmaps were calculated and plotted in histograms. Peaks unique to each genotype or conserved in multiple genotypes were annotated by GREAT^58^ to associate each genomic region with all genes whose regulatory domain it overlaps. The resulting gene list was subjected to gene set enrichment analysis to identify significantly enriched gene signatures from GSEA-curated signature gene sets (Supplementary Table 6).

### Western blotting

Whole cell extracts were made in RIPA buffer (0.5% deoxycholate, 1% IGEPAL-CA-630, 0.1% sodium dodecyl sulfate, 150 mM NaCl, 50 mM Tris-8.1), lysates were cleared by centrifugation, and protein concentrations were quantified with the Pierce BCA Protein Assay Kit (Thermo Fisher, #23225). For western blots, 1–60 µg of protein extract per sample was denatured with heat and reducing agents, separated on a 4–15% acrylamide gel (BioRad) and transferred to nitrocellulose membranes (GE Healthcare, #10600002). Antibodies used for western blots were: EZH2 (Cell Signaling, #5246s, 1:1000), H3K27me3 (Cell Signaling, #9733s, 1:1000) and FOXP2 (Sigma #HPA000382 1:1000, or Cell Signaling #5337 1:1000), PCNA (Biolegend Cat# 307901, 1:1000), or Histone H3S10ph (pH3, GeneTex, #GTX128116, 1:1000) incubated overnight at 4 °C. Histone H3 (Abcam, Cat# ab1791, 1:5000-1:10,000) was used as loading control on blots loaded with ~1/4 of the total lysate from the same protein dilution run at the same time. Secondary anti-rabbit IgG, HRP-linked antibody (Novus #NB7160, 1:10,000) was incubated for 1 h at room temperature. After washing, chemiluminescence was visualized with West Pico PLUS Chemiluminescent Substrate (GE Healthcare) and exposure onto Hyperfilm (Amersham). After H3K27me3 visualization, some blots were stripped with an SDS/β-mercaptoethanol solution at 55 °C for 30 min and re-probed with total H3.

### Histology and immunohistochemistry

Mice were anesthetized, hearts were removed and the lung lobes were inflated with neutral-buffered 10% formalin and fixed overnight at room temperature, and then transferred to 70% ethanol, embedded in paraffin and sectioned at 4–5 μm. Hematoxylin and eosin, alcian blue, and Masson’s Trichrome stains were performed by the Biospecimen Procurement & Translational Pathology Shared Resource Facility (BPTP SRF) of the University of Kentucky Markey Cancer Center or at Harvard Medical Center. Nuclear grade was determined by Dr. Roderick Bronson at Harvard Medical School on a set of histology slides representing tumors harvested 111 days or more past adeno-Cre. Descriptions for nuclear grade criteria were previously published^49^. Grade 5 criteria were not used. Grade 4 included the criteria listed in the original paper and the appearance of tumor cells invading into normal tissue or into blood vessels. Immunohistochemistry was performed with either citrate, Dako High pH, or Ventana CC2 antigen retrieval in the Brainson Laboratory or the BPTP SRF, and staining was visualized with brown DAB substrate and counterstain was either Mayer’s or Harris’s hematoxylin. Slides were batch stained to reduce variability. Antibodies used for immunostaining were: EZH2 (Cell Signaling, #5246s, 1:300), H3K27me3 (Cell Signaling, #9733s, 1:500), FOXP2 (Sigma #HPA000382 1:200 for mouse, 1:125 for human), and CD3 (Dako IR503, ready-to-use dilution). Stained slides were scanned on an Aperio slide scanner and three areas of the largest tumors (10×–14.6× magnification) were selected for analysis. Regions of stroma (blood cells, vessels, fibroblasts and connective tissue) were deleted from the images by hand in Photoshop. Edited images containing predominately tumor nuclei were analyzed using Nikon’s dark spot detection module on the blue channel at eight different equally spaced intensity cutoffs, which represent increasing stringency for positive IHC stain. A moderately stained tissue section was used for calibration of the dot detection macro before being applied equally to all images for a given stain. Nuclei counted at intensities 5–8 were considered positive, while nuclei counted at intensity 1 represented all nuclei for a given image. The percentage of positive nuclei in bins 5–8, or moderately-strongly positive nuclei in bins 6–8 were calculated, with the exception of the murine H3K27me3 stain, which was lighter and therefore bins 4–8 were considered positive and bins 5–6 were moderately positive. Additional imaging was performed on a Nikon Ti-Eclipse inverted microscope. For HALO® image analysis (Indica Labs), H&E-stained tumor slides scanned with an Aperio slide scanner were loaded and a nuclear profiler was trained to recognize the cell types indicated with the help of Markey Cancer Center pathologists. For the final version, a total of 20,491 nuclei were selected from 23 different mouse and human tumor samples were selected and the training had completed over 400,000 iterations. Visual inspection of samples and running of control areas (lymph nodes, highly neutrophilic regions etc.) allowed for the selection of the final macro, which was confirmed by two Markey Cancer Center pathologists for accuracy. Regions of interest, including the tumors and approximately a 50 µm of edge space around the tumors to include tumor-infiltrating immune cells, were set on the 24 experimental slides. For the *Ezh2* null tumors, the regions identified to be EZH2 positive by IHC were excluded. Then the macro was run on all samples together. For CD3 stains, six areas with the highest levels of CD3 staining were selected from each mouse slide, non-tumor/lymphoid areas were masked, CD3 stain was quantified using the Nikon AR software, and the area of unmasked tissue was quantified using ImageJ.

### Tumor burden and survival analysis

H&E-stained slides were scanned with an Epson scanner at 3200 dpi resolution 48-bit color. Images were cropped, white space was masked and trachea/esophagus/lymph nodes were masked. Images were saved as 16-Bit grayscale, then opened in ImageJ software. Threshold settings were first set to cover all of the lung and measurements were taken, 0.0001-infinity (inch^2^). Then auto threshold was set, and modified if needed to exclude areas that were heavily infiltrated with immune cells but not tumor, and to exclude thickened bronchi, and measurements were taken, 0.0001-infinity. The ratio of tumor to lung was calculated for each mouse. For some mice, a representative lobe or residual lung with many tumors intact or partially intact were used so that tumors could be harvested for other analyses. Mice were excluded from analyses when the majority of tumors were removed for other analyses or when lung was not collected for histology. For *Ezh2*^*fl/fl*^ lungs, if an EZH2 positive tumor area was noted, an image of the EZH2 immunohistochemistry slide scanned at 20× by an Aperio slide scanner was used for ImageJ analysis. The steps were the same as for the H&E-stained slides, except the measurement settings were from 500-infinity (pixel^2^) and then EZH2 positive areas were manually masked, measured and removed from the total tumor area. For the survival curves, mice that died or that were close to endpoint as judged by mouse health or observed tumor burden were included. Mice that appeared healthy or that were not noted to have extremely high tumor burden at sacrifice were not included as they may have been able to survive much longer.

### Transwell cell migration assay

Migration assays were performed with 24-well transwell plates with 8-µm Pore (Corning, #CLS3422). Briefly, cells were trypsinized into single cells by 0.25% Trypsin-EDTA and counted. Then 1–5 × 10^5^ cells in 100 μl serum-free culture media was added into the top chamber insert and incubate for 10 min. The bottom chamber was filled with 600 μl media containing 10% FBS. After 24-h incubation, non-migratory cells were removed with a cotton swab, and the migratory cells were fixed with formalin for 10 min, 70% ethanol for 10 min, stained with 0.2% crystal violet for 10 min and washed off with tap water. Ten ×20 images of each transwell were taken on BioTek Cytation5, the numbers of crystal violet-stained cells were counted manually and the average number of cells per well was calculated. The data were then normalized to the relative growth rate of the cell lines assessed by plating cells for 24 h in opaque 96-well plates and reading luminescence by CellTiter-Glo.

### Viruses and siRNA

The pLKO.1 *EZH2* shRNA (TRCN0000040076 and TRCN0000040073) and *FOXP2* shRNA (TRCN0000426742, TRCN0000426178) construct clones were purchased from SIGMA and the *shGFP* plasmid #12273 and pENTR-*FOXP2* plasmid #47053 were available on Addgene^59^. The FOXP2 overexpression construct was flipped into pLenti6.3/V5-DEST vector (Invitrogen). The murine *Ezh2* expression vectors plasmids #24927 and plasmid # 24926 were purchased from Addgene^60^. For BEAS-KP cell generation, KRAS^G12V^ and p53R175H lentiviruses were used^61^ and these cells were characterized in a previous publication^62^. KRAS^G12V^ was a kind gift from Aveo Pharmaceuticals and p53^R175H^ was a kind gift from the Kuperwasser laboratory at Tufts Medical Center. Viruses were packaged in HEK293T cells with above vectors together with the packaging construct pCMV DR8.2Dvpr and VSV-G-pseudotyped vectors by FuGENE 6 (Promega, #E2691), using established protocols^63^. Cell lines were infected with viral-containing supernatant for a period of 4–8 h. Infected cultures were selected with puromycin (hairpins) or blasticidin (FOXP2 and p53^R175H^) 4–5 days post infection. The siRNAs were purchased from Invitrogen and included Silencer™ Select Negative Control (#4390843) and Silencer™ Pre-Designed siRNAs (#AM16708, ID #85875 and ID #85870). Transfection of cells was performed in six-well plates using 100 pmol of each siRNA and Lipofectamine 2000 (Invitrogen) in additive-free media. Cells were collected 48 h after transfection for western blotting.

### Statistics and reproducibility

All graphed data were presented as mean values +/− standard error of the mean (SEM), except box-and-whisker plots, for which the center line shows the median value, the box extends from the 25th to 75th percentiles, and upper and lower whiskers extend to the highest and lowest values, respectively. For mouse experiments, the biological *n* represented individual donor mice, and often several replicate experiments for each donor mouse were averaged to produce the biological replicates. Experimental replicates are all explicitly stated in the figure legends. Each experiment was performed in at least an experimental duplicate (i.e., individual cell cultures or RNAi sequences), biological duplicate (i.e., individual mouse or human donor) or both. As indicated, *P* values represent unpaired two-tailed *t* test with equal variance that were used to compare continuous outcomes between two experimental groups (e.g., 2D and 3D), or one-way ANOVA with pairwise comparisons and Holm–Šídák’s post hoc test that were used for comparing multiple groups (e.g., *Ezh2* WT, heterozygous and null), with the exception of nuclear grades and tumor burden over time, which were one-way ANOVA with multiple comparisons raw *P* values. ANOVA with repeated measures was used to compare the tumor change at each timepoint in the tumor growth studies. Fisher’s exact tests were used to compare binary outcomes between groups. Kaplan–Meier curves and log-rank tests were used for survival outcomes. Pearson’s correlation coefficients were used to quantify correlations of marker expressions. A *P* value less than 0.05 was considered statistically significant. Statistical analyses were carried out using Microsoft Excel, GraphPad Prism or SAS version 9.4.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-sequencing data generated during this study are available at NCBI GEO database under accession number: GSE154689. The ChIP-sequencing data is available under accession number GSE182819. Five sorted samples of varied genotypes were excluded due to questions about sorter operation that day. Those additional data are available upon request. MSigDB database is available at https://www.gsea-msigdb.org/gsea/msigdb/. The summarized GSEA data generated in this study are provided in the Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Principal components analysis and correlation analysis were performed using R (v 4.0.0), and functions available in visualizationQualityControl (v 0.3.6, https://github.com/moseleybioinformaticslab/visualizationQualityControl). Gene ontology enrichments used categoryCompare2 (commit 906721, https://github.com/moseleybioinformaticslab/categoryCompare2), as well as Bioconductor (v 3.11), org.Mm.eg.db (v 3.11.4), and GO.db (v 3.11.4). Other R packages used directly include: rmarkdown (v 2.1); dplyr (v 1.0.10); viridis (v 0.6.2); circlize (v 0.4.15); ComplexHeatmap (v 2.4.3); readr (v 2.1.3); ggplot2 (v 3.4.0); dendsort (v 0.3.3). All direct codes, as well as inputs and outputs necessary for the principal components analysis, are available from a figshare repository at 10.6084/m9.figshare.13179989.v1.

# Supplementary material for: Polycomb deficiency drives a FOXP2-high aggressive state targetable by epigenetic inhibitors
**Source:** Nat Commun. 2023 Jan 20;14:336. doi: 10.1038/s41467-023-35784-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Fan Chen et al.,

Polycomb Deficiency Drives a FOXP2-high Aggressive State Targetable by Epigenetic Inhibitors

Supplementary Tables 1-8

Supplementary Figures and Legends 1-7

Supplementary Table 1: Gene Set Enrichment Analysis for Bulk Tumors

MSigDB Signature Names		<i>Ezh2</i> Het vs WT				<i>Ezh2</i> Het vs Null			
		Sorted		Total		Sorted		Total	
		ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)
Cold Tumor<br>Gene<br>Signatures	GO_INTERLEUKIN_6_PRODUCTION.grp	-0.648	3.851	-0.735	4.000	-0.517	2.772	-0.304	1.044
	GO_MACROPHAGE_ACTIVATION.grp	-0.658	3.713	-0.767	4.000	-0.634	4.000	-0.308	0.850
	GO_MYELOID_LEUKOCYTE_ACTIVATION.grp	-0.545	2.896	-0.697	4.000	-0.446	3.070	-0.412	3.421
	GO_MYELOID_LEUKOCYTE_MEDIATED_IMMUNITY.grp	-0.553	3.049	-0.693	4.000	-0.417	2.576	-0.452	4.000
	GO_MYELOID_LEUKOCYTE_MIGRATION.grp	-0.677	4.000	-0.701	4.000	-0.489	2.802	-0.485	3.533
	REACTOME_NEUTROPHIL_DEGRANULATION.grp	-0.552	3.040	-0.701	4.000	-0.419	2.575	-0.488	4.000
	GO_NEUTROPHIL_MIGRATION.grp	-0.726	4.000	-0.751	4.000	-0.499	2.240	-0.539	3.882
	GO_GRANULOCYTE_MIGRATION.grp	-0.733	4.000	-0.738	4.000	-0.507	2.420	-0.547	3.811
	BROWN_MYELOID_CELL_DEVELOPMENT_UP.grp	-0.695	4.000	-0.791	4.000	-0.704	4.000	-0.571	4.000
	REACTOME_INTERLEUKIN_10_SIGNALING.grp	-0.811	4.000	-0.850	4.000	-0.747	4.000	-0.741	4.000
	GO_LEUKOTRIENE_METABOLIC_PROCESS.grp	-0.722	2.152	-0.756	3.156	-0.733	2.824	-0.790	4.000
Hot Tumor<br>Gene<br>Signatures	LEE_EARLY_T_LYMPHOCYTE_UP.grp	-0.486	1.394	0.316	0.870	0.502	2.175	-0.267	0.567
	HOEBEKE_LYMPHOID_STEM_CELL_UP.grp	-0.521	1.595	-0.516	1.902	-0.408	1.252	0.468	2.534
	ZHOU_INFLAMMATORY_RESPONSE_LIVE_UP.grp	-0.328	0.315	-0.434	1.378	-0.303	0.833	0.260	0.383
	HADDAD_B_LYMPHOCYTE_PROGENITOR.grp	-0.276	0.093	-0.301	0.197	0.280	0.515	0.460	3.396
	BROWNE_INTERFERON_RESPONSIVE_GENES.grp	-0.485	1.046	-0.468	1.042	0.274	0.106	0.296	0.223

Supplementary Table 2: Gene Enrichment for Principal Component 3 on All Models (Top 40)

GO Term	Description	Enrichment.<br>p	Enrichment.<br>odds	Enrichment.<br>expected	Enrichment.<br>counts	Enrichment.<br>p.adjust
GO:0031012	extracellular matrix	1.60E-14	2.703872	41.16202	94	5.87E-12
GO:0045177	apical part of cell	7.09E-14	2.780568	36.31424	85	2.31E-11
GO:0062023	collagen-containing extracellular matrix	1.81E-13	2.916182	31.20204	76	5.73E-11
GO:0009611	response to wounding	4.18E-12	2.523357	39.66362	86	1.13E-09
GO:0048871	multicellular organismal homeostasis	6.13E-12	2.457509	41.95529	89	1.60E-09
GO:0009615	response to virus	1.19E-11	3.080934	23.09304	59	3.02E-09
GO:0030198	extracellular matrix organization	1.22E-11	3.044034	23.71003	60	3.05E-09
GO:0043062	extracellular structure organization	1.44E-11	3.029359	23.79817	60	3.48E-09
GO:0016324	apical plasma membrane	1.92E-11	2.825989	27.67639	66	4.54E-09
GO:0050900	leukocyte migration	4.28E-11	2.715119	29.43922	68	9.71E-09
GO:0050673	epithelial cell proliferation	4.95E-11	2.489046	36.75495	79	1.10E-08
GO:0030595	leukocyte chemotaxis	1.03E-10	3.275724	18.24526	49	2.11E-08
GO:0051607	defense response to virus	1.63E-10	3.133232	19.65552	51	3.28E-08
GO:0060326	cell chemotaxis	2.30E-10	2.787231	25.38471	60	4.45E-08
GO:0050839	cell adhesion molecule binding	2.40E-10	3.012289	21.06579	53	4.58E-08
GO:0030546	signaling receptor activator activity	2.61E-10	2.304516	42.13157	85	4.93E-08
GO:0048018	receptor ligand activity	3.20E-10	2.305973	41.60273	84	5.99E-08
GO:0042060	wound healing	4.67E-10	2.54032	31.02576	68	8.53E-08
GO:0031589	cell-substrate adhesion	5.28E-10	2.572974	29.79178	66	9.49E-08
GO:0042379	chemokine receptor binding	6.14E-10	6.770754	4.935917	22	1.10E-07
GO:0001667	ameboidal-type cell migration	6.99E-10	2.403898	35.34469	74	1.24E-07
GO:0016323	basolateral plasma membrane	8.40E-10	2.999406	19.91995	50	1.47E-07
GO:0043588	skin development	2.12E-09	2.678616	24.85587	57	3.55E-07
GO:0046977	TAP binding	2.90E-09	93.61202	0.881414	9	4.83E-07
GO:0050678	regulation of epithelial cell proliferation	7.41E-09	2.397907	31.02576	65	1.20E-06
GO:0005902	microvillus	7.71E-09	4.49066	7.932723	27	1.24E-06
GO:0050878	regulation of body fluid levels	8.68E-09	2.424222	29.79178	63	1.38E-06
GO:0090132	epithelium migration	8.95E-09	2.60486	24.5033	55	1.40E-06
GO:0090130	tissue migration	1.16E-08	2.581401	24.67958	55	1.77E-06
GO:0048525	negative regulation of viral process	1.74E-08	4.132851	8.725995	28	2.53E-06
GO:0010631	epithelial cell migration	1.82E-08	2.567568	24.32702	54	2.63E-06
GO:1990868	response to chemokine	2.20E-08	5.228886	5.81733	22	3.07E-06
GO:1990869	cellular response to chemokine	2.20E-08	5.228886	5.81733	22	3.07E-06
GO:0045785	positive regulation of cell adhesion	2.18E-08	2.2257	36.04982	71	3.07E-06
GO:0019221	cytokine-mediated signaling pathway	2.59E-08	2.379486	29.26293	61	3.57E-06
GO:0005903	brush border	2.75E-08	3.498254	11.63466	33	3.75E-06
GO:0043903	regulation of interspecies interactions<br>between organisms	3.06E-08	2.926389	17.01128	42	4.08E-06
GO:0005201	extracellular matrix structural<br>constituent	3.07E-08	3.399201	12.25165	34	4.08E-06
GO:0002064	epithelial cell development	3.17E-08	2.690378	20.80136	48	4.19E-06
GO:0045071	negative regulation of viral genome<br>replication	3.57E-08	5.648252	5.024058	20	4.66E-06

P value is hypergeometric test, P value adjust was Benjamini-Hochberg method

Supplementary Table 3: Gene Set Enrichment Analysis Model Compare

MSigDB Signature Name		3D vs 2D		Sorted vs 2D		Sorted vs 3D		Sorted vs Total	
		ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)
Chromatin	BENPORATH_EED_TARGETS.grp	0.445	1.580	-0.293	1.224	-0.362	1.826	-0.494	1.603
	BENPORATH_PRC2_TARGETS.grp	0.485	2.013	-0.304	1.096	-0.347	1.277	-0.511	1.718
	PRC2_EED_UP.V1_DN.grp	-0.274	0.932	-0.428	2.863	-0.422	2.227	-0.403	0.635
	PRC2_EED_UP.V1_UP.grp	0.507	2.046	0.356	0.905	-0.217	0.076	-0.244	0.000
	PRC2_EZH2_UP.V1_DN.grp	-0.447	3.228	-0.487	3.543	-0.403	1.791	-0.366	0.355
	PRC2_EZH2_UP.V1_UP.grp	0.526	2.315	0.351	0.915	-0.253	0.246	-0.372	0.405
	GO_CHROMATIN.grp	0.290	0.226	-0.420	3.795	-0.469	4.000	-0.451	1.191
	GO_CHROMATIN_BINDING.grp	0.216	0.054	-0.446	4.051	-0.502	4.000	-0.442	1.052
Cell Cycle	BIOCARTA_CELLCYCLE_PATHWAY.grp	-0.388	0.734	-0.626	2.865	-0.634	2.879	-0.454	0.397
	REACTOME_CELL_CYCLE.grp	-0.505	4.000	-0.510	4.000	-0.411	2.921	-0.185	0.000
	KEGG_CELL_CYCLE.grp	-0.421	2.651	-0.560	4.000	-0.489	3.277	-0.197	0.000
	GO_CELL_CYCLE_DNA_REPLICATION.grp	-0.660	4.000	-0.659	4.000	-0.506	2.511	-0.277	0.000
	GO_DNA_DEPENDENT_DNA_REPLICATION.grp	-0.613	4.000	-0.591	4.000	-0.443	2.398	-0.257	0.000
	GO_DNA_REPLICATION.grp	-0.544	4.000	-0.527	4.000	-0.413	2.393	-0.256	0.000
	KEGG_DNA_REPLICATION.grp	-0.729	4.000	-0.656	4.000	-0.381	0.603	0.211	0.164
	REACTOME_EUKARYOTIC_TRANSLATION_ELONGATION.grp	-0.549	4.000	-0.645	4.000	-0.568	4.000	-0.672	4.000
	HALLMARK_MITOTIC_SPINDLE.grp	-0.356	2.149	-0.555	4.000	-0.544	4.000	-0.393	0.559
	HALLMARK_MYC_TARGETS_V1.grp	-0.642	4.000	-0.537	4.000	-0.321	0.904	-0.198	0.000
	HALLMARK_MYC_TARGETS_V2.grp	-0.725	4.000	-0.543	3.198	-0.299	0.270	0.399	1.958
	REACTOME_MITOTIC_PROMETAPHASE.grp	-0.635	4.000	-0.575	4.000	-0.438	2.623	-0.218	0.000
	REACTOME_MITOTIC_SPINDLE_CHECKPOINT.grp	-0.690	4.000	-0.626	4.000	-0.474	2.646	-0.210	0.000
	HALLMARK_E2F_TARGETS.grp	-0.694	4.000	-0.638	4.000	-0.492	3.438	-0.152	0.000
	HALLMARK_G2M_CHECKPOINT.grp	-0.631	4.000	-0.677	4.000	-0.585	4.000	-0.351	0.292
	BIOCARTA_MCM_PATHWAY.grp	-0.695	3.970	-0.752	4.079	-0.591	1.974	-0.180	0.000
Immunity	BIOCARTA_TOLL_PATHWAY.grp	0.667	2.338	0.397	0.408	-0.423	0.664	0.369	0.907
	HALLMARK_INFLAMMATORY_RESPONSE.grp	0.622	4.000	0.409	1.446	-0.332	0.884	-0.496	1.501
	HALLMARK_INTERFERON_ALPHA_RESPONSE.grp	0.753	4.000	0.503	2.213	-0.458	2.272	-0.261	0.000
	HALLMARK_INTERFERON_GAMMA_RESPONSE.grp	0.690	4.000	0.485	2.865	-0.373	1.464	-0.349	0.267
	REACTOME_IMMUNOREGULATORY_INTERACTIONS_BETWEEN_A_LYMPHOID_AND_A_NON_LYMPHOID_CELL.grp	0.614	2.032	0.675	3.988	0.643	4.000	-0.746	4.000
	REACTOME_INTERFERON_ALPHA_BETA_SIGNALING.grp	0.805	4.000	0.457	1.168	-0.594	3.397	-0.332	0.079
	REACTOME_INTERFERON_GAMMA_SIGNALING.grp	0.707	4.000	0.571	3.176	0.307	0.710	-0.361	0.258
	REACTOME_INTERFERON_SIGNALING.grp	0.609	4.000	0.349	0.893	-0.371	1.448	-0.269	0.000
	REACTOME_COMPLEMENT_CASCADE.grp	0.395	0.168	0.737	4.085	0.829	4.000	-0.463	0.612
	GO_COMPLEMENT_ACTIVATION.grp	0.358	0.144	0.746	4.000	0.820	4.000	-0.481	0.881
	HALLMARK_COMPLEMENT.grp	0.474	1.735	0.396	1.341	0.288	0.818	-0.538	2.024
	KEGG_ANTIGEN_PROCESSING_AND_PRESENTATION.grp	0.698	3.924	0.655	3.714	0.612	4.000	-0.450	0.643
	GO_HUMORAL_IMMUNE_RESPONSE.grp	0.600	3.324	0.672	4.000	0.558	4.000	-0.381	0.423
	GO_REGULATION_OF_HUMORAL_IMMUNE_RESPONSE.grp	0.569	1.281	0.780	4.000	0.751	4.000	-0.490	0.982
	HALLMARK_ALLOGRAFT_REJECTION.grp	0.464	1.439	0.447	2.053	0.351	1.469	-0.666	4.000
	HALLMARK_COAGULATION.grp	0.385	0.627	0.484	2.202	0.433	2.420	-0.339	0.190
Lung Lineage	MOUSE_LUNG_LINEAGE.grp	0.925	4.000	0.880	4.000	0.616	4.000	0.569	4.000
	REACTOME KERATINIZATION.grp	0.767	4.000	0.446	1.085	-0.497	2.185	0.377	1.413
	REACTOME_SURFACTANT_METABOLISM.grp	0.815	4.000	0.798	4.000	0.598	2.429	-0.522	0.872
	BIOCARTA KERATINOCYTE_PATHWAY.grp	0.620	2.523	-0.252	0.098	-0.476	1.693	-0.403	0.382
	GO_AXONEME_ASSEMBLY.grp	0.367	0.173	0.723	4.000	0.707	4.000	0.756	4.000
	GO_DYNEIN_COMPLEX.grp	0.351	0.175	0.702	4.000	0.675	4.000	0.541	4.000
	KEGG_DRUG_METABOLISM_CYTOCHROME_P450.grp	0.776	4.000	0.687	4.126	0.375	0.855	0.515	2.530
	GO_CELL_FATE_COMMITMENT.grp	0.455	1.402	-0.404	2.071	-0.538	4.000	-0.547	2.113
	GO KERATINIZATION.grp	0.759	4.000	0.398	0.857	-0.525	2.938	0.419	1.924
	GO_LUNG_ALVEOLUS_DEVELOPMENT.grp	0.684	3.309	0.415	0.776	-0.509	1.841	-0.541	1.352
	GO_LUNG_EPITHELIUM_DEVELOPMENT.grp	0.609	1.991	0.453	0.940	-0.332	0.255	-0.460	0.610
	GO MOTILE_CILIUM.grp	0.289	0.147	0.597	4.000	0.567	4.000	0.536	4.000
	GO_POSITIVE_REGULATION_OF_EPITHELIAL_CELL_PROLIFERATION_INVOLVED_IN_LUNG_MORPHOGENESIS.grp	-	-	0.763	1.308	-	-	-0.521	0.097
	GO_EPITHELIAL_CELL_PROLIFERATION_INVOLVED_IN_LUNG_MORPHOGENESIS.grp	0.632	0.986	0.713	1.658	0.694	1.800	-0.255	0.000
	GO_POSITIVE_REGULATION_OF_EPITHELIAL_CELL_PROLIFERATION.grp	0.428	1.173	0.292	0.450	-0.305	0.621	-0.436	0.884

Supplementary Table 4: Gene Set Enrichment Analysis Between *Ezh2* Genotypes

		Ezh2 Het vs WT						Ezh2 Null vs Het						Ezh2 Null vs WT					
		2D		3D		Sorted		2D		3D		Sorted		2D		3D		Sorted	
		ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)
Histone and DNA Methylation	MSigDB Signature Name																		
	GO_HISTONE_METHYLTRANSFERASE_COMPLEX.grp	0.122	0.000	0.198	0.000	0.546	2.903	-0.255	0.177	-0.221	0.022	-0.386	0.966	-0.322	0.400	0.123	0.000	0.275	0.322
	GO_HISTONE_LYSINE_N_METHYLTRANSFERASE_ACTIVITY.grp	0.135	0.000	0.309	0.000	0.515	1.776	-0.421	0.848	-0.266	0.027	-0.454	1.078	-0.436	0.775	0.194	0.000	-0.199	0.014
	REACTOME_PKMTS_METHYLATE_HISTONE_LYSINES.grp	0.214	0.007	0.291	0.000	0.505	1.751	-0.508	1.431	-0.345	0.427	-0.516	1.721	-0.505	1.188	-0.175	0.000	-0.293	0.065
	GO_PCG_PROTEIN_COMPLEX.grp	0.356	0.464	0.340	0.062	0.616	2.911	-0.372	0.614	-0.272	0.038	-0.554	2.046	-0.263	0.015	0.297	0.000	-0.184	0.016
	GO_HISTONE_METHYLATION.grp	0.194	0.011	0.212	0.000	0.444	2.078	-0.203	0.101	-0.175	0.000	-0.383	1.144	0.256	0.015	0.193	0.000	0.204	0.061
	HOOQUE_METHYLATED_IN_CANCER.grp	-0.365	0.409	-0.702	2.998	-0.517	1.032	0.608	1.453	-0.417	0.716	-0.316	0.180	0.649	1.614	-0.448	0.808	-0.473	0.801
	WANG_METHYLATED_IN_BREAST_CANCER.grp	0.530	1.347	-0.461	0.666	0.438	0.891	-0.419	0.748	0.372	0.141	0.426	0.812	0.443	0.297	-0.248	0.179	0.609	2.780
	GO_REGULATION_OF_HISTONE_METHYLATION.grp	0.308	0.307	0.250	0.000	0.413	1.045	0.193	0.002	-0.153	0.001	-0.276	0.141	0.396	0.248	0.225	0.000	0.294	0.316
	GO_COVALENT_CHROMATIN_MODIFICATION.grp	0.221	0.234	0.159	0.000	0.392	1.849	0.184	0.000	-0.191	0.031	-0.283	0.628	0.216	0.005	0.139	0.000	0.207	0.270
GO_HISTONE_H3_K9_MODIFICATION.grp	0.232	0.017	0.351	0.087	0.288	0.074	0.407	0.214	-0.195	0.002	-0.220	0.009	0.545	0.842	0.325	0.000	0.387	0.638	
Polycomb Gene Targets	KAMMINGA_EZH2_TARGETS.grp	0.582	2.238	0.270	0.000	-0.169	0.022	-0.339	0.420	-0.259	0.032	-0.634	2.722	0.490	0.486	-0.169	0.001	-0.634	2.338
	BRIDEAU_IMPRINTED_GENES.grp	-0.468	0.873	-0.516	1.247	0.412	0.913	0.622	1.570	0.742	4.000	0.562	2.560	0.576	1.105	0.684	3.031	0.571	3.071
	PASINI_SUZ12_TARGETS_DN.grp	0.293	0.730	-0.529	3.251	-0.295	0.162	0.369	0.375	-0.283	0.602	0.264	0.466	0.466	1.083	-0.496	3.499	0.255	0.460
	MEISSNER_NPC_HCP_WITH_H3K4ME3_AND_H3K27ME3.grp	0.584	2.888	0.375	0.224	-0.379	0.397	0.499	0.915	0.429	0.698	-0.325	0.453	0.616	1.906	0.441	0.789	0.335	0.631
	MEISSNER_BRAIN_HCP_WITH_H3K27ME3.grp	-0.363	0.614	-0.393	0.636	-0.424	0.709	0.702	3.564	0.504	1.225	-0.364	1.520	0.719	4.000	-0.346	0.493	-0.403	0.756
	BENPORATH_EED_TARGETS.grp	0.344	1.255	-0.374	1.111	-0.457	1.490	0.641	3.827	0.341	0.566	-0.289	0.728	0.637	4.000	-0.374	1.473	-0.453	1.720
	BENPORATH_SUZ12_TARGETS.grp	0.343	1.255	-0.384	1.198	-0.484	1.883	0.593	3.084	0.400	0.980	-0.311	0.963	0.572	2.673	-0.345	0.692	-0.499	2.326
	BENPORATH_ES_WITH_H3K27ME3.grp	-0.363	1.145	-0.455	2.165	-0.495	2.046	0.643	3.631	0.436	1.296	-0.292	0.784	0.626	4.000	-0.361	1.321	-0.469	1.899
	MIKKELSEN_MCV6_HCP_WITH_H3K27ME3.grp	-0.378	0.816	-0.466	1.422	-0.510	1.833	0.607	2.490	0.624	4.000	0.322	0.722	0.503	1.064	0.469	1.469	-0.461	1.374
	MIKKELSEN_IPS_WITH_HCP_H3K27ME3.grp	-0.482	0.594	-0.659	1.843	-0.515	0.637	0.878	4.000	0.566	0.936	0.409	0.542	0.896	4.000	-0.563	1.275	-0.509	0.769
	MIKKELSEN_NPC_HCP_WITH_H3K27ME3.grp	0.478	2.055	-0.460	1.298	-0.519	1.876	0.667	3.962	0.588	3.091	0.356	0.987	0.690	4.000	0.508	1.842	-0.445	1.186
	ACEVEDO_LIVER_CANCER_WITH_H3K27ME3_UP.grp	0.275	0.369	-0.324	0.385	-0.519	2.052	0.622	2.974	0.354	0.448	0.405	1.706	0.620	2.653	-0.324	0.565	-0.383	0.770
	BM1L_DN.V1_UP.grp	0.412	1.359	-0.553	2.668	-0.536	2.122	0.473	0.933	-0.471	1.951	0.376	1.155	0.489	0.965	-0.596	3.903	-0.448	1.308
	MEISSNER_NPC_HCP_WITH_H3K27ME3.grp	-0.347	0.347	0.022	-0.547	0.728	0.856	0.366	1.070	-0.468	0.548	0.839	0.302	0.616	1.121	-0.670	1.529		
BENPORATH_PRC2_TARGETS.grp	0.380	1.349	-0.447	1.511	-0.556	2.847	0.661	3.689	0.419	0.975	0.318	0.841	0.636	3.624	0.363	0.680	-0.523	2.389	
MIKKELSEN_MEF_HCP_WITH_H3K27ME3.grp	-0.417	1.184	-0.476	1.681	-0.585	3.575	0.370	0.279	0.622	4.000	0.358	1.197	-0.395	1.009	0.452	1.366	-0.479	1.728	
HOX Genes	GO_ANTERIOR_POSTERIOR_PATTERN_SPECIFICATION.grp	-0.333	0.553	-0.289	0.135	-0.282	0.081	0.769	4.000	-0.346	0.741	-0.302	0.461	0.776	4.000	0.292	0.015	-0.390	0.748
	GO_EMBRYONIC_ORGAN_MORPHOGENESIS.grp	0.394	1.380	-0.414	1.120	-0.342	0.334	0.471	0.993	-0.413	1.488	-0.364	1.131	0.540	1.606	-0.464	2.180	-0.448	1.308
	GO_EMBRYONIC_SKELETAL_SYSTEM_DEVELOPMENT.grp	0.338	0.597	-0.477	1.257	0.285	0.131	0.815	4.000	-0.421	1.039	-0.582	2.968	0.840	4.000	-0.612	3.591	-0.561	2.139
	GO_SKELETAL_SYSTEM_MORPHOGENESIS.grp	-0.321	0.596	-0.501	2.019	-0.332	0.256	0.721	4.000	-0.396	1.255	-0.461	2.096	0.711	4.000	-0.616	4.000	-0.522	2.162
EMT	REACTOME_ACTIVATION_OF_ANTERIOR_HOX_GENES_IN_HINDBRAIN.grp	0.333	0.457	0.193	0.000	0.421	1.122	0.558	1.451	0.287	0.049	-0.475	1.583	0.694	3.539	-0.251	0.024	-0.328	0.181
	AIGNER_ZEB1_TARGETS.grp	0.562	1.583	-0.475	0.810	-0.305	0.063	-0.714	4.000	-0.365	0.381	0.334	0.283	-0.664	2.435	-0.445	0.808	0.334	0.318
	ANASTASSIOU_MULTICANCER_INVASIVENESS_SIGNATURE.grp	-0.369	0.408	-0.819	4.000	-0.705	3.841	0.811	3.786	0.525	0.743	-0.643	3.516	0.809	4.000	-0.788	4.000	-0.802	4.000
	GO_CLUSTER_OF_ACTIN_BASED_CELL_PROJECTIONS.grp	-0.380	0.801	0.340	0.259	-0.346	0.286	0.304	0.041	0.538	1.887	0.290	0.367	-0.381	0.794	0.581	3.128	-0.333	0.333
	GO_COMPLEX_OF_COLLAGEN_TRIMERS.grp					-0.740	2.604	0.723	1.649			0.367	0.214	0.829	2.404			-0.685	2.018
	GO_EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT.grp	0.356	0.712	-0.672	3.759	-0.644	3.905	0.577	1.745	0.397	0.483	-0.462	1.911	0.613	2.033	-0.575	3.033	-0.691	4.000
	HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION_UP.grp	0.313	0.677	-0.694	4.000	-0.505	1.877	0.613	2.948	0.379	0.563	-0.425	1.805	0.633	3.272	-0.627	4.000	-0.565	3.151
	HOLLERN_EMT_BREAST_TUMOR_UP.grp	-0.415	1.145	-0.643	4.000	-0.638	3.865	0.585	2.084	0.363	0.441	0.508	2.966	0.499	1.075	-0.506	2.550	-0.372	0.621
	JECHLINGER_EPITHELIAL_TO_MESENCHYMAL_TRANSITION_UP.grp	-0.412	0.774	-0.641	2.964	-0.653	3.986	0.647	2.454	-0.451	1.071	-0.314	0.314	0.587	1.316	-0.592	2.890	-0.659	4.321
	MISHRA_CARCINOMA_ASSOCIATED_FIBROBLAST_UP.grp					-0.505	0.635					-0.446	0.635					-0.533	0.887
	ONDER_CDH1_TARGETS_2_UP.grp	-0.337	0.786	-0.483	1.898	-0.457	1.377	0.669	3.740	0.435	1.055	-0.362	1.144	0.695	4.000	-0.360	0.977	-0.514	2.273
	NABA_COLLAGENS.grp	0.382	0.284	-0.630	1.357	-0.538	0.983	0.750	2.502			-0.371	0.317	0.810	2.926	-0.704	2.245	-0.581	1.380
	NABA_ECM_GLYCOPROTEINS.grp	0.363	0.785	-0.620	3.223	-0.698	4.000	0.586	1.911	0.447	0.844	-0.454	1.893	0.611	2.012	-0.499	2.036	-0.743	4.000
	PEDERSEN_METASTASIS_BY_ERBB2_ISOFORM_1.grp	-0.430	0.794	0.353	0.104	0.504	1.665	0.430	0.283	0.355	0.162	0.432	0.993	0.374	0.117	0.390	0.266	0.677	4.000
Immunity	REACTOME_COLLAGEN_BIOSYNTHESIS_AND_MODIFYING_ENZYMES.grp	-0.340	0.297	-0.615	1.852	-0.411	0.369	0.701	2.737	-0.488	1.021	-0.395	0.724	0.719	2.881	-0.657	3.011	-0.523	1.369
	REACTOME_COLLAGEN_CHAIN_TRIMERIZATION.grp	0.382	0.311	-0.630	1.288	-0.538	1.042	0.750	2.462			-0.371	0.319	0.810	2.843	-0.704	2.376	-0.581	1.531
	REACTOME_COLLAGEN_FORMATION.grp	-0.353	0.521	-0.643	3.196	-0.517	1.416	0.636	2.347	-0.503	1.393	-0.329	0.455	0.643	2.066	-0.712	4.000	-0.523	1.609
	REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION.grp	-0.314	0.595	-0.577	3.347	-0.607	3.892	0.528	1.645	-0.406	1.408	-0.350	1.069	0.532	1.609	-0.582	4.000	-0.625	4.000
	SARRIO_EPITHELIAL_MESENCHYMAL_TRANSITION_UP.grp	0.514	2.411	-0.217	0.013	-0.258	0.061	-0.266	0.423	-0.315	0.648	-0.360	1.061	0.399	0.438	-0.305	0.480	-0.424	1.051
	WU_CELL_MIGRATION.grp	0.343	0.916	-0.470	1.646	-0.444	1.090	-0.359	0.998	-0.326	0.719	0.411	1.711	0.375	0.329	-0.483	2.387	0.290	0.580
	REACTOME_INTERLEUKIN_10_SIGNALING.grp	-0.529	0.965	-0.623	1.629	-0.811	4.000	-0.611	1.448	-0.690	2.803	0.747	4.000	-0.585	1.161	-0.819	4.000	-0.572	1.511
	GO_INTERLEUKIN_6_PRODUCTION.grp	0.355	0.821	-0.400	0.820	-0.648	3.851	0.324	0.082	-0.471	1.841	0.517	2.772	0.396	0.327	-0.629	4.000	-0.440	1.089
	ZHANG_INTERFERON_RESPONSE.grp			0.491	0.246	-0.615	1.375	0.836	2.685	-0.847	4.000	0.262	0.003	0.830	2.280	-0.779	3.747	-0.554	1.020
	HALLMARK_INTERFERON_ALPHA_RESPONSE.grp	-0.409	0.910	0.346	0.205	-0.453	1.004	0.685	3.990	-0.736	4.000	-0.202	0.009	0.642	2.651	-0.674	4.000	-0.435	1.000
	BROWNE_INTERFERON_RESPONSE_GENES.grp	-0.357	0.																

Supplementary Table 5: H3K27me3 Peaks Shared by *Ezh2* Het vs *Ezh2* WT or *Ezh2* Null

1568 Genes Associated with 1082 Conserved H3K27me3 Peaks in All Three <i>Ezh2</i> Genotypes										
Gene Families of Interest are Highlighted in Yellow										
Aasdh	Bsx	Cyp26b1	Fbxo2	Grrp1	Kif1a	Neurog2	Pknox2	Rtn4rl2	Sptlc1	Vgf
Aatk	Btaf1	Cyp46a1	Fbxo44	Gsc	Kif26a	Nfam1	Pkp1	Runx3	Srrm3	Vgll2
Abcb5	Btrc	Cys1	Fbxw4	Gsx1	Kif26b	Nfatc1	Plcl1	Rxfp3	Srxn1	Vim
Abcc4	C1qa	Cyth4	Fcnb	Gsx2	Kirrel2	Nfatc2	Plekhd1	Rybp	Sstr2	Vipr1
Abcd4	C1ql3	Cytip	Fem1b	Gtdc1	Kirrel3	Nfe2l3	Plin5	S1pr3	Sstr5	Vsx2
Abcg4	C1ql4	Cyyr1	Fev	H13	Kit	Ngfr	Plk5	S1pr5	Ssx2ip	Vwa5b2
Abhd5	C1qtnf4	D430041D	Fez1	H1fx	Klf15	Nhlh2	Pltp	Sall2	St3gal4	Vwa8
Abt1	C2cd4a	D630044L2	Fezf2	H2afy	Klhdca7a	Nhs12	Plvap	Sall3	Stac2	Wdpcp
Abtb1	Cabp1	Daam1	Fgf15	H2afy2	Klhl15	Nkain3	Plxdc1	Sall4	Stard4	Wdr24
Acacb	Cabp7	Dact1	Fgf16	H2-Q1	Klhl29	Nkd1	Plxna4	Satb2	Stk17b	Wdr36
Acdbd6	Cacna1c	Dagla	Fgf20	H6pd	Klhl30	Nkd2	Plxnc1	Sbk1	Stk33	Wdr41
Accsl	Cacna1g	Ddn1	Fgf3	Hand1	Klhl42	Nkiras2	Pmch	Scaf11	Stum	Wdr76
Acot7	Cacna1h	Dnbdd1	Fgf4	Hand2	Krt1	Nkpd1	Pmp22	Scarf2	Stx17	Wfdc18
Acr	Cacna1i	Dbx1	Fgf5	Hapln2	Krt5	Nkx1-1	Pnmal2	Scn1b	Stx8	Wfdc21
Acsf3	Cacna1s	Dclk2	Fgf8	Hapln4	Krt71	Nkx1-2	Podn	Scn4b	Sulf2	Wipf1
Actr5	Cacna2d2	Dclk3	Fgf9	Has2	Lamc3	Nkx2-1	Podxl2	Scn5a	Sult5a1	Wipf3
Acvr1c	Cacnb4	Ddn	Fgfr1	Hck	Laptm5	Nkx2-2	Pofut2	Scrg1	Sv2c	Wiz
Acvr1l	Calcoco1	Ddx39	Fhod3	Hcn4	Lbx1	Nkx2-3	Pola1	Scrt1	Syndig1l	Wnk2
Adam11	Camk2b	Deaf1	Fibcd1	Hcrt2	Lef1	Nkx2-4	Polg	Scrt2	Synm	Wnt1
Adam33	Camk2d	Dedd2	Fli1	Hdac4	Lemd1	Nkx2-5	Poll	Scube2	Sypl2	Wnt10a
Adamts1	Camk4	Dennd1a	Flna	Hdglf3	Letm2	Nkx2-6	Poln	Scube3	Syt17	Wnt10b
Adamts14	Car15	Dennd2a	Flnr1	Hdhd5	Lgi3	Nkx3-1	Polr2m	Sdc3	Syt2	Wnt11
Adamts8	Car4	Det1	Flt1	Hectd2	Lgr5	Nkx3-2	Pou2f2	Sdr16c6	Syt6	Wnt2
Adamtsl5	Car7	Dgcr14	Fmn1	Hecw2	Lgr6	Nkx6-1	Pou3f1	Sds1	Syt7	Wnt2b
Adarb1	Caskin1	Dgkg	Fndc5	Helt	Lhx1	Nkx6-2	Pou3f2	Sec13	Tab2	Wnt3
Adcy5	Casq2	Dgkh	Foxa2	Hes2	Lhx2	Nkx6-3	Pou3f3	Sec22a	Tacr3	Wnt3a
Adcy7	Cav3	Dgki	Foxb1	Hes3	Lhx3	Nlrx1	Pou4f1	Sec22c	Taf7	Wnt4
Add3	Cbfa2t3	Dgkz	Foxb2	Hes5	Lhx4	Nnmt	Pou4f2	Sec31b	Tal1	Wnt5a
Adgra2	Cbll1	Dhdds	Foxd1	Hes7	Lhx5	Nog	Pou5f2	Sec61a1	Tas1r2	Wnt5b
Adgrb1	Cbln1	Dhh	Foxd2	Hey1	Lhx6	Nol4	Ppargc1a	Sema5b	Tax1bp1	Wnt7a
Adgrb2	Cbx4	Dhx15	Foxd4	Hey2	Lhx9	Nol4l	Ppif	Sema6a	Tbata	Wnt8b
Adgrl1	Cbx5	Dio3	Foxe1	Hfe2	Lilr4b	Notum	Ppip5k1	Sema6b	Tbc1d16	Wnt9b
Adora2a	Cbx8	Dirc2	Foxe3	Hhip	Lin28a	Nova2	Ppm1e	Sema6c	Tbc1d24	Wrap73
Adra2a	Cc2d2b	Disc1	Foxf1	Hhip1	Lingo1	Npas1	Ppm1j	Sept3	Tbc1d9	Wt1
Adra2b	Ccbe1	Dlgap2	Foxf2	Hic1	Lingo3	Nphp3	Ppm1n	Sept9	Tbca	Xirp2
Adrb1	Ccdc124	Dlgap3	Foxi3	Hif1an	Lix1l	Nphs1	Ppp1r37	Serpine2	Tbkbp1	Xkr7
Aebp1	Ccdc136	Dlgap4	Foxj2	Higd1b	Lman1	Npm1	Ppp1r3g	Serpinh1	Tbpl1	Ybx2
Aen	Ccdc155	Dlk2	Foxl1	Hivep3	Lmo2	Nppc	Ppp2r2c	Setx	Tbx1	Ythdf1
Agap2	Ccdc167	Dlx1	Foxl2	Hk3	Lmx1a	Npr1	Ppp2r5c	Sez6	Tbx15	Ywhae
Agtrap	Ccdc177	Dlx2	Foxn3	Hlcs	Lmx1b	Npr2	Ppy	Sfmbt2	Tbx2	Zbtb16
Ahi1	Ccdc182	Dlx3	Foxn4	Hlf	Lor	Nptx1	Prcd	Sfrp2	Tbx20	Zbtb40
Ak2	Ccdc188	Dlx4	Foxo6	Hlx	Lpar3	Nptxr	Prdm12	Sfrp5	Tbx21	Zbtb43
Ak4	Ccdc40	Dlx5	Foxs1	Hmx1	Lpcat2b	Npvf	Prdm13	Sh2d1b1	Tbx4	Zbtb44
Akap10	Ccin	Dlx6	Fras1	Hmx2	Lpin2	Npy	Prdm14	Sh2d1b2	Tcea1	Zbtb46
Akap2	Cck	Dmbx1	Frmd4b	Hoxa13	Lpo	Nr2e1	Prdm6	Sh2d4a	Tcerg1l	Zbtb7c
Aldh1a2	Ccm2l	Dmrt3	Frmd5	Hoxa3	Lrg1	Nr2f1	Prdm8	Sh3pxd2a	Tcf20	Zc3h8
Aldh1l1	Ccna1	Dmrt1	Frmpd1	Hoxa6	Lrmp	Nr2f2	Prdx2	Sh3rf3	Tcf21	Zcchc13
Alg3	Ccnd2	Dmrt2	Frmpd3	Hoxb13	Lrp2	Nr4a3	Prex1	Shank1	Tchh	Zcchc24

Alkal2	Ccnh	Dmxl2	Frzb	Hoxb4	Lrrc10b	Nr5a1	Prkcsh	Shank3	Tchhl1	Zdbf2
Alox12b	Ccnj	Dnaic1	Fstl4	Hoxb5	Lrrc4b	Nr5a2	Prkra	Shc3	Tcte1	Zdhhc14
Alox8	Ccr4	Dnajc19	Fxyd2	Hoxc13	Lrrc75b	Nrcam	Prhr	She	Tectb	Zdhhc7
Alpk1	Cd207	Dnajc22	Fxyd6	Hoxc4	Lrrn2	Nrg2	Pmt6	Shisa3	Tesc	Zeb1
Alx1	Cd248	Dnajc5g	Fxyd7	Hoxc8	Lrrn4	Nrip3	Pmt8	Shisa8	Tex29	Zeb2
Alx3	Cd3d	Dnase2a	Fzd3	Hoxd13	Lsm14b	Nrl	Prok2	Shmt2	Tfap2a	Zfand2a
Alx4	Cd3g	Dntt	Fzd9	Hoxd8	Ltbp4	Nrxn2	Prox1	Shox2	Tfap2b	Zfhx4
Amer2	Cdc20b	Doc2b	Gabpb2	Hoxd9	Ly6h	Nsf	Prr7	Sim1	Tfap2e	Zfp11
Amfr	Cdca2	Dock3	Gad1	Hpcal4	Lyzl4	Nsmaf	Prrt4	Sim2	Tgfr1	Zfp281
Ank1	Cdh22	Dpf3	Galnt16	Hps1	Lzts1	Nt5c1a	Prrx1	Sipa1l2	Them7	Zfp322a
Ank2	Cdh23	Dpysl5	Galr2	Hpse2	Mab21l2	Nt5c1b	Prrxl1	Six1	Tle3	Zfp326
Ankrd26	Cdk18	Draxin	Galr3	Hrh2	Macf1	Nt5c2	Prss12	Six2	Tlr2	Zfp385a
Ankrd27	Cdk5r2	Drd4	Garem2	Hrh3	Mad1l1	Ntn1	Prune2	Six3	Tlx1	Zfp385c
Ankrd33b	Cdk5rap3	Dscaml1	Gars	Hrh4	Maf	Ntng1	Psap1	Six6	Tlx2	Zfp423
Ankrd34b	Cdx1	Dusp10	Gas7	Hrk	Mafa	Ntng2	Psd	Skor1	Tlx3	Zfp454
Ankrd53	Cebpe	Dync1li1	Gas8	Hs3st3a1	Map1a	Ntrk1	Psd2	Slc12a7	Tm6sf1	Zfp462
Ankrd54	Cecr2	Dysf	Gata2	Hs3st3b1	Map1b	Ntsr1	Psemb2	Slc13a5	Tmcc2	Zfp503
Ankrd63	Celsr3	E030025P	Gata4	Hs3st6	Map2k3	Nuak2	Psemb7	Slc16a10	Tmeff2	Zfp518a
Anks1b	Cemip	Ebf1	Gata5	Hsd17b12	Map6	Numbl	Psmc1	Slc16a9	Tmem104	Zfp521
Anxa3	Cep120	Ebf2	Gbx1	Hspb1	Mapk4	Nup214	Psmf1	Slc17a7	Tmem108	Zfp523
Ap1b1	Cep135	Ebf3	Gbx2	Htatip2	Mapre3	Nupl2	Ptch1	Slc1a2	Tmem115	Zfp593
Ap1g2	Cep164	Ebf4	Gcnt1	Htra1	March4	Nxph1	Ptchd1	Slc1a7	Tmem132b	Zfp64
Ap1s1	Cep72	Ecel1	Gcnt3	Hydin	Mast1	Nxph3	Ptger3	Slc22a12	Tmem145	Zfp804a
Ap3b1	Cfap44	Edn2	Gdf10	Ice2	Matn1	Nxph4	Ptgfr	Slc24a4	Tmem150c	Zfp1
Apba1	Cfap65	Ednrb	Gdf2	Ifi44l	Mbip	Oaz1	Ptgis	Slc25a18	Tmem151a	Zfyve28
Apccdd1	Chchd4	Efcab11	Gdf6	Ifngr1	Mcam	Obscn	Pth1r	Slc25a37	Tmem151b	Zic3
Apeh	Chd2	Efcc1	Gdf7	Igdcc3	Mcidas	Obsl1	Pth2	Slc26a4	Tmem160	Zbbp2
Aqp4	Chmp1b	Efh1	Gdi2	Igf1	Mcrs1	Odf3l1	Pthlh	Slc26a6	Tmem161b	Zranb2
Aqp6	Chn1	Efna1	Gfi1	Igf1r	Mdga1	Ofcc1	Ptn	Slc2a13	Tmem163	Zswim2
Arhgap12	Chpf	Efna3	Gfra1	Igf2	Med13l	Olfm2	Ptpn5	Slc2a2	Tmem174	Zswim5
Arhgap20	Chrdl2	Efr3b	Gfra4	Igf2bp1	Med31	Olig1	Ptpu	Slc2a3	Tmem18	
Arhgap25	Chrm4	Efs	Gfral	Igf2bp3	Mef2c	Olig2	Pxylp1	Slc2a4	Tmem260	
Arhgef1	Chrna3	Egr2	Gfy	Igf2bp2	Mef2d	Olig3	Pygo1	Slc30a2	Tmem33	
Arhgef7	Chrna4	Egr3	Gins3	Igf2bp5	Megf11	Onecut1	Rab11a	Slc30a3	Tmem53	
Arl5a	Chrna5	Egr4	Gja3	Igf2bp1	Megf8	Onecut3	Rab11fip4	Slc32a1	Tmem74b	
Arl8a	Chst1	Eif3f	Gjc1	Ikzf3	Meiob	Os9	Rab28	Slc35d3	Tmem81	
Arrb1	Chst11	Eif4e3	Gkap1	Il17ra	Meis1	Osbp2	Rab44	Slc35f3	Tmod1	
Art2b	Chst2	Elavl3	Gli1	Il25	Meis2	Osbp16	Rab6b	Slc38a1	Tmod2	
Arx	Chst8	Elavl4	Gli2	Il6ra	Melk	Osr1	Ralgapa2	Slc38a3	Tmtc1	
Asb10	Cib4	Elfn1	Glir2	Inha	Meox1	Ostm1	Rarres1	Slc41a2	Tnfaip8l1	
Asb18	Cilp2	Elfn2	Glis1	Inhbb	Mettl3	Otof	Rasal3	Slc43a1	Tnfrsf25	
Ascl5	Cited1	Elov3	Glr3	Insig2	Mfap5	Otop1	Rasd2	Slc45a2	Tnik	
Asic1	Ckb	Elov4	Glyctk	Insm1	Mfsd4b1	Otop2	Rasgef1b	Slc47a1	Tnpo3	
Asic4	Clcn1	Emilin2	Gm10053	Insrr	Mfsd7c	Otp	Rasgef1c	Slc47a2	Tnrc6c	
Aspg	Cldn18	Emilin3	Gm10160	Ints3	Mgat5	Otub1	Rasgrp1	Slc52a3	Tns1	
Astl	Clec11a	Emx1	Gm10320	Iqcf6	Mgat5b	Otx1	Rax	Slc6a15	Tnxb	
Asxl3	Clec2l	Emx2	Gm10570	Irf4	Mgll	Otx2	Rbfox3	Slc6a20a	Tollip	
Atoh1	Clic4	En1	Gm10803	Irf5	Micall2	Oxtr	Rbm15	Slc6a20b	Tomm5	
Atp12a	Cistn1	En2	Gm11127	Irf8	Mkx	Pabpn1l	Rbm17	Slc6a4	Topaz1	
Atp2b2	Cmtr2	Engase	Gm11444	Irs4	Mlec	Pacsini	Rbm20	Slc6a7	Tox	

Atp2b3	Cnih3	Enho	Gm11733	Irx3	Mmd	Palm2	Rcn1	Slc7a8	Tpbgl
Atp2b4	Cnot10	Enthd1	Gm12830	Irx4	Mmp17	Panx2	Rec114	Slc8a3	Tppp
Atp5g2	Cnpy1	Eomes	Gm15155	Isl2	Mmp24	Papd5	Reep1	Slc9a2	Tpsg1
Atp6v1b1	Cntfr	Epha4	Gm17190	Islr	Mmp9	Paqr9	Rem1	Slc9a9	Trabd
Atp6v1c2	Cntn2	Epha8	Gm17455	Islr2	Mnx1	Parp1	Ren1	Slco4a1	Trank1
Atp6v1f	Coch	Ephb2	Gm20696	Ism2	Morc2a	Parp11	Ret	Slco5a1	Tril
Atp8b3	Col12a1	Ephx4	Gm27027	Itga11	Mom5	Parp16	Rfx4	Slf2	Trim36
Atp9a	Col13a1	Epm2aip1	Gm35911	Itga9	Mpo	Pax1	Rfx6	Smad2	Trim37
Atp9b	Col14a1	Eras	Gm42517	Itpr2	Mpp6	Pax2	Rgl1	Smarca2	Trim54
Atxn7l2	Col15a1	Ercc6	Gm4353	Jak1	Mreg	Pax3	Rgma	Smarcad1	Trim67
Avp	Col20a1	Erg	Gm4881	Jazf1	Mroh4	Pax5	Rgs10	Smoc1	Trim71
Avpr1a	Col23a1	Erh	Gm5093	Jph4	Mroh9	Pax6	Rgs20	Smug1	Trmo
Axin2	Col27a1	Espn	Gm525	Kalm	Mrps27	Pax7	Rgs6	Smyd2	Trnp1
B3galt1	Col2a1	Espnl	Gm6169	Kank4	Mrps9	Pbx1	Rgs9bp	Smyd3	Trp73
B3gat2	Col4a5	Esrrb	Gm7030	Kazald1	Msantd2	Pbx4	Rhbdl3	Snai2	Tspan33
B3gnt7	Col5a1	Etaa1	Gm9047	Kbtbd11	Msc	Pcdh19	Rhbg	Snx3	Tspear
B4galnt2	Col6a4	Etnk2	Gm9376	Kbtbd12	Msh2	Pcdhga3	Rhcg	Sobp	Tspoap1
Banp	Col8a2	Ets2	Gm9881	Kcna2	Msi1	Pced1b	Rhebl1	Soga1	Tsx
Barhl1	Colgalt2	Etv5	Gm9925	Kcnb1	Msi2	Pcolce2	Rhou	Sorcs2	Ttbk1
Barhl2	Commnd10	Evx1	Gm9955	Kcnc3	Msr1	Pcsk1n	Rhpn1	Sost	Ttc17
Barx1	Comp	Exoc3l2	Gmppa	Kcnc4	Msra	Pdcd4	Ric8b	Sowahd	Ttc28
Barx2	Copz2	Exoc7	Gnal	Kcnd3	Msx1	Pde2a	Rimklb	Sox1	Ttc29
Batf	Cpeb3	Exosc2	Gnao1	Kcng1	Msx2	Pde4a	Rims1	Sox10	Ttc9b
Batf3	Cplx2	Exosc9	Gnas	Kcng3	Mt2	Pde4dip	Rims2	Sox12	Ttl6
Baz1b	Cpne5	Extl1	Gnat1	Kcnh2	Mtbp	Pdgfra	Rims4	Sox14	Tub
BC029722	Cpne6	Extl3	Gnl2	Kcnh3	Mturn	Pdp2	Rin3	Sox17	Tubb3
BC052040	Cpne7	Eya1	Golga7b	Kcnip3	Mvb12b	Pdx1	Rnf146	Sox18	Twist2
Bcan	Cpxm1	Faah	Gorasp2	Kcnj1	Myb	Pdzd2	Rnf149	Sox2	Txndc5
Bcas1	Cpz	Fabp3	Gosr2	Kcnj12	Myh13	Pdzd8	Rnf150	Sox6	Txnip
Bcat1	Crabp1	Fahd2a	Got1	Kcnj4	Myl2	Pdzk1ip1	Rnf152	Sox7	Ube2j1
Bcl11a	Cracr2a	Faim	Gp1bb	Kcnk1	Myof	Pecr	Rnf17	Sox8	Ube2ql1
Bcl6b	Creb3l1	Fam131b	Gpat3	Kcnk12	Myom2	Peli2	Rnf19b	Sox9	Ubl4b
Bend4	Creb5	Fam163a	Gpc5	Kcnk13	Nacc2	Penk	Rnf220	Sp2	Uchl1
Bhlhe22	Creg2	Fam163b	Gpr1	Kcnk15	Nags	Pfkfb3	Robo3	Sp6	Ucn
Bhlhe23	Chhr1	Fam169a	Gpr135	Kcnk18	Nanos2	Pgbd5	Robo4	Sp8	Ufsp1
Bhlhe41	Chhr2	Fam171b	Gpr155	Kcnk2	Nat8l	Pglyrp3	Ropn1	Sp9	Uhrf1bp1l
Bin3	Crispld2	Fam189a2	Gpr157	Kcnk3	Ncald	Phf12	Rora	Spaca7	Unc5a
Blk	Crif1	Fam19a2	Gpr162	Kcnmb4	Ncan	Phf2	Rorb	Spag6	Uncx
Bloc1s3	Crtc1	Fam19a3	Gpr25	Kcnn1	Ncoa3	Phf21b	Ros1	Spag8	Upb1
Bmp10	Csgalnact1	Fam204a	Gpr50	Kcnn2	Ncs1	Phox2b	Rp1	Spata13	Urod
Bmp6	Csnk1e	Fam212b	Gpr84	Kcnq4	Ndrq4	Phpt1	Rpa1	Spata18	Ush1g
Bnc1	Cth	Fam69c	Greb1	Kctd1	Ndufs6	Pianp	Rplp1	Spdef	Ust
Bnip1	Cux2	Fam78a	Grem1	Kctd12	Nefh	Pias1	Rragd	Specc1	Utf1
Bnip2	Cxcr4	Fam81a	Grin2c	Kctd15	Nek7	Pih1h3b	Rras2	Speg	Utp11
Boc	Cxxc4	Fam90a1b	Grin2d	Kdelr1	Nelfcd	Pik3cd	Rspo1	Spocd1	Utp6
Brd7	Cxxc5	Fam98b	Grm2	Kdm3a	Nes	Pin1	Rspo3	Spon1	Uvrag
Brf2	Cygb	Fars2	Grm4	Kdm5b	Neurl1a	Pitpnb	Rtbdn	Sppl2c	Vash1
Brip1	Cym	Fbln7	Grm6	Kdr	Neurl2	Pitx1	Rtn2	Spsb1	Vax1
Brsk2	Cyp24a1	Fbxl15	Grm8	Keap1	Neurod2	Pitx2	Rtn4r	Spsb4	Vax2
Bsn	Cyp26a1	Fbxl16	Grp	Kif13b	Neurog1	Pitx3	Rtn4rl1	Sptb	Veph1

Supplementary Table 6: GREAT analysis of H3K27me3 ChIP peaks, Negative Log(q value)

		Genotype	<i>Ezh2</i> WT	<i>Ezh2</i> Het	<i>Ezh2</i> WT	<i>Ezh2</i> Het	<i>Ezh2</i> Null
MSigDB Signature Name		ChIP	EZH2	EZH2	H3K27me3	H3K27me3	H3K27me3
DNA Damage<br>Response, Cell Cycle<br>and Stemness	FISCHER_DREAM_TARGETS		0.305	15.498	0.000	0.008	0.06511267
	PUJANA_BRCA1_PCC_NETWORK		3.137	12.085	0.000	0.053	0.00753809
	GRAESSMANN_APOPTOSIS_BY_DOXORUBICIN_UP		3.368	15.567	0.000	0.193	1.83863793
	PUJANA_ATM_PCC_NETWORK		3.324	16.086	0.045	0.246	0.1656196
	ENK_UV_RESPONSE_KERATINOCYTE_DN		2.130	15.396	0.101	0.452	0.06025526
	WEI_MYCN_TARGETS_WITH_E_BOX		1.926	15.816	0.139	0.592	0.43970006
	BENPORATH_CYCLING_GENES		2.435	11.655	0.228	0.385	0.24242402
	ZWANG_CLASS_1_TRANSIENTLY_INDUCED_BY_EGF		8.955	12.032	0.636	0.705	2.40074425
	BENPORATH_NANOG_TARGETS		2.300	16.738	1.397	0.284	0.34409114
	BUYTAERT_PHOTODYNAMIC_THERAPY_STRESS_UP		7.975	21.758	0.724	1.258	1.32692351
	NAGASHIMA_NRG1_SIGNALING_UP		1.477	14.696	0.067	1.662	0.8134012
	GRAESSMANN_APOPTOSIS_BY_DOXORUBICIN_DN		2.404	32.806	0.257	2.148	0.84023448
	KIM_WT1_TARGETS_UP		6.596	16.576	2.188	2.022	3.36089618
	HAMAI_APOPTOSIS_VIA_TRAIL_UP		1.123	14.463	2.243	1.815	0.09505622
	DACOSTA_UV_RESPONSE_VIA_ERCC3_COMMON_DN		11.750	23.253	4.466	4.770	2.00188085
	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN		9.382	20.722	2.580	10.194	2.7826927
	DACOSTA_UV_RESPONSE_VIA_ERCC3_DN		18.309	36.870	6.418	8.715	2.67154508
Canonical PRC2<br>Targets	MIKKELSEN_NPC_HCP_WITH_H3K27ME3		23.893	0.185	32.812	7.357	2.04401845
	BENPORATH_PRC2_TARGETS		29.245	0.003	50.527	19.736	1.46147904
	MEISSNER_NPC_HCP_WITH_H3K4ME2_AND_H3K27ME3		29.785	0.058	37.662	14.258	2.03322239
	BENPORATH_EED_TARGETS		31.873	0.021	58.927	26.296	1.9365808
	MIKKELSEN_MEF_HCP_WITH_H3K27ME3		32.348	0.011	70.938	20.176	1.67587038
	BENPORATH_SUZ12_TARGETS		32.452	0.039	78.863	29.115	3.7022519
	MIKKELSEN_MCV6_HCP_WITH_H3K27ME3		36.515	0.093	50.221	28.184	1.01935089
	BENPORATH_ES_WITH_H3K27ME3		39.326	0.036	78.153	34.530	2.37539656

Supplementary Table 7: Gene Set Enrichment Analysis for FOXP2 over-expressing cells

MSigDB Signature Names		HBEC3KT		BEAS2B		H460		H2030	
		ES	negLog(q)	ES	negLog(q)	ES	negLog(q)	ES	negLog(q)
EMT + TGFβ	HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION.grp	0.522	2.064	0.453	1.537	0.585	1.428	0.400	0.559
	GO_EPITHELIAL_TO_MESENCHYMAL_TRANSITION.grp	-0.251	0.318	0.468	1.374	0.518	0.838	0.291	0.215
	GO_POSITIVE_REGULATION_OF_MESENCHYMAL_CELL_PROLIFERATION.grp	0.600	1.093	0.849	3.132	0.727	1.155	0.693	0.435
	ONDER_CDH1_TARGETS_2_UP.grp	0.474	1.608	-0.365	0.338	-0.401	0.287	-0.286	0.142
	CHARAFE_BREAST_CANCER_BASAL_VS_MESENCHYMAL_DN.grp	0.603	2.081	-0.371	0.354	0.589	0.930	0.307	0.153
	TAVAZOIE_METASTASIS.grp	0.505	1.345	0.470	0.984	0.754	2.357	-0.407	0.070
	WU_CELL_MIGRATION.grp	0.300	0.299	0.527	2.293	0.571	1.253	0.333	0.406
	BIOCARTA_TGFB_PATHWAY.grp	-0.360	0.235	-0.399	0.255	0.801	1.596	0.143	0.000
	KEGG_TGF_BETA_SIGNALING_PATHWAY.grp	-0.330	0.425	0.410	0.822	0.488	0.558	0.470	0.523
	TGFB_UP.V1_UP.grp	0.283	0.211	0.407	1.129	0.579	1.330	0.394	0.587
Lung Morphogenesis	GO_EPITHELIAL_CELL_PROLIFERATION_INVOLVED_IN_LUNG_MORPHOGENESIS.grp	0.828	2.062	0.882	2.199	0.859	1.255	0.805	0.190
	GO_EPITHELIAL_TUBE_BRANCHING_INVOLVED_IN_LUNG_MORPHOGENESIS.grp	-0.354	0.354	0.632	1.436	0.610	0.630	-0.258	0.000
	GO_LUNG_ALVEOLUS_DEVELOPMENT.grp	0.533	1.161	0.638	1.982	0.576	0.711	0.495	0.568
	GO_LUNG_EPITHELIUM_DEVELOPMENT.grp	-0.370	0.320	0.791	3.125	0.503	0.427	0.439	0.376
MET + Cell Adhesion	ONDER_CDH1_TARGETS_2_DN.grp	0.345	0.680	0.625	4.000	0.685	4.000	0.353	0.544
	GO_POSITIVE_REGULATION_OF_EPITHELIAL_CELL_PROLIFERATION.grp	0.251	0.108	0.542	2.251	0.632	1.632	0.417	0.553
	KEGG_ADHERENS_JUNCTION.grp	-0.218	0.124	0.232	0.036	0.625	1.274	-0.281	0.076
	KEGG_CELL_ADHESION_MOLECULES_CAMS.grp	0.635	2.781	0.519	1.408	0.534	0.739	-0.373	0.084
	GO_EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT.grp	0.693	4.000	0.419	0.986	0.452	0.508	-0.356	0.204
	KEGG_ECM_RECEPTOR_INTERACTION.grp	0.519	1.295	0.459	1.027	0.511	0.624	-0.286	0.056
TNFa + Inflamm.	HALLMARK_INFLAMMATORY_RESPONSE.grp	0.425	1.103	0.536	2.186	0.467	0.634	0.355	0.389
	HALLMARK_INTERFERON_GAMMA_RESPONSE.grp	0.460	1.435	0.343	0.726	0.373	0.316	-0.448	0.357
	HALLMARK_TGF_BETA_SIGNALING.grp	0.260	0.077	0.527	1.420	0.661	1.397	0.236	0.002
	HALLMARK_TNFA_SIGNALING_VIA_NFKB.grp	0.281	0.205	0.525	2.299	0.511	0.978	0.357	0.525
	PHONG_TNF_TARGETS_UP.grp	0.348	0.343	0.728	4.000	0.600	1.024	0.337	0.253
	TIAN_TNF_SIGNALING_VIA_NFKB.grp	0.590	1.268	0.815	3.309	0.773	1.557	0.404	0.265
	ZHANG_RESPONSE_TO_IKK_INHIBITOR_AND_TNF_UP.grp	0.359	0.672	0.577	3.229	0.469	0.716	0.416	0.513
Ras Signaling	HALLMARK_KRAS_SIGNALING_UP.grp	0.410	1.007	0.481	1.510	0.479	0.726	0.430	0.550
	KRAS.50_UP.V1_UP.grp	0.541	0.960	0.800	2.219	0.793	1.454	0.467	0.363
	KRAS.600.LUNG.BREAST_UP.V1_UP.grp	0.571	2.578	0.579	2.677	0.606	1.454	0.417	0.567
	KRAS.600_UP.V1_UP.grp	0.551	2.356	0.497	1.676	0.534	0.980	0.470	0.497
	KRAS.LUNG.BREAST_UP.V1_UP.grp	0.577	2.144	0.634	2.258	0.719	2.017	0.541	0.455
	KRAS.LUNG_UP.V1_UP.grp	0.602	2.374	0.528	1.478	0.679	1.372	0.507	0.568
	BILD_HRAS_ONCOGENIC_SIGNATURE.grp	-0.317	0.602	0.564	3.067	0.659	3.192	0.362	0.531

Supplementary Table 8: Primers used in this study

Genotyping Primers		
Gene	Primer Name	Sequence
<i>Kras</i> G12D	<i>Kras</i> 1	GTC TTT CCC CAG CAC AGT GC
	<i>Kras</i> 3	AGC TAG CCA CCA TGG CTT GAG TAA GTC TGC A
<i>Ezh2</i> Floxed	<i>Ezh2</i> F	CCC ATG TTT AAG GGC ATA GTG ACA TG
	<i>Ezh2</i> R	ATG TGC AGG TCA GTC AGC AAC TTC AG
	<i>Ezh2</i> floxed excised	TCG AGG GAC CTA ATA ACT CGT ATA GC
<i>P53</i> Floxed	<i>P53</i> A	CAC AAA AAC AGG TTA AAC CCA G
	<i>P53</i> B	AGC ACA TAG GAG GCA GAG AC
Mouse ChIP Primers		
Primer Name	Forward Primer Sequence	Reverse Primer Sequence
<i>Foxp2</i> 5' TSS	GCTGCTCTGCTCTCAGTGTG	CCACAACCCGGATCTCTGTA
<i>Foxp2</i> Reg. Site	GCAAGTTGTAGGTAGGGTGC	ACAGCGACACAGATGGAATG
<i>Foxp2</i> 3'TSS	TGAACCTTTGTCACCCCTCA	GATCACGTCCCACACTGATG
<i>Foxp2</i> ATG	CACTCCCCACAATGATGCTG	CTTGATCTCCCATCCCTGCT
Human ChIP Primers		
Primer Name	Forward Primer Sequence	Reverse Primer Sequence
<i>FOXP2</i> Reg. Site	GGTCTCCCTTTCCGACTACC	AAAGCCGAGTTGTGTCTGCT
<i>FOXP2</i> TSS	ACGGACGCCAAAACAATCAC	GCTCACTGTCAAAGCCACC
<i>FOXP2</i> ATG	TGCTGTCTCTGTAATTGGCA	GCTGCTTAGAGTGCTCATTCC

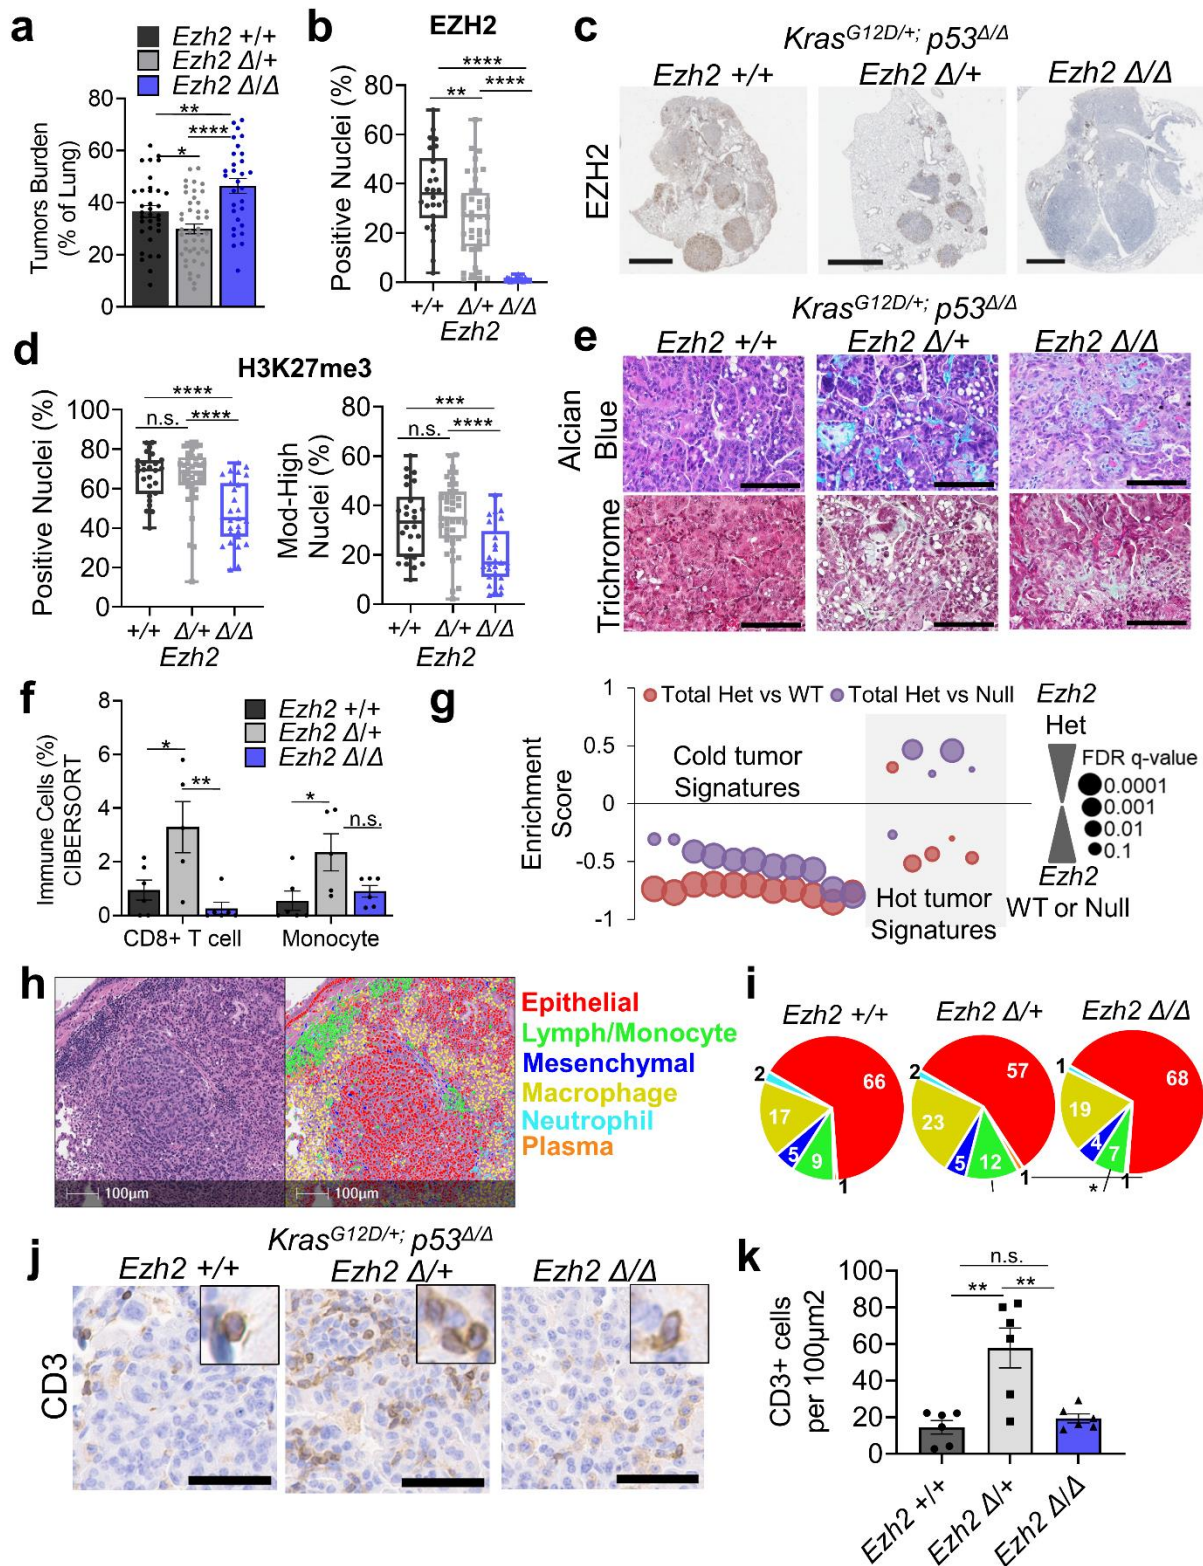

Supplementary Fig. 1: *Ezh2* Haplo- and Full-Insufficiency Drive Distinct Phenotypes in *KRAS*^{+/}/*Trp53*-null Lung Cancer

(a) Tumor burden was analyzed by ImageJ for indicated mice at days 83-133 post tumor induction and plotted as mean values +/- SEM. * indicates p=0.032 *Ezh2* heterozygous vs WT, ** indicates p=0.0098 *Ezh2* WT vs null, and **** indicates p=0.0000039 *Ezh2* heterozygous vs null by one-way ANOVA with multiple comparisons

and Holm-Šídák's *post-hoc* test. n=34, 44, 30 for *Ezh2* WT, heterozygous, null individual mice, respectively. **(b)** Average percentage of nuclei stained for EZH2 in mouse lung tumors with the indicated *Ezh2* genotypes plotted as box-and-whisker plots, error bars are min-max, box bounds are 25th and 75th percentiles and center line is median. ** indicates p=0.0032 *Ezh2* WT compared with heterozygous, **** indicates p=7E-15 for WT compared with *Ezh2* null, and p=9.35E-11 for heterozygous compared to *Ezh2* null by one-way ANOVA with multiple comparisons and Holm-Šídák's *post-hoc* test. n=26, 40, 27 for *Ezh2* WT, heterozygous, null individual mice, respectively. **(c)** Representative images of EZH2 immunostaining in mouse whole lung with the indicated genotypes. n are summarized in (b). Scale bar = 2mm. **(d)** Average percentage of positively (left) and moderately positively (right) stained tumor nuclei for H3K27me3 in mouse lung tumors with the indicated *Ezh2* genotypes. *** indicates p=0.0009; **** indicates p<0.00001 by one-way ANOVA with multiple comparisons and Holm-Šídák's *post-hoc* test. n=26, 41, 27 for *Ezh2* WT, heterozygous, null individual mice, respectively. **(e)** Representative images of alcian blue (mucins) and Masson's trichrome (connective tissue) stains in mouse tumor sections with the indicated genotypes, scale bar = 100µm. Stains were performed in n=7, 7, 6 for *Ezh2* WT, heterozygous, null individual mice, respectively. **(f)** Infiltrations of the indicated immune cell types were estimated by TIMER2.0 CIBERSORT analysis in the samples with indicated genotypes plotted as mean values +/- SEM. * indicates p=0.034 for monocytes, p=0.02 for CD8+, and ** indicates p=0.0056 by one-way ANOVA with multiple comparisons and Holm-Šídák's *post-hoc* test. n=6, 5, 6 for *Ezh2* WT, heterozygous, null individual mice, respectively. **(g)** GSEA plots evaluating the changes in the indicated "cold" or "hot" tumor gene signatures in total *Ezh2* heterozygous tumors compared with *Ezh2* WT and *Ezh2* null total tumors. Dot size reflect FDR estimates. Data are shown in Supplementary Table 1. **(h)** Representative HALO® image analysis of KRAS+/Trp53-null tumor (*Ezh2* +/+) shows the distribution of epithelial cells, mesenchymal cells, neutrophils, plasma cells, lymphoid cells or monocytes, and macrophages and **(i)** their percentages in the indicated genotype of *Ezh2*. * indicates p=0.01 by one-way ANOVA with multiple comparisons and Holm-Šídák's *post-hoc* test. n=8 individual mice per genotype, all between 116-132 days post adeno-Cre. **(j)** Representative images of CD3 staining, scale bar = 50µm. **(k)** Average counts of CD3+ cells per 100µm² in mouse tumors with the indicated genotypes plotted as mean values +/- SEM. ** indicates p=0.0023 by one-way ANOVA with multiple comparisons and Holm-Šídák's *post-hoc* test. n=6 individual mice per genotype, all between 116-132 days post adeno-Cre. Genotypes are signified as: WT +/+; heterozygous Δ/+; null, Δ/Δ. Source data are provided for this figure.

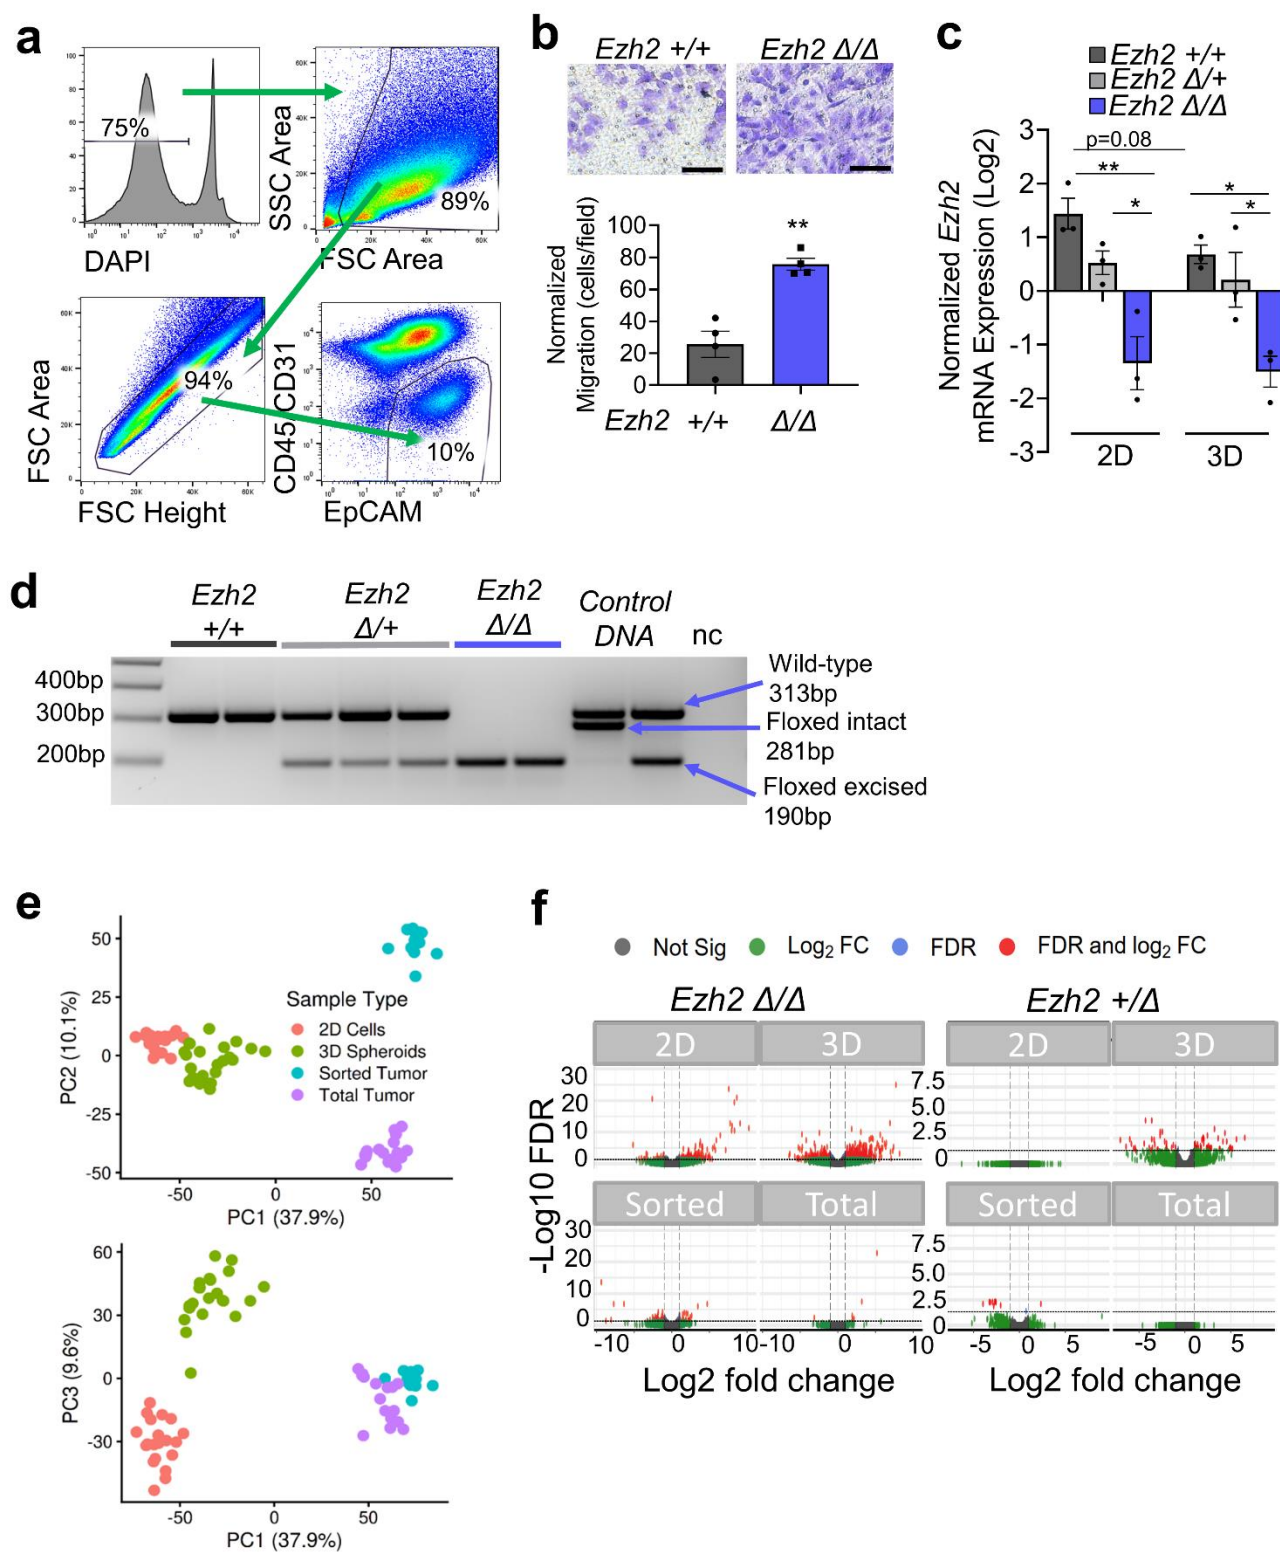

Supplementary Fig. 2: Model Systems Differ in Cell Cycle and Gene Expression

(a) Schematic for sorting of EpCAM⁺CD45⁻CD31⁻ mouse primary tumor cells. **(b)** Representative images, scale bar = 100μm, and average numbers of migrated cells normalized to growth rates in *Ezh2* WT UK803 and *Ezh2* null UK777 mouse lines plotted as mean values $\pm$ SEM. ** indicates $p=0.0015$ by two-tailed t-test. $n=4$ individual

cell cultures per group. **(c)** Expression of *Ezh2* mRNA in mouse primary 2D cells and 3D tumoroids of the indicated *Ezh2* genotypes graphed as mean values $\pm$ SEM. * indicates $p < 0.028$, ** indicates $p = 0.0043$ by one-way ANOVA with multiple comparisons and Holm-Šidák's *post-hoc* test between genotypes and two-tailed t-test between conditions. $n = 3$ individual mouse tumor-derived cultures for each genotype/culture system. **(d)** Genomic DNA PCR of WT, floxed intact and floxed excised *Ezh2* alleles in the tumoroids with the indicated genotype, and control DNA with known alleles. Results are representative of $n = 3$ or greater individual mouse tumor-derived cultures for each genotype/condition. **(e)** Principal component (PC) analysis for the variability of gene expressions in the indicated model systems. Sample scores from PC1 and PC2 (left graph) and PC1 and PC3 (right graph) for a principal component decomposition of the $\log(\text{TPM} + 1)$ values for each sample are shown. $n = 17, 13, 20, 21$ for total tumor, sorted tumor, 2D cell cultures, 3D tumoroid individual mouse tumor-derived samples, respectively. **(f)** Distributions of differentially expressed genes *Ezh2* null vs WT are shown as volcano plots in the indicated model systems. FDR cut-off is 0.05 and $\log_2$ fold change cut-off is 1. Genotypes are signified as: WT +/+; heterozygous $\Delta/+$; null, Δ/Δ . Source data are provided for this figure.

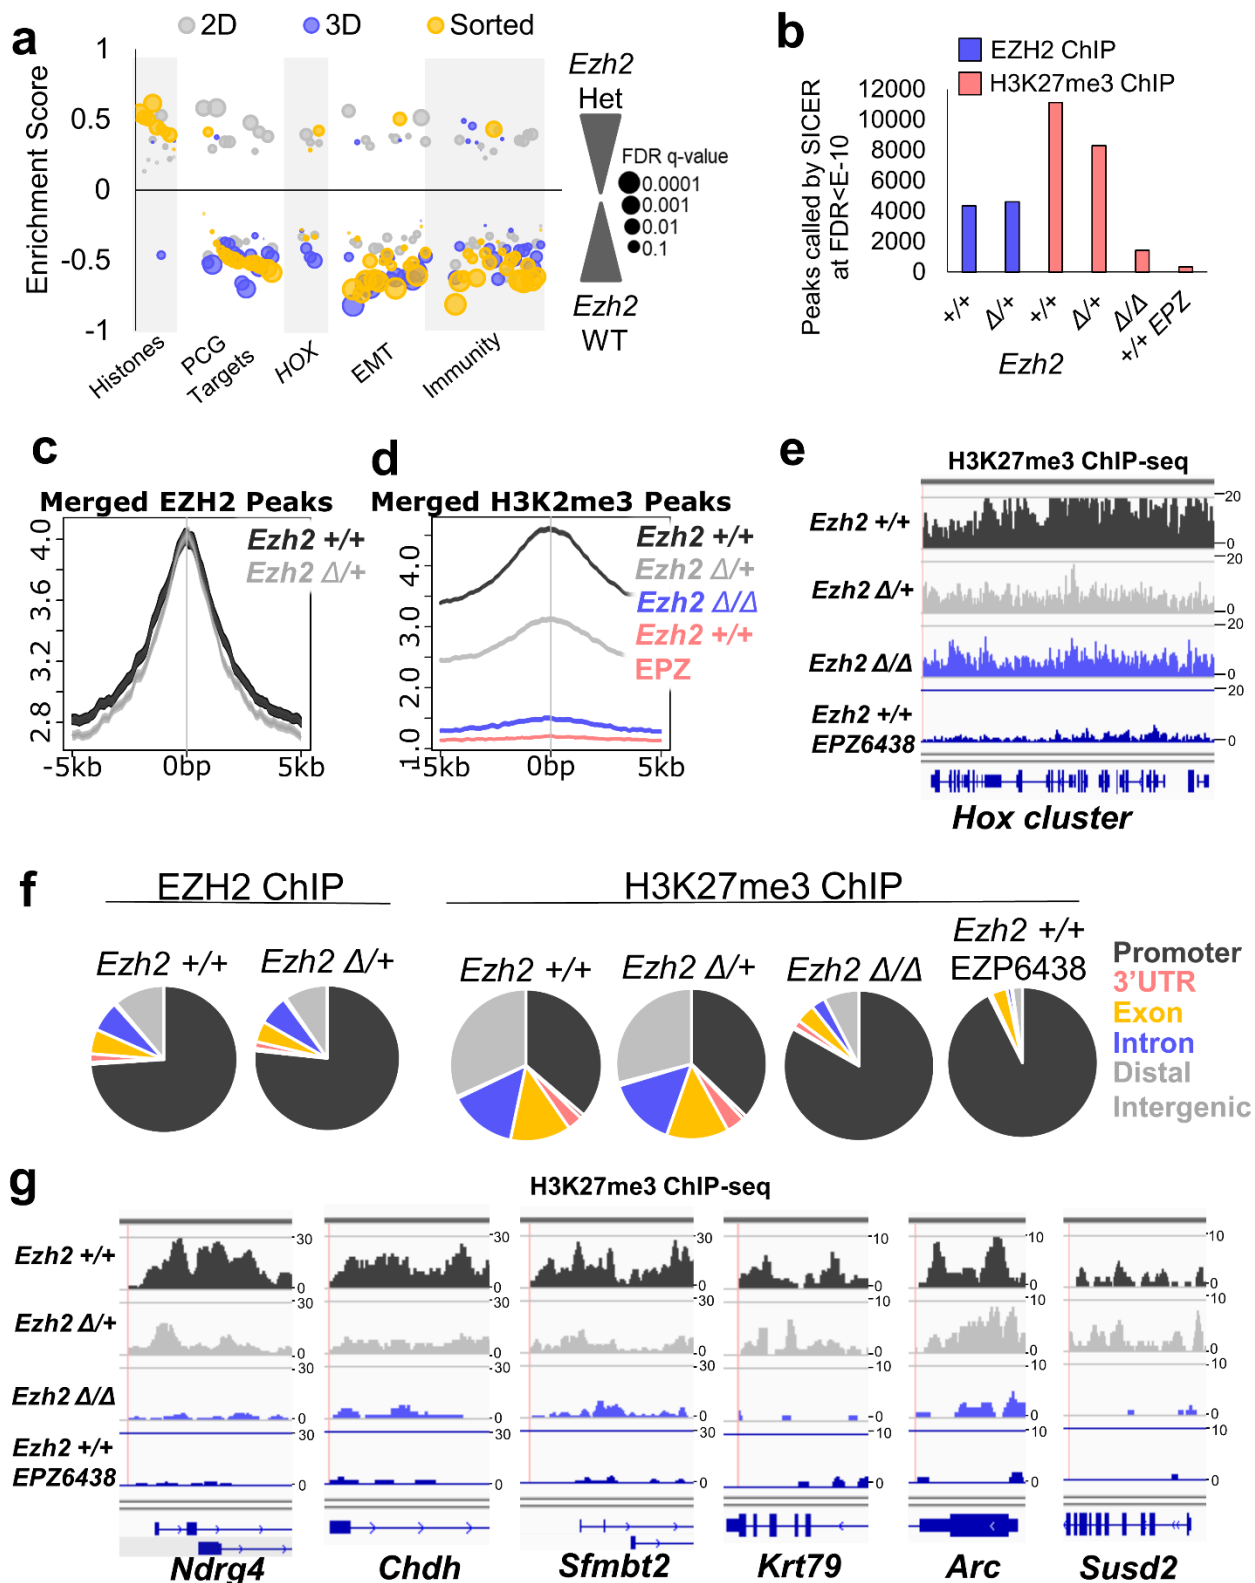

Supplementary Fig. 3: *Ezh2* Deficiency Leads to Diverse Gene Expression in Different Models

(a) Rank ordered gene lists were queried against the MSigDB databases and enrichment scores of selected gene signatures enriched in the *Ezh2* heterozygous vs *Ezh2* WT samples for the indicated model systems were plotted. Dot size estimates FDR. Data are shown in Supplementary Table 4. **(b)** EZH2 or H3K27me3 ChIP-seq

peaks called by SICER at FDR $<E-10$ in the indicated 3D tumoroid samples. **(c)** Merged EZH2 ChIP-seq peaks in the indicated 3D tumoroid samples. **(d)** Merged H3K27me3 ChIP-seq peaks in the indicated 3D tumoroid samples. **(e)** Visualization of H3K27me3 ChIP peaks over the *Hox* loci in the indicated tumoroid samples. **(f)** Proportions of EZH2 and H3K27me3 peaks distributed in the indicated regions for each *Ezh2* genotype. **(g)** Visualization of H3K27me3 ChIP-seq peaks enriched in *Ndr4*, *Chdh*, *Sfmbt2*, *Krt179*, *Arc*, and *Susd2* genes regions in the indicated 3D tumoroid samples. 

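Supplementary Fig. 3f divides peaks by their place relative to genes, which separates promoter binding from spread over gene bodies and intergenic DNA. Each peak was given 1 class, with promoters first, then untranslated regions, exons, introns, the downstream flank and intergenic DNA. EZH2 peaks lay at promoters in 79.0% of cases in *Ezh2* WT (95% interval 77.8% to 80.2%) and 81.2% in heterozygous tumoroids (80.0% to 82.3%), with 9.81% and 8.21% in intergenic DNA and 6.28% and 6.26% in introns. WT H3K27me3 peaks were intergenic in 28.3% of cases (27.5% to 29.1%), intronic in 13.7% and exonic in 6.59%. Heterozygous H3K27me3 peaks were intergenic in 25.8% (24.9% to 26.7%), intronic in 14.1% and exonic in 7.50%. In null tumoroids 6.59% of peaks were intergenic (5.40% to 7.95%), 2.67% intronic and 1.76% exonic, and in EPZ6438-treated tumoroids 1.92% were intergenic (0.832% to 3.75%), 0.959% intronic and 0.959% exonic. Among merged H3K27me3 regions, which joining peaks of several genotypes widens, those of all 3 genotypes touched a promoter in 94.5% of cases. Regions of WT and null without heterozygous tumoroids did so in 93.3%, and regions of null only in 72.2%.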

Genotypes are signified as: WT +/+; heterozygous $\Delta/+$; null, Δ/Δ . Source data are provided for this figure.

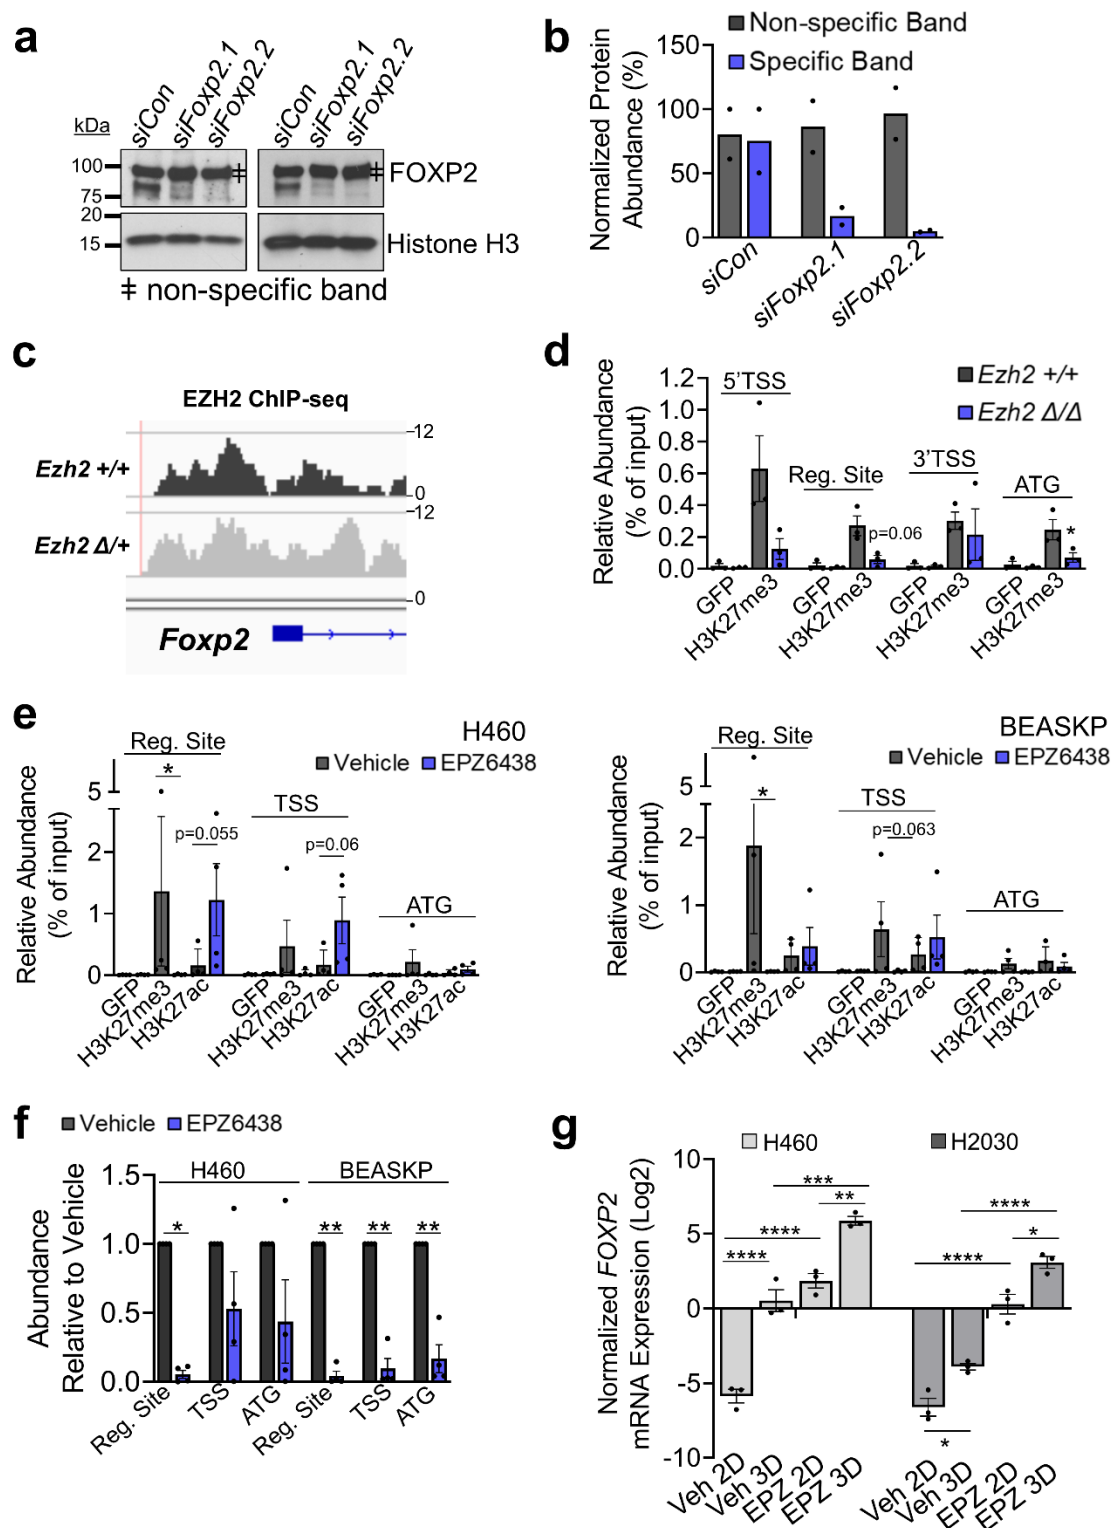

Supplementary Fig. 4: Loss of PRC2 Activity Drives Increased FOXP2 Expression in Normal and Malignant Lung Cells

(a) Immunoblot and **(b)** the normalized abundance of FOXP2 in the *Ezh2* null 2D mouse line UK777 treated with *siControl*, *siFoxp2.1* and *siFoxp2.2*. # indicates the non-specific bands, n=2 blotting experiment from one individual cell culture per condition. **(c)** Visualization of ChIP-seq peaks for EZH2 occupancy at the FOXP2

transcription start site in *Ezh2* WT and *Ezh2* heterozygous tumoroids. A peak was called for EZH2 ChIP in the *Ezh2* WT sample at FDR=0.01. **(d)** ChIP-qPCR on 3D murine tumor spheroids with indicated *Ezh2* genotypes for *Foxp2* transcription start site (TSS) 5', regulatory element, TSS 3' and translation start site (ATG) using antibody against GFP and H3K27me3 plotted as mean values +/- SEM. * indicates $p=0.049$ *Ezh2* null vs *Ezh2* WT tumoroids by two-tailed t-test on log2-transformed values. $n=3$ individual mouse tumor-derived cultures per genotype. **(e)** ChIP-qPCR on human lines H460 (left) and BEASKP (right) with or without EPZ6438 treatment for *FOXP2* transcription start site (TSS) 5', regulatory element, TSS 3' and translation start site (ATG) using antibodies against H3K27ac, H3K27me3, and an IgG isotype control plotted as mean values +/- SEM. * indicates $p=0.0138$ EPZ6438 treatment vs vehicle by two-tailed t-test on log2 transformed values. $n=4$ individual cell cultures per group. **(f)** ChIP-qPCR on human lines from **(e)** normalized to the vehicle control sample. * indicates $p=0.0112$, ** indicates $p<0.0071$ by two-tailed t-test. **(g)** Normalized *FOXP2* mRNA expression of human lines H460 and H2030 grown in the indicated treatments and model systems, * indicates $p<0.0196$, ** $p=0.0024$, *** $p=0.0004$, **** $p<0.0001$ by one-way ANOVA with multiple comparisons and Holm-Šidák's *post-hoc* test. $n=3$ individual cell cultures per group. Genotypes are signified as: WT +/+; heterozygous $\Delta/+$; null, Δ/Δ . Source data are provided for this figure.

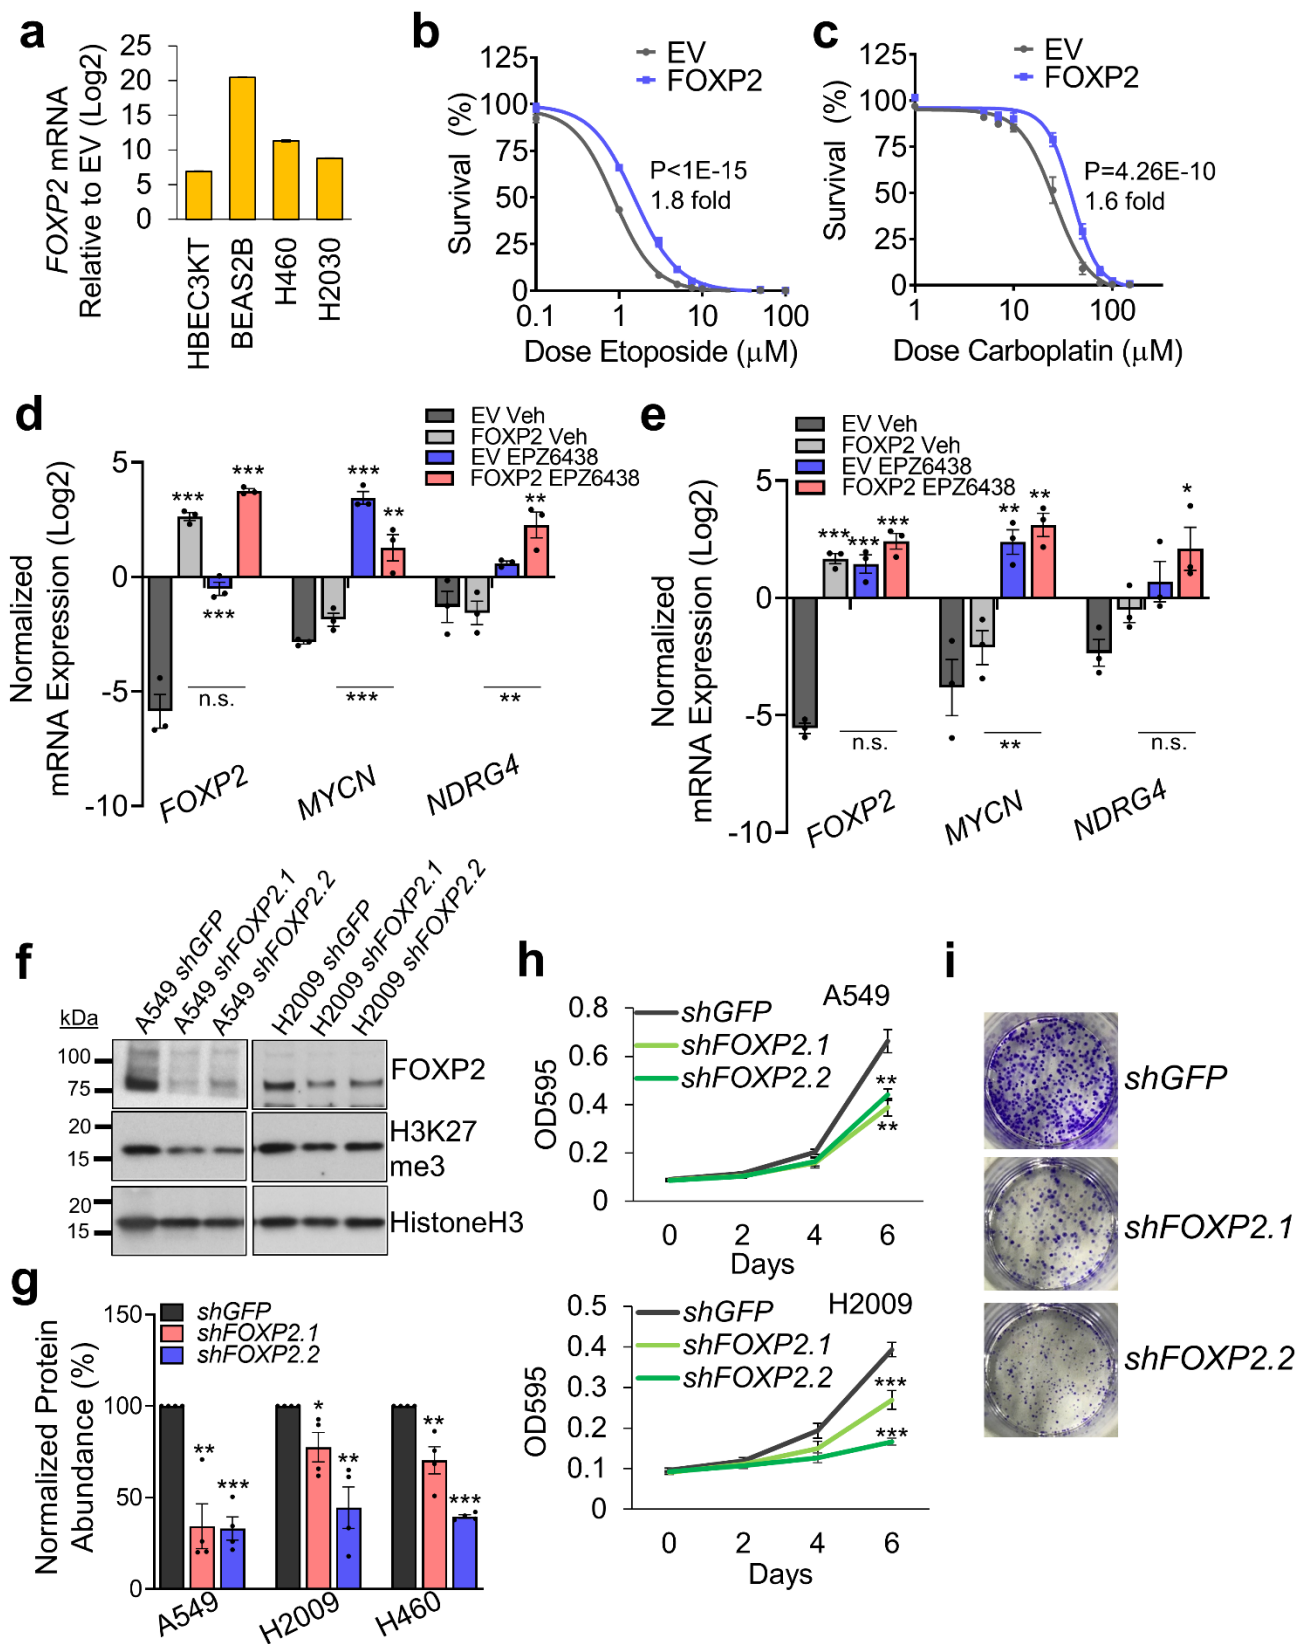

Supplementary Fig. 5: FXP2 Drives Stemness and Migration in Lung Epithelial Cells

(a) Normalized *FOXP2* mRNA expression of *FOXP2* over-expressed human lines compared to the empty vector, $n=1$ individual culture per cell line. **(b)** Dose-response to etoposide in BEAS2B cells with or without *FOXP2*

overexpression plotted as mean values $\pm$ SEM. $p < 1E-15$ compares IC_{50} values by extra sum-of-square F test. $n=4$ individual cultures per group. **(c)** Dose-response to carboplatin in BEAS2B cells with or without FOXP2 overexpression plotted as mean values $\pm$ SEM. $p=4.26E-10$ compares IC_{50} values by extra sum-of-square F test. $n=3$ individual cell cultures per group. **(d and e)** Normalized mRNA expression of *FOXP2*, *NDRG4*, and *MYCN* with or without FOXP2 overexpression (oe) and with or without EPZ6438 treatment for **(d)** H460 and **(e)** H2030 3D samples graphed as mean values $\pm$ SEM. * indicates $p < 0.02$, ** indicates $p < 0.0062$ and *** indicates $p < 0.0001$ by one-way ANOVA with multiple comparisons and Holm-Šídák's *post-hoc* test. $n=3$ individual cell cultures per group. **(f)** Immunoblot and **(g)** normalized protein abundance in the indicated human lines transduced with small hairpins plotted as mean values $\pm$ SEM. *shGFP* is the control cell line. * indicates $p=0.03$, ** $p < 0.008$, *** $p < 0.0001$ by two-tailed t-test. $n=4$ blotting experiments per cell line from one set of cell cultures for H460 and three sets of cell cultures for H2009 and A549. **(h)** Crystal violet growth assays were performed on 2D A549 and H2009 cells with or without FOXP2 knockdown at indicated days of culture plotted as mean values $\pm$ SEM. ** indicates $p=0.0021$ *shGFP* vs *shFOXP2.1* and $p=0.0099$ *shGFP* vs *shFOXP2.2*, *** indicates $p=0.00066$ *shGFP* vs *shFOXP2.1* and $p=0.00022$ *shGFP* vs *shFOXP2.2* by two tailed t-test. $n=4$ individual cell cultures. **(i)** Representative whole well (standard 12-well plate) images of crystal violet stained H460 cells with indicated small hairpins 6 days after seeding. Source data are provided for this figure.

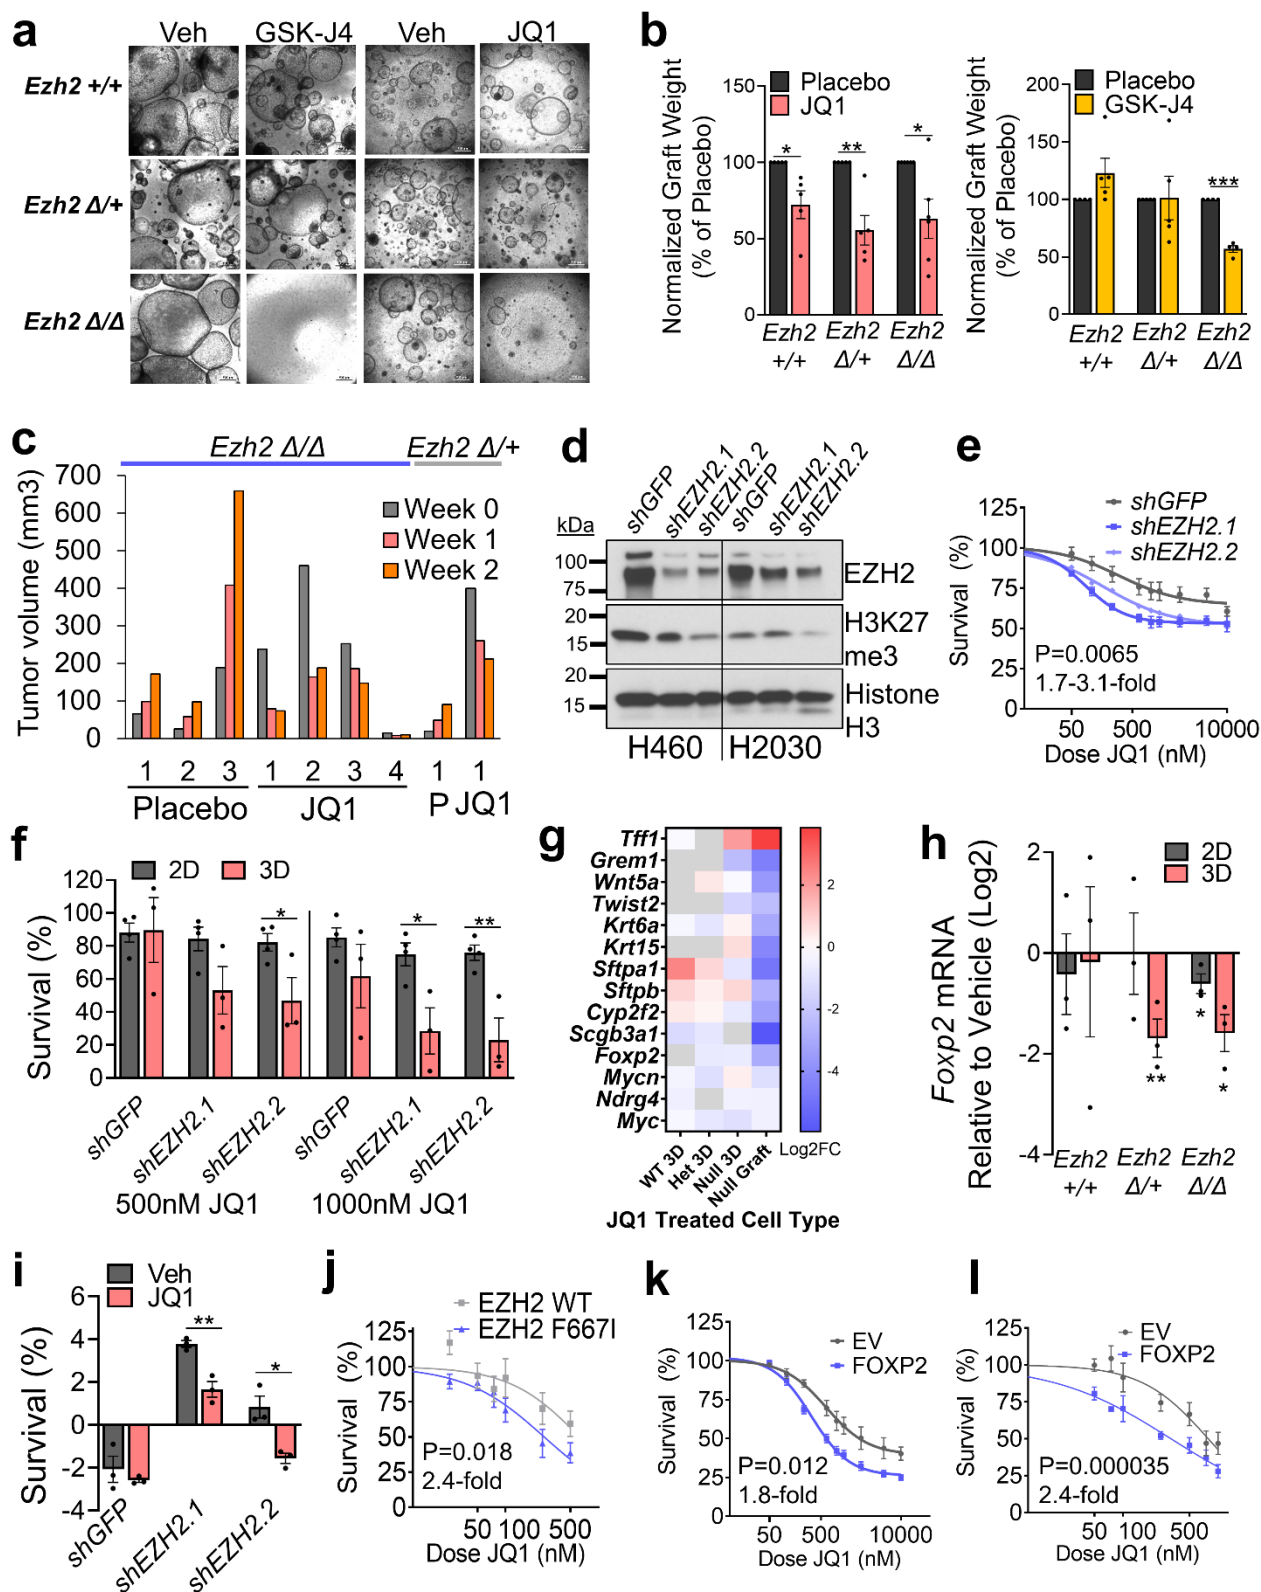

Supplementary Fig. 6: Polycomb Deficiency Drives BET and JMJD3/UTX Inhibitor Sensitivity

(a) Images of placebo-, GSK-J4- and JQ1-treated spheroids of the indicated *Ezh2* genotypes, scale bar=100μm.
(b) Normalized wet weights of placebo-, GSK-J4- and JQ1-treated *in vivo* grafts of the indicated *Ezh2* genotypes

plotted as mean values $\pm$ SEM. * indicates $p=0.0162$ for *Ezh2* WT $p=0.0166$ for *Ezh2* null, ** indicates $p=0.001769$, and *** indicates $p=0.0000056$ by two-tailed t-test. GSK-J4: $n=4, 5, 4$; JQ1: $n=5, 5, 6$ for *Ezh2* WT, heterozygous, null individual mouse tumor-derived grafts, respectively. **(c)** Quantification of tumor size in mouse lungs based on MRI at 0, 1 and 2 weeks of the indicated treatments. **(d)** H2030 and H460 2D cell lines with or without EZH2 knock-down using two different short-hairpins were examined for the expression of the indicated proteins by immunoblot. *shGFP* is the control cell line. Data representative of two independent cell cultures per group. **(e)** Dose-response to JQ1 in H2030 cells with or without EZH2 knock-down. IC_{50} values from 3 individual cell cultures were compared, $p=0.0065$ by extra sum-of-square F test. **(f)** Relative cell survival of H460 cells with or without EZH2 knock-down in 3D ($n=3$ individual cell cultures) and 2D ($n=4$ individual cell cultures) comparing JQ1 treatment compared to vehicle control with mean values $\pm$ SEM plotted. * indicates $p<0.045$ and * indicates $p=0.00772$ by two-tailed t-test. **(g)** Heatmap depicting log-fold change (LFC) of significantly differentially expressed genes after JQ1 treatment in the indicated genotypes and models relative to control. $n=1$ matched pair of JQ1 treated and vehicle treated for each column. **(h)** Expression of *Foxp2* mRNA in mouse 2D cells and 3D tumoroids for the indicated *Ezh2* genotypes treated with vehicle or 100nM JQ1. * indicates $p<0.034$, ** indicates $p=0.001$ with two-tailed t-test. $n=3$ individual mouse tumor-derived cultures per group. **(i)** Expression of *FOXP2* mRNA in 3D H2030 cells with or without *EZH2* knock-down, and treated with vehicle or 100nM JQ1. * indicates $p=0.013$, ** indicates $p=0.006$ by two-tailed t-test. $n=3$ individual cell cultures per group. **(j)** Dose-response to JQ1 of 3D *Ezh2* null tumoroids rescued with EZH2 WT or EZH2 methyltransferase dead (F677I) plotted as mean values $\pm$ SEM. $p=0.018$ comparing IC_{50} values by extra sum-of-square F test. $n=4$ individual cell cultures per group. **(k)** Dose-response to JQ1 of 2D H460 cells with or without FOXP2 overexpression plotted as mean values $\pm$ SEM. $p=0.012$ comparing IC_{50} values by extra sum-of-square F test. $n=4$ individual cell cultures per group. **(l)** Dose-response to JQ1 of 3D H460 tumoroids with or without FOXP2 overexpression plotted as mean values $\pm$ SEM. $p=0.000035$ comparing IC_{50} values by extra sum-of-square F test. $n=4$ individual cell cultures per group. Genotypes are signified as: WT $+/+$; heterozygous $\Delta/+$; null, Δ/Δ . Source data are provided for this figure.

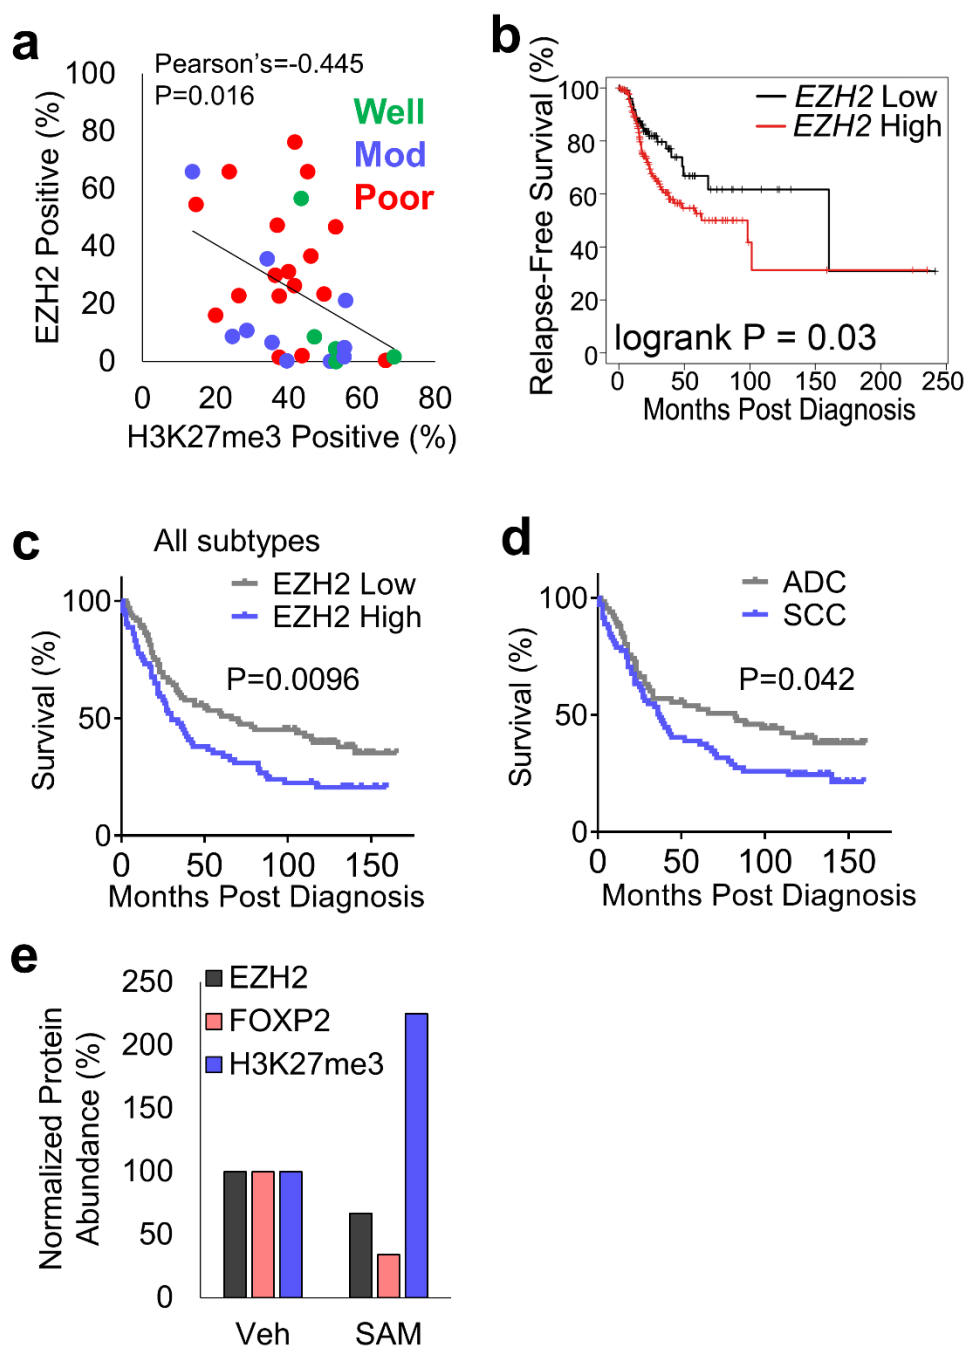

Supplementary Fig. 7: Decoupling of EZH2 from PRC2 Activity May Explain Co-Expression of EZH2 and FOXP2 in Patient Samples

(a) In tumors that were FOXP2 positive (>10% of nuclei), the correlation between EZH2 and H3K27me3 is shown. $n=49$ individual tumors. **(b)** Kaplan-Meier relapse-free survival curves for the *EZH2*-high and *EZH2*-low lung adenocarcinoma tumors as measured by RNA-sequencing 250 months post diagnosis. Groups were split at best cut-off, p value was calculated by log-rank test. $n=366$ individual tumors. **(c)** Kaplan-Meier lung cancer-specific overall survival curves for *EZH2*-high and *EZH2*-low tumors as measured by IHC; positivity was defined as at least 20% *EZH2* positive tumor nuclei. The p value was calculated by log-rank test. $n=167$ individual tumors.

(d) Kaplan-Meier lung cancer-specific overall survival curves for ADC and SCC tumor groups in the TMA, p value was calculated by log-rank test. n=137 individual tumors. **(e)** The normalized protein abundance of the indicated protein expression in 2D *Ezh2* WT UK803 cells treated with or without 500 μ M SAM treatment for 6 days. Source data are provided for this figure.

# Supplementary material for: Polycomb deficiency drives a FOXP2-high aggressive state targetable by epigenetic inhibitors
**Source:** Nat Commun. 2023 Jan 20;14:336. doi: 10.1038/s41467-023-35784-x
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Sequencing reads were trimmed and filtered using Trimmomatic (V0.39) to remove adapters and low quality reads.

Data analysis

Reads from human and mouse samples were mapped to Ensembl GRCh38 and GRCm38 transcripts annotation (release 82), respectively, using RSEM (1.3.2). Gene expression data normalization and differential expression analysis were performed using the R (3.6.3) package edgeR (3.28.1). Significantly up/downregulated genes were determined as log-fold change ≥ 0.5 and q-value < 0.05 .

Principal components analysis and correlation analysis were performed using R (v 4.0.0), and functions available in visualizationQualityControl (v 0.3.6, <https://github.com/moseleybioinformatics/visualizationQualityControl>). Gene ontology enrichments used categoryCompare2 (commit 906721, <https://github.com/moseleybioinformatics/categoryCompare2>), as well as Bioconductor (v 3.11), org.Mm.eg.db (v 3.11.4), and GO.db (v 3.11.4). Other R packages used directly include: rmarkdown (v 2.1); dplyr (v 1.0.10); viridis (v 0.6.2); circlize (v 0.4.15); ComplexHeatmap (v 2.4.3); readr (v 2.1.3); ggplot2 (v 3.4.0); dendsort (v 0.3.3). All direct code, as well as inputs and outputs necessary for the principal components analysis are available from a figshare repository at <https://doi.org/10.6084/m9.figshare.13179989.v1>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-sequencing and ChIP-sequencing generated during this study are available at NCBI GEO database under accession numbers: GSE154689 (token ufefqwsaxdypxml) and GSEGSE182819 (token mlgwtkiazifxun). Five additional sorted tumor samples were excluded from the dataset because the sort operator that day was different and the samples did not cluster with all other total and sorted tumor samples. Those data are available upon request.

GSEA was performed with GSEA version 4.0.3 (Broad Institute) with rank-ordered gene lists generated using all log-fold change values.

Mouse_ENSEMBL_Gene_ID_to_Human_Orthologs_MSIGDB.v7.1.chip was used to map mouse genes to human orthologs. Databases queried included Hallmarks (h.all.v7.1), Curated (c2.all.v7.1), BioCarta (c2.cp.biocarta.v7.1), KEGG (c2.cp.kegg.v7.1), Reactome (c2.cp.reactome.v7.1), GO (c5.all.v7.1), Oncogenic Signatures (c6.all.v7.1), and Immunologic Signatures (c7.all.v7.1). MSigDB: <https://www.gsea-msigdb.org/gsea/msigdb/>.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size. A sample size of 3-6 replicates was used for the majority of experiments as this sample size has allowed for measurement of statistically significant differences in similar previous studies such as PMID: PMC8596110; PMC5385585; PMC4393352; PMC8743034.
Data exclusions	Data exclusions and reasoning are as follows:<br>RNA-sequencing data of five sorted samples of varied genotypes were excluded due to questions about sorter operation that day and data are available upon request. One Ezh2 null tumoroid that was an outlier in both in vitro and in vivo drug treatment experiments was excluded from genotype comparison analyses, and for one tumoroid line that was sequenced very early in development and later, only the later sample was kept in the RNA-seq genotype comparison. These FASTQ files are uploaded to GEO.<br>One replicate of A549 and H2009 shFOXP2 crystal violet growth was excluded due to addition of more media to the wells changing the overall readings but not the relative growth to the control line.<br>Two grafts tumors were recorded but had not met the starting volume of 10mm3 prior to treatment initiation and were therefore excluded from final analysis. They were both GSK-J4 vehicle control tumors.<br>Two runs of murine Ezh2-null cells grown in 3D and treated with JQ1 were excluded due to inefficacy of the drug (>70% alive at highest drug dose).
Replication	Experimental replicates are all explicitly stated in the figure legends. All replicates were successful with the exceptions noted above. Experimental replicates are all explicitly stated in the figure legends. For mouse experiments, the biological n represents individual donor mice, and often several replicate experiments for each donor mouse were averaged to produce the biological replicates. Each experiment was performed in at least experimental duplicate (i.e. individual cell cultures or RNAi sequences), biological duplicate (i.e. individual mouse or human donor) or both.
Randomization	Cell samples were allocated randomly into treatment groups. For subcutaneous tumor growth, baseline tumors were measured and mice were randomized into groups having relatively equal starting tumor burden. For MRI, mice for each cohort were measured at baseline and assigned into treatment groups so that starting tumor burden was roughly equivalent in the groups, with a preference for higher tumor burden assigned to experimental treatment. This was done to prevent high tumor burden mice from reaching endpoint before the experiment was complete (as they may have on placebo treatment) and to test if the drugs could work on larger tumors, which may be more challenging than shrinking smaller tumors.
Blinding	Blinding for murine immunostain imaging was not possible because the person most qualified to identify the tumor areas also knew the mouse numbers and tissue appearance. Blinding was used for the tissue microarray imaging. For both mouse and human studies, computer based stain quantification was used to measure relative stains in unbiased ways. Blinding was not used for animal experiments because the same person measured tumors and administered drugs.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Anti-FOXP2 for human (Sigma Aldrich Cat# HPA000382; RRID:AB_1078908);
 Anti-FOXP2 mouse and human (Cell Signaling Technology Cat# Cat# 5337, RRID:AB_10706940);
 Anti-EZH2 (Cell Signaling Technology Cat# 5246S; RRID:AB_10694683);
 Anti-H3K27me3 (Cell Signaling Technology Cat# 9733S; RRID:AB_2616029),
 Anti-H3K27me3 (Millipore Cat# 07-449; RRID:AB_310624);
 Anti-H3K27ac (AbCam Cat# ab4729; RRID:AB_2118291);
 Anti-PCNA (Biolegend Cat# 307901; RRID:AB_314691);
 Anti-Phospho Histone H3 (GeneTex Cat# GTX128116; RRID:AB_2885709);
 Anti-Histone H3 (AbCam Cat# ab1791; RRID:AB_302613);
 Anti-EZH2 (Active Motif Cat#39901; RRID:AB_2614956);
 Anti-H3K27me3 (Active Motif Cat#39155; RRID:AB_2561020);
 Anti-GFP (Thermo-Fisher #MS-1288-P0; RRID:AB_63267);
 Anti-Rabbit IgG, HRP-linked (Novus Cat# NB7160; RRID:AB_10124655);
 APC anti-mouse CD31 (Biolegend Cat# 102510; RRID:AB_312917);
 APC anti-mouse CD45 (Biolegend Cat# 103112; RRID:AB_312977);
 PE/Cy7 anti-mouse CD326/Ep-CAM (Biolegend Cat# 118216; RRID:AB_1236471).

Validation

Antibodies used in this study have been validated by size of band on Western Blot (FOXP2, EZH2, H3K27me3, H3K27ac, Histone H3, SUZ12, EED) and by knock-out or knock-down experiments (FOXP2, EZH2, H3K27me3), and by cellular localization on immunostaining (EZH2, H3K27me3, FOXP2) all shown in this paper. The human FOXP2 antibody is used as an established Human Protein Database anti; body. The flow cytometry antibodies have been used extensively in the literature and are known to mark the specific cell types of the lung (CD45, leukocyte, EpCAM, epithelial cells, CD31, endothelial cells). Please see other details below.

Anti-FOXP2 for human (Sigma Aldrich Cat# HPA000382; RRID:AB_1078908) Indicated Applications: Immunohistochemistry, Western Blot <https://www.sigmaaldrich.com/US/en/product/sigma/hpa000382> "Every Prestige Antibody is tested in the following ways: 1) IHC tissue array of 44 normal human tissues and 20 of the most common cancer type tissues 2) Protein array of 364 human recombinant protein fragments."

Validated by Human Protein Atlas for human IHC, and by this manuscript for mouse IHC by localization to nuclei and tracking with RNA-expression by immunostaining. This manuscript also validated for western blotting by over-expression and knock-down studies that showed a band at the correct molecular weight.

Anti-FOXP2 mouse and human (Cell Signaling Technology Cat# 5337, RRID:AB_10706940) Indicated Applications: Western Blot, Immunoprecipitation <https://www.cellsignal.com/products/primary-antibodies/foxp2-d55h9-rabbit-mab/5337> "FoxP2 (D55H9) Rabbit mAb detects endogenous levels of total FoxP2 protein."

In this manuscript we show that this antibody produces a specific and non-specific band for FOXP2 using human and mouse lysates for western blotting. PMID: PMC9531268

Anti-EZH2 (Cell Signaling Technology Cat# 5246S; RRID:AB_10694683) Indicated Applications: Western Blot, Immunoprecipitation, Immunohistochemistry, Immunofluorescence, Flow Cytometry, Chromatin Immunoprecipitation, Chromatin Immunoprecipitation Seq, Cut and Run <https://www.cellsignal.com/products/primary-antibodies/ezh2-d2c9-xp-rabbit-mab/5246> "Ezh2 (D2C9) XP® Rabbit mAb detects endogenous levels of total Ezh2 protein. This antibody does not cross-react with Ezh1 protein."

We had previously shown specificity, and show in this manuscript specificity for EZH2 by knock-down and knock-out studies in mouse and human cells in western blotting and IHC applications. PMID: PMC5385585; PMC4393352

Anti-H3K27me3 (Cell Signaling Technology Cat# 9733S; RRID:AB_2616029) Indicated Applications: Western Blot, Immunohistochemistry-Leica Bond, Immunohistochemistry, Immunofluorescence, Flow Cytometry, Chromatin IP, Immunoprecipitation, Chromatin Immunoprecipitation-seq, Cut and Run <https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733> "Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb (Alexa Fluor® 647 Conjugate) recognizes endogenous levels of histone H3 only when tri-methylated at Lys27. The antibody does not cross-react with non-methylated, mono-methylated or di-methylated Lys27. In addition, the antibody does not cross-react with mono-methylated, di-methylated or tri-methylated histone H3 at Lys4, Lys9, Lys36 or histone H4 at Lys20."

We had previously shown specificity, and show in this manuscript specificity for H3K27me3 by EZH2 knock-down, knock-out and

inhibition studies in mouse and human cells in western blotting and IHC applications. PMCID: PMC5385585; PMC8743034

Anti-H3K27me3 (Millipore Cat# 07-449; RRID:AB_310624) Indicated Applications: Immunocytochemistry, Immunohistochemistry, Immunoprecipitation, Multiplexing, Western Blot <https://www.sigmaaldrich.com/US/en/product/mm/07449> "Anti-trimethyl-Histone H3 (Lys27), also known as Anti-H3K27me3, is a highly published Rabbit Polyclonal Antibody. This protein A purified antibody is dot blot tested for trimethylated lysine 27 specificity and validated in WB, ICC, IP."

We had previously shown specificity for H3K27me3 by EZH2 knock-down and inhibition studies in mouse and human cells in western blotting applications. PMCID: PMC4393352; PMC5385585

Anti-H3K27ac (AbCam Cat# ab4729; RRID:AB_2118291) Indicated Applications: Immunocytochemistry, Immunofluorescence, Western Blot, Chromatin Immunoprecipitation, Immunohistochemistry <https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html> "Reacts with: Mouse, Human; Application: ChIP" also called "ChIP Grade".

See PMCID: PMC5385585 for previous ChIP with this antibody.

Anti-PCNA (Biolegend Cat# 307901; RRID:AB_314691) Indicated Applications: Immunocytochemistry, Immunohistochemistry, Immunoprecipitation, Western Blot <https://www.biolegend.com/nl-nl/explore-new-products/purified-anti-human-mouse-rat-pcna-antibody-816> "Verified Reactivity: Human, Mouse, Rat; IP, WB, IHC - Reported in the literature, not verified in house"

See PMCID: PMC6453568 for western blotting application and this manuscript showing that expression tracked with cell cycle changes.

Anti-Phospho Histone H3 (GeneTex Cat# GTX128116; RRID:AB_2885709) Indicated Applications: Western Blot, Immunocytochemistry, Immunohistochemistry, Immunoprecipitation, Chromatin Immunoprecipitation <https://www.genetex.com/Product/Detail/Histone-H3S10ph-phospho-Ser10-antibody/GTX128116> "Reactivity: Human, Mouse; Application: WB"

See PMID: 25323962 for western blotting application and this manuscript showing that expression tracked with cell cycle changes.

Anti-Histone H3 (AbCam Cat# ab1791; RRID:AB_302613) Indicated Applications: Immunocytochemistry, Immunohistochemistry, Chromatin Immunoprecipitation, Immunoprecipitation, Western Blot <https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html> "Reacts with: Mouse, Rat, Human....Detects a band of approximately 17 kDa (predicted molecular weight: 15 kDa).Can be blocked with Human Histone H3 peptide (ab12149)." "This is a widely used H3 antibody that is suitable for western blotting. PMCID: PMC5385585; PMC4393352; PMC8743034

This is a widely used H3 antibody that is suitable for western blotting. PMCID: PMC5385585; PMC4393352; PMC8743034

Anti-EZH2 (Active Motif Cat#39901; RRID:AB_2614956) Indicated Applications: Immunohistochemistry, Chromatin Immunoprecipitation, Chromatin Immunoprecipitation with sequencing. <https://www.activemotif.com/catalog/details/39901/ezh2-antibody-pab-1> "This EZH2 antibody was raised against a recombinant fusion protein corresponding to amino acids 1-370 of mouse EZH2; Applications validated by Active Motif: ChIP-seq: 5uL each"

Anti-H3K27me3 (Active Motif Cat#39155; RRID:AB_2561020) Indicated Applications: Immunohistochemistry, Immunocytochemistry, Immunofluorescence, Western Blot, CUT&Tag, Chromatin Immunoprecipitation, Chromatin Immunoprecipitation with sequencing and others. <https://www.activemotif.com/catalog/details/39155> "Applications validated by Active Motif: ChIP-seq: 5ug each; This antibody was raised against a peptide including trimethyl-lysine 27 of histone H3."

Anti-GFP (Thermo-Fisher #MS-1288-P0; RRID:AB_63267) Species Reactivity: Proteins from all species which are tagged with GFP. Previously used as a negative ChIP control in PMC4393352.

Anti-Rabbit IgG, HRP-linked (Novus Cat# NB7160; RRID:AB_10124655) Indicated Applications: Western Blot, ELISA, Immunocytochemistry, Immunohistochemistry, Immunofluorescence https://www.novusbio.com/products/igg-h-l-antibody_nb7160 Please see PMCID: PMC8743034; PMC8743034 for prior use of this antibody for western blotting.

APC anti-mouse CD31 (Biolegend Cat# 102510; RRID:AB_312917) Indicated Application: Flow Cytometry <https://www.biolegend.com/en-us/neuroscience-1/apc-anti-mouse-cd31-antibody-375> "Verified Reactivity: Mouse; FC Quality tested." We previously used this antibody for cell sorting in PMCID: PMC8596110, and again validate it's utility with sorting followed by RNA-seq in this manuscript.

APC anti-mouse CD45 (Biolegend Cat# 103112; RRID:AB_312977) Indicated Application: Flow Cytometry <https://www.biolegend.com/de-at/products/apc-anti-mouse-cd45-antibody-97> "Verified Reactivity: Mouse; FC Quality tested." We previously used this antibody for cell sorting in PMCID: PMC8596110, and again validate it's utility with sorting followed by RNA-seq in this manuscript.

PE/Cy7 anti-mouse CD326/Ep-CAM (Biolegend Cat# 118216; RRID:AB_1236471) Application: Flow Cytometry <https://www.biolegend.com/en-ie/search-results/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303> "Verified Reactivity: Mouse; FC Quality tested." We previously used this antibody for cell sorting in PMCID: PMC8596110, and again validate it's utility with sorting followed by RNA-seq in this manuscript.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

All the human cell lines were from Dr. Carla Kim's laboratory at Boston Children's Hospital and were from ATCC, except BEAS-2B from Dr. Chengfeng Yang Lab also through ATCC, and HBEC-3KT from Dr. David Orren Lab from University of Kentucky, originally from Dr. John Minna UT Southwestern. All the primary murine cell lines were made from mouse models in our lab.

Authentication	All the human cell lines were authenticated by IDExx BioAnalytics by CellCheck9 STR analysis.
Mycoplasma contamination	All cell lines used in this study were tested negative for mycoplasma contamination by Myco-Alert kit.
Commonly misidentified lines<br>(See ICLAC register)	No misidentified lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Mouse.
Wild animals	No wild animals were used.
Field-collected samples	No field-collected samples were used.
Ethics oversight	All care and treatment of experimental animals were in accordance with Boston Children's Hospital and University of Kentucky institutional animal care and use committee (IACUC) guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	A total of 237 tissues were examined from 236 individuals. 98 were female and 138 were male. 9 were Black or African American and 227 were White. 162 were from Appalachian Kentucky. Ages at diagnosis ranged from 39 to 86 years old.
Recruitment	Not applicable, see below.
Ethics oversight	Leftover clinical specimens were obtained by BPTP with patient informed consent or waiver under an IRB approved protocol, and when transferred to our group, the samples had been de-identified and therefore exempt from further Institution Review Board approval.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	The accession number is GSE182819 and the reviewer token is mlgwtkiaxizifxun
Files in database submission	GSM5537508 1_09X5_01CCUKY_WT_EZH2_mm10_i86<br>GSM5537509 2_09X6_01CCUKY_Het_EZH2_mm10_i87<br>GSM5537510 3_09X7_01CCUKY_WT_H3K27me3_mm10_i88<br>GSM5537511 4_09X8_01CCUKY_Het_H3K27me3_mm10_i91<br>GSM5537512 5_09X9_01CCUKY_Null-K27me3_H3K27me3_mm10_i92<br>GSM5537513 6_09XA_01CCUKY_WT-EPZ-K27me3_H3K27me3_mm10_i93<br>GSM5537514 7_09PH_01CCUKY_Pooled_Input_mm10_i84
Genome browser session<br>(e.g. UCSC)	no longer applicable

Methodology

Replicates	Three biological replicates were pooled prior to ChIP
Sequencing depth	WT_EZH2: total reads = 32029907, unique alignment = 24241086, read length = 75bp, single-end;<br>Het_EZH2: total reads = 32463922, unique alignment = 25145726, read length = 75bp, single-end;<br>WT_H3K27me3: total reads = 32482162, unique alignment = 23847254, read length = 75bp, single-end;<br>Het_H3K27me3: total reads = 43333449, unique alignment = 29970820, read length = 75bp, single-end;<br>Null-K27me3_H3K27me3: total reads = 41142402, unique alignment = 18083074, read length = 75bp, single-end;<br>WT-EPZ-K27me3_H3K27me3: total reads = 31866213, unique alignment = 11155556, read length = 75bp, single-end;
Antibodies	EZH2 (Active Motif 39901) and H3K27me3 (Active Motif 39155)

Peak calling parameters	The SICER version 1.1 peak finding algorithm was used to identify regions of ChIP-seq enrichment over background, with window size 200bp, fragment size 200bp, gap size 600bp, and FDR value threshold of enrichment 1E-10 for all datasets.
Data quality	Aligned reads that had >2 mismatches and multimapping reads were removed followed by PCR deduplication. The resulting bam files were normalized to account for the differences in the sequencing depth. Genomic regions known to have low sequencing confidence were removed using blacklisted regions defined by the ENCODE project. Peaks with FDR < 1E-10 are selected for the downstream analysis. The number of peaks with FDR < 0.05 and Fold-change >= 5 (reported by SICER) is: WT_EZH2=215<br>Het_EZH2=135<br>WT_H3K27me3=310<br>Het_H3K27me3=625<br>Null-K27me3_H3K27me3=1437<br>WT-EPZ-K27me3_H3K27me3=1087
Software	Peak intervals were annotated using ChIPseeker to the nearest transcription start sites (TSS) using the KnownGene mm10 TSS annotation. Peak distribution patterns were obtained using seqplots across all merged intervals from -5 kb to +5 kb to include distal promoters and regulatory regions. The heatmaps are used for visualization of tag distributions which are mapped across target regions and were clustered into 4 groups based on the tag densities using k-means algorithm. The average values for all target regions in heatmaps were calculated and plotted in histograms. Peaks unique to each genotype or conserved in multiple genotypes were annotated by GREAT to associate each genomic region with all genes whose regulatory domain it overlaps. The resulting gene list was subjected to gene set enrichment analysis to identify significantly enriched gene signatures from GSEA curated signature gene sets.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Tumor cell sorting: Tumors were dissected from the lungs of primary mice and tumor tissue was chop extremely finely with surgical scissors. Tumor chunks were incubated with 1mL 1x PBS with 60µL Collagenase/Dispase (Sigma, #10269638001) in a rotator at 37°C for 30min. After washed with 1X PBS, chunks were resuspended in 100µL 0.25% Trypsin-EDTA (Gibco) for 2min, then neutralized with 900µL PBS containing 10% FBS (PF10). Next, the digested tissue was filtered through a 100µm filter (VWR), then a 40µm filter (VWR) into a 50cc conical tube. Cell pellets were resuspended in 100µL Red Cell Lysis buffer (0.15 M NH4Cl, 10mM KHCO3, 0.1 mM EDTA, in 1L distilled H2O; filtered with 0.45 µm filter and stored at RT) for 2min at RT and added 800µL PF10. Single cell suspensions were stained using rat-anti-mouse antibodies including anti-mouse-EpCAM-PECy7 (BioLegend), anti-mouse-CD31-APC (BioLegend) and anti-mouse-CD45-APC (BioLegend). Live cells were gated by exclusion of 4',6-diamidino-2-phenylindole (DAPI) positive cells (Sigma, #D9542). All antibodies were incubated for 10-15 minutes at 1:100 dilutions. Cell cycle analysis: Cells propagated in 2-dimensional dishes or 3-dimensional transwells were separated into single cells by 0.25% Trypsin. 1-10x105 cells were spun down in a 1.5mL microtube and resuspended in cold 300µL PF10. Then the resuspended cells were added dropwise to 700µL cold 70% Ethanol with slow vortexing and were incubated at 4°C for least 1 hour. Cells were pelleted by pulse spin and resuspended in 250µL/tube of 1mg/mL RNase A (Thermo Fisher, #EN0531) diluted in PBS for 30min. Cells were washed by 1ml PBS, pelleted and resuspended in 250µL/tube of 4µg/mL 7-Aminoactinomycin D (Invitrogen, #A1310).
Instrument	Sony iCyt with an 100µm nozzle; BD LSRII.
Software	ModFit LT software for cell cycle analysis.
Cell population abundance	Approximately 5,000-100,000 cells were collected for tumor sorting; 30,000 events/sample for cell cycle analysis.
Gating strategy	Cells were gated on DAPI-negative, then on FSC/SCC and single cells, then on CD45+/EpCAM-. A CD45+ single stained sample was used to determine the EpCAM gate.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

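The series holds ChIP-seq of mouse lung tumoroids: EZH2 in *Ezh2* WT and heterozygous tumoroids, and H3K27me3 in *Ezh2* WT, heterozygous, null and EPZ6438-treated WT tumoroids. Each of the 6 libraries pooled 3 tumoroid cultures, so there is 1 library per condition, and no condition was tested against another. The values in the deposited lists are read counts per peak, made by the authors with BWA alignment to mm10 (version not stated), removal of mismatched, multimapping and duplicate reads, random sampling of the alignments and SICER 1.1 peak calling (window 200 bp, fragment 200 bp, gap 600 bp). The EZH2 libraries were sampled by the authors to equal numbers of unique alignments and the H3K27me3 libraries to equal numbers of *Drosophila* spike-in reads, with no scaling after that. The paper's methods also describe removal of blacklisted regions from the peaks.

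The deposited counts were used as they are. The peaks of the EZH2 libraries held 877053 reads in WT and 832965 in heterozygous tumoroids, which is 3.62% and 3.44% of the paper's reported unique alignments of the smaller library. For H3K27me3 the totals after spike-in sampling are not stated, so the share of reads in peaks was not computed, and comparisons between H3K27me3 libraries rest on the spike-in sampling. With a median of 55 reads per peak in *Ezh2* null and 34 in EPZ6438-treated tumoroids, ratios for single peaks of these 2 libraries are imprecise, and peaks under the calling threshold are missing from the lists.

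Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures used matplotlib 3.10.9. Genes were taken from GENCODE M21 (Ensembl 96) on GRCm38, with 21728 protein-coding genes, and coordinates count from 1. Peaks overlapped when they shared at least 1 bp. Overlapping peaks were merged across genotypes, separately for EZH2 and H3K27me3, and each merged region was assigned to the genotypes whose peaks it holds. A promoter was within 3 kb of any annotated TSS for peaks, and within 3 kb of a TSS of the gene for genes. Shares have exact Clopper-Pearson 95% intervals, and ratios of counts have intervals from the exact binomial. Chance overlap came from 1000 random placements of the overlapped library's peaks on their own chromosomes, with the counted peaks kept in place. The placements do not keep the preference of peaks for promoters, so they understate the overlap that this preference alone gives.

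Gene lists were compared with 10000 random lists of as many protein-coding genes, drawn from all or from 10 bins of promoter CpG content (within 500 bp of the TSS), and a percentile counts ties with a weight of 0.5. Retention in null was compared between promoter and other WT peaks with Mantel-Haenszel odds ratios over deciles of WT reads, with intervals from 200 resamples of the peaks. Ratios between groups of autosomes have intervals from 2000 resamples of the autosomes, and correlations across the 19 autosomes have p-values from 100000 permutations with Benjamini-Hochberg adjustment over 5 relations. The steps were tested on simulated data: all 2000 shared, 2587 first-only and 2500 second-only regions were recovered, 36 of 40 sets of random placements fell in their 95% range where 38 were due, simulated odds ratios of 1 and 5 came out as 0.99 and 4.71, and exact intervals held the true share in 95.4% of trials.

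The gene lists, the rule for named genes, the comparisons and most alternatives were set before the data were examined. Genes are named when the paper names them in its ChIP-seq results, Fig. 3b or Supplementary Fig. 3g, when they belong to the *Hox*, *Sox* or *Nkx* families, when their TSS lies within 3 kb of the 10 peaks with the most reads of a class, or when they are among the up to 4 members of a list with the most reads in a peak. Families (*Hox*, *Sox*, *Nkx*, *Fox*, *Pax*, *Tbx*, *Wnt*, *Gata*, *Lhx*, *Six1* to *Six6*, *Irx*) were taken by symbol. Lists written from general knowledge cover PRC2 and PRC1 subunits, DNA damage repair, cell cycle, stemness, ubiquitously expressed genes, lung epithelial lineage, EMT, type-I interferon response, and markers of immune, endothelial, and fibroblast and smooth muscle cells. Of 40 interferon genes, 38 were found in the annotation.

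Alternatives covered the minimum width and reads of peaks, autosomes only, joining of peaks within 1 kb, covered length, the overlap rule, the promoter window (1 kb, 5 kb, peak center, protein-coding genes, covered length), the fold threshold (4-fold), reads per kb, nearest TSS, a basal domain (5 kb upstream to 1 kb downstream) and CpG-matched lists. Restriction to 5 autosomes with balanced EZH2 peak numbers (heterozygous over WT within 1.25-fold) and gene domains extended by up to 1000 kb were added after the data were seen. The paper's primers for *Foxp2* were located by exact match to the genome. Left out were the enrichment of MSigDB sets with GREAT, the comparison with differentially expressed genes and the read profiles over peaks. The gene sets, the expression list and the alignments were not at hand.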

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

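The comparison of EZH2 with H3K27me3 peak numbers across autosomes and the comparison between groups of autosomes set by H3K27me3 were chosen only after the results were seen. So were 3 stricter conditions added to tests written earlier: the whole interval inside the bounds for balanced autosomes, reads per kb beside reads for the 2 parts of each autosome, and an interval above 1 for the spread across autosomes.

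The number of EZH2 peaks in *Ezh2* heterozygous over WT tumoroids was 3.14 on chromosome 15 and 0.355 on chromosome 9, a signal by chromosome that the paper did not analyse. A difference of the same degree on every chromosome is argued against as the whole cause by the EZH2 regions of one genotype alone, 1464 heterozygous and 337 WT on the 6 autosomes with the highest heterozygous-to-WT ratio of H3K27me3 peaks and 423 and 1380 on the 6 with the lowest (ratio of the 2 ratios 14.2, 7.04 to 28.2). Different chromosome copy number in the pooled cultures is consistent with the log2 ratios of peak numbers, which moved together for EZH2 and H3K27me3 over 19 autosomes (Pearson r 0.957, Spearman rho 0.954, r 0.9498 without chromosomes 15 and 9; permutation p 1e-05 for both, the smallest the permutations can give, adjusted 5e-05 over 5 relations). It remains open: reads of shared EZH2 regions in the first and second part of each autosome gave r 0.859 (rho 0.740, p 3e-05 and 0.00054, adjusted 7.5e-05 and 0.00135, r 0.737 without chromosomes 15 and 10), but reads per kb gave r 0.488 (rho 0.293, p 0.0398 and 0.223, adjusted 0.0663 and 0.371, r -0.0640 without chromosomes 6 and 2), and reads per kb of EZH2 against H3K27me3 regions gave r 0.211 (rho 0.132, p 0.382 and 0.589, adjusted 0.439 and 0.589, r -0.0605 without chromosomes 6 and 15). Movement of EZH2 gene by gene, which alike on all chromosomes would not give that ratio either, remains open as a part of the difference, since 47.8% of WT regions were shared on balanced autosomes and 44.0% on the others (ratio 1.09, 0.879 to 1.29, with bounds of 0.8 to 1.25), but 51.6% and 41.0% of heterozygous regions, and so does an effect of the genotype itself, which 1 library per genotype cannot test.

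WT H3K27me3 peaks at promoters were kept in *Ezh2* null tumoroids more often than other peaks of like reads (odds ratio 8.04, 6.72 to 9.85), a comparison at like signal that the paper did not make. At like reads per kb the odds ratio was 5.36 (4.42 to 6.72). Both odds ratios argue against total reads or mean reads per kb of the WT peak as the whole cause. The bins are coarse, with 393 to 6244 reads in the top decile. The local height within a peak was not tested and remains open. EZH2 in WT went with being kept, with an odds ratio of 23.6 (20.2 to 27.5) at like reads. At like reads per kb it was 12.3 (10.3 to 14.6). At like reads, promoter peaks were kept more often both without a called EZH2 peak (4.96, 3.91 to 6.68) and with EZH2 (2.60). EZH2 below the calling threshold is missing from the lists, as at *Foxp2* in Supplementary Fig. 4c. This test therefore cannot decide whether EZH2 is the whole cause. Background at active promoters is argued against by the ubiquitously expressed genes, of which 0 of 80 had a null peak (percentile 0.24). A bias of the null library toward GC-rich DNA was not tested and remains open, as does methylation by EZH1, which these libraries do not measure.

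Of the EZH2 peaks in heterozygous tumoroids, 84.8% lay outside the H3K27me3 peaks of the same genotype, against 66.9% in WT, a class of peaks that the paper did not analyse. No test argued against the technical explanations. Enrichment at promoters of expressed genes, whatever the antibody binds, is consistent with the 41 of 80 ubiquitously expressed genes that had EZH2 without H3K27me3 in heterozygous tumoroids (percentile 100). A background that moves with chromosome copy number is consistent with the wider spread across autosomes of the log2 heterozygous-to-WT ratio outside H3K27me3 (SD 1.00) than inside (SD 0.65), a ratio of 1.55 (1.23 to 2.13). EZH2 binding at active genes without methylation, and a change of it with genotype, were not tested and remain open.

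Of the H3K27me3 peaks left after EPZ6438, 396 of 417 (94.96%) overlapped an EZH2 peak of WT tumoroids, an overlap that the paper did not analyse. Random placements, which do not keep the preference of peaks for promoters, gave at most 5.76%. Of the same 417 peaks, 45.8% overlapped an EZH2 peak of heterozygous tumoroids.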

How the results depend on the processing

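The restriction to autosomes with balanced EZH2 peak numbers and the extended gene domains were chosen only after the results were seen. Of 727 alternative values, 619 kept their direction and stayed near the main value (in its 95% interval, within 1.5 times for counts, or on the same side of 50 and of the outer 2.5% at either end for percentiles), 96 moved further and 10 turned. The other 2 are for *Foxp2* as a named gene, whose WT-to-null ratio was 2.27 at the promoter alone and 4.68 per kb. Most of the 727 values belong to gene lists. Shares of small lists have wide intervals, and shares were not scored for a turn. The tally is therefore a weak measure of how stable the main results are. Where a value moved, the cause was not tested unless stated. No paired analysis was possible because each condition had 1 library. Depth limits the weak peaks: with medians of 55 reads in null and 34 after EPZ6438, a minimum of 50 reads removes many of their peaks by construction, and peaks below the calling threshold cannot be seen.

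By length covered, EZH2 in heterozygous tumoroids turned from 104% to 93.3% of WT, and H3K27me3 moved to 72.6% in heterozygous, 15.2% in null and 2.73% in EPZ6438-treated tumoroids (main values 78.0%, 12.8% and 3.49%). With at least 50 reads per peak these 3 values were 70.4%, 7.57% and 1.36%, regions in WT only 56.4% of WT regions, in heterozygous only 34.9% of heterozygous regions, null regions in both other genotypes 80.8% and WT regions in null 6.60%. Joining peaks within 1 kb gave 14.0% for null. On balanced autosomes, the added setting, EZH2 in heterozygous tumoroids turned to 93.8% of WT, shared EZH2 regions were 47.8% of WT and 51.6% of heterozygous regions, H3K27me3 regions in WT only 51.9% and in heterozygous only 34.0%, the promoter odds ratio 6.30 and heterozygous EZH2 peaks over H3K27me3 13.6%.

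A reciprocal overlap of at least 50% gave shared EZH2 regions of 31.9% of WT and 30.6% of heterozygous regions, H3K27me3 in WT only 69.0% and in heterozygous only 60.2%, null regions in both others 46.8%, WT regions in null 7.35%, and EZH2 peaks over H3K27me3 10.8% in WT and 4.54% in heterozygous tumoroids, lower shared values that a stricter rule gives by construction. Overlap of at least 50% of the shorter peak gave 55.3%, 41.0% and, for heterozygous EZH2 over H3K27me3, 14.2%. Counting peaks and not merged regions gave 50.8% in WT only and 34.9% in heterozygous only.

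Promoter shares are given for EZH2 in WT and heterozygous, then H3K27me3 in WT, heterozygous, null and EPZ6438-treated tumoroids. They were 75.8%, 77.9%, 39.5%, 38.6%, 84.9% and 91.8% with 1 kb; 82.5%, 84.0%, 51.9% and 53.3% with 5 kb (the last 2 libraries stayed near their main values); 70.8%, 74.0%, 31.6%, 31.0%, 77.2% and 88.2% by peak center; 72.5%, 75.3%, 35.0%, 36.0%, 81.1% and 90.2% with protein-coding genes; and 62.3%, 65.7%, 28.7%, 29.9%, 59.2% and 76.4% by covered length. The difference of heterozygous from WT H3K27me3, 0.368 percentage points, turned to -0.947 with 1 kb and -0.565 by center. Null minus WT (main 40.9) was 45.4, 36.9, 45.6, 46.2 and 30.5 in the same order, and EPZ6438-treated minus WT (main 49.1) was 52.3, 44.3, 56.7 and 55.2 in the first 4.

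The promoter odds ratio was 10.9 over deciles of width. WT peaks reduced or absent in null (98.8%) were 96.0% at 4-fold, 99.4% per kb and 88.9% among overlapping peaks alone. The number of the 7 genes with a reduced or absent peak was 4 at promoters and per kb, and 5 with extended domains.

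With 1 kb promoters, H3K27me3 lay at 1.35% of cell cycle genes in heterozygous tumoroids and at 1.25% and 0% of ubiquitously expressed genes in WT and heterozygous tumoroids. With the nearest TSS, *Hox* genes fell to 61.5%, 46.2%, 30.8%, 41.0%, 23.1% and 66.7% in the order of libraries above, since each peak then names 1 gene. H3K27me3 then lay at 100% of *Irx* genes in WT, 10.0% and 8.57% of DNA repair genes in WT and heterozygous, 10.8% of cell cycle genes in WT and 8.75% of ubiquitously expressed genes in heterozygous tumoroids, and EZH2 at 35.0% of the last list in WT.

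Matching random lists on CpG content turned these EZH2 percentiles to the other side of 50: PRC2 subunits in heterozygous tumoroids (74.2 to 43.2), DNA repair in heterozygous (83.4 to 21.6), cell cycle in WT (88.4 to 29.3) and heterozygous (96.7 to 39.6), and immune markers in WT (14.1 to 53.2) and heterozygous tumoroids (8.94 to 54.7). It moved EZH2 percentiles to 0.31 for DNA repair, 79.8 for PRC1 subunits, 96.6 for *Irx* and 98.9 for lung epithelial genes in WT, and to 90.6 for *Nkx* and 96.2 for *Wnt* genes in heterozygous tumoroids. H3K27me3 percentiles moved to 94.3 for *Sox*, 97.0 for EMT and 98.5 for fibroblast genes after EPZ6438, and to 0.41 for cell cycle genes in null.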

Differences from the paper's values

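The added settings named here, balanced autosomes and extended gene domains, were chosen only after the results were seen. For the percent of H3K27me3 peaks left in heterozygous and null tumoroids, no main value differed from the paper's by more than 1.5 times. The same held for the share of WT EZH2 regions also found in heterozygous tumoroids. Of the alternatives for these values, only a minimum of 50 reads per peak differed by more, with 7.57% for null against the paper's 13%. The paper does not state the base of its 45% of shared EZH2 peaks. Of EZH2 regions of either genotype, 28.2% were in both.

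By the labels of its circles, Fig. 3d shows more EZH2 regions in *Ezh2* WT alone than in heterozygous tumoroids alone (about 2600 and about 2300 in Fig. 3d, read by eye). Here 2503 were in WT alone and 2654 in heterozygous tumoroids alone, with 2026 in both. By total length the regions of WT alone were larger, with 14.2 Mb against 13.4 Mb, and on the balanced autosomes, a setting chosen after seeing the values, 568 regions were in WT alone and 488 in heterozygous tumoroids alone.

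The paper names 7 genes among those whose H3K27me3 fell in null tumoroids by its stated 2-fold threshold. Here *Foxp2*, *Sfmbt2*, *Ndrg4* and *Chdh* had such a WT peak in the gene or within 10 kb, and *Arc*, *Krt79* and *Susd2* had none. As 98.8% of all WT peaks met the 2-fold rule, the genes differ mainly in having a WT peak. With gene domains extended by up to 1000 kb to the neighbouring genes, a setting chosen after seeing the values, *Susd2* was added with 1 WT peak of 128 reads and none of the 4 was dropped, while *Arc* and *Krt79* still had no WT peak.

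Supplementary Fig. 4c shows an EZH2 peak at the *Foxp2* 5' TSS in WT tumoroids, called at a less strict threshold than that of the deposited lists. In the deposited lists the EZH2 peak nearest to *Foxp2* lay 1776 kb away in WT tumoroids.

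The paper states that EZH2 was enriched at DNA repair, stemness and cell cycle genes in heterozygous tumoroids, with gene sets and a tool that were not used here. With the lists used here, EZH2 was found at more DNA repair genes (17 against 8) and cell cycle genes (21 against 17) in heterozygous than in WT tumoroids, and at fewer stemness genes (13 against 17). Of the 7 stemness genes with EZH2 in WT alone, 6 lay on autosomes with an excess of WT EZH2 peaks. For H3K27me3, which the paper describes as somewhat higher at these gene sets, it was found at 0 against 1 DNA repair genes, 4 against 2 cell cycle genes and 9 against 11 stemness genes. No assignment of peaks to genes that was tried (promoters of 1 or 3 kb, nearest TSS, basal domain) gave more stemness genes with EZH2, or more DNA repair or stemness genes with H3K27me3, in heterozygous than in WT tumoroids.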

Other observations

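The description of H3K27me3 regions found in null tumoroids alone was chosen only after the results were seen.

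EZH2 and H3K27me3 were also followed at other gene groups, given as genes with EZH2 in WT and heterozygous tumoroids and with H3K27me3 in WT, heterozygous, null and EPZ6438-treated tumoroids. Of 40 EMT genes these numbers were 22 and 18, and 15, 15, 11 and 3. Of the 4 members with the most reads, *Krt8* had 718 EZH2 reads in WT and 1543 in heterozygous tumoroids, *Krt18* 550 and 951, and *Cldn4* 1423 and 1179, without H3K27me3. *Krt8* and *Krt18* lie on chromosome 15, where heterozygous tumoroids had an excess of EZH2 peaks. The fourth, *Foxc2*, had H3K27me3 in each of the 4 libraries, with 1336, 402, 164 and 74 reads. Of 40 lung epithelial lineage genes the numbers were 12 and 11, and 13, 7, 9 and 1. *Nkx2-1* had 831, 86, 179 and 70 H3K27me3 reads, *Napsa*, an alveolar protease gene, had 288 and 90 in WT and heterozygous tumoroids and none in the others, and the water channel gene *Aqp5* had EZH2 in WT (230 reads) and heterozygous tumoroids (396 reads) and H3K27me3 only in null (49 reads). Of 11 PRC2 subunit genes the numbers were 1 and 3, and 0, 1, 1 and 0, with EZH2 at *Jarid2* in both genotypes (184 and 178 reads). Of 19 PRC1 subunit genes they were 7 and 7, and 5, 7, 2 and 0, and *Cbx8* had 1397 H3K27me3 reads in WT, 1192 in null and none after EPZ6438.

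In WT tumoroids, lung epithelial lineage and EMT genes carried H3K27me3 more often than random lists (percentiles 98.7 and 99.8). Marker genes of cell types other than tumor epithelium also carried H3K27me3 more often than random lists. Of 30 immune markers 13, 10, 3 and 1 had it in the 4 libraries (percentile 99.9 in WT), with *Cd4* at 1103, 393, 127 and 0 reads. Of 18 endothelial markers 8, 7, 5 and 0 had it (99.4 in WT), with *Flt1* at 534, 273, 76 and 0 reads, and of 20 fibroblast and smooth muscle markers 10, 12, 5 and 2 had it (99.97 in WT), with *Pdgfra* at 1101, 641, 357 and 69 reads. EZH2 lay at 3 and 3, 5 and 2, and 5 and 4 of these 3 lists in WT and heterozygous tumoroids. Of 38 type-I interferon response genes 5, 5, 0 and 0 had H3K27me3 (24.9 in WT) and 4 and 4 had EZH2, with *Oas1a* at 662 H3K27me3 reads in WT alone. The *Six1* to *Six6* genes had EZH2 at 4 and 3 and H3K27me3 at 4, 4, 5 and 3 of 6, and *Irx* genes had EZH2 at 4 and 2 and H3K27me3 at 4, 2, 2 and 1 of 6.

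Among the 176 H3K27me3 regions found in null tumoroids alone, 127 touched a promoter, 38 overlapped EZH2 in WT and 45 overlapped EZH2 in heterozygous tumoroids. The regions with the most reads that touch a promoter lay at *Pax9* (455 reads), *Onecut2* (302 reads), *Tcim* (231 reads) and *Foxa1* (220 reads). These genes were named after their values were seen.

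Across the 19 autosomes, the log2 heterozygous-to-WT reads per kb of shared EZH2 regions and of the number of EZH2 peaks had a Pearson r of 0.192 (Spearman rho 0.193, permutation p 0.439 and 0.427, adjusted 0.439 and 0.533 over the 5 relations, r 0.0117 without chromosomes 6 and 15).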
